# Cockayne syndrome proteins CSA and CSB maintain mitochondrial homeostasis through NAD^+^ signaling

**DOI:** 10.1111/acel.13268

**Published:** 2020-11-09

**Authors:** Mustafa N. Okur, Evandro F. Fang, Elayne M. Fivenson, Vinod Tiwari, Deborah L. Croteau, Vilhelm A. Bohr

**Keywords:** accelerated ageing, aging, AMPK, Cockayne syndrome, mitochondrial maintenance, mitophagy, NAD^+^

## Abstract

Cockayne syndrome (CS) is a rare premature aging disease, most commonly caused by mutations of the genes encoding the CSA or CSB proteins. CS patients display cachectic dwarfism and severe neurological manifestations and have an average life expectancy of 12 years. The CS proteins are involved in transcription and DNA repair, with the latter including transcription‐coupled nucleotide excision repair (TC‐NER). However, there is also evidence for mitochondrial dysfunction in CS, which likely contributes to the severe premature aging phenotype of this disease. While damaged mitochondria and impaired mitophagy were characterized in mice with CSB deficiency, such changes in the CS nematode model and CS patients are not fully known. Our cross‐species transcriptomic analysis in CS postmortem brain tissue, CS mouse, and nematode models shows that mitochondrial dysfunction is indeed a common feature in CS. Restoration of mitochondrial dysfunction through NAD^+^ supplementation significantly improved lifespan and healthspan in the CS nematodes, highlighting mitochondrial dysfunction as a major driver of the aging features of CS. In cerebellar samples from CS patients, we found molecular signatures of dysfunctional mitochondrial dynamics and impaired mitophagy/autophagy. In primary cells depleted for CSA or CSB, this dysfunction can be corrected with supplementation of NAD^+^ precursors. Our study provides support for the interconnection between major causative aging theories, DNA damage accumulation, mitochondrial dysfunction, and compromised mitophagy/autophagy. Together, these three agents contribute to an accelerated aging program that can be averted by cellular NAD^+^ restoration.

## 1 INTRODUCTION

Patients with Cockayne syndrome (CS) experience cachectic dwarfism and microcephaly, with an average life expectancy of 12 years. CS is considered a segmental aging disease and a model of premature aging. Along with increased genetic damage, mitochondrial dysfunction has been implicated in CS progression; however, the mechanism of this dysfunction needs further exploration (Karikkineth et al., 2017). Cockayne syndrome is predominantly caused by mutations in the genes encoding either the CSA or CSB proteins. CSA (van der Horst et al., 2002) and CSB (van der Horst et al., 1997) are DNA damage response proteins that are involved in transcription‐coupled nucleotide excision repair (TC‐NER) and in nuclear and mitochondrial base excision repair (BER) (Stevnsner et al., 2002). Nucleotide excision repair is a versatile DNA repair pathway as it is responsible for the removal of a wide range of DNA adducts. CSA and CSB are also important for transcription recovery after DNA damage (Mayne & Lehmann, 1982). Various studies have shown that CSB plays a considerable role in transcription and likely is a transcription factor (Epanchintsev et al., 2017; Lake et al., 2014; Okur, et al., 2020).

Mitochondria are highly dynamic organelles that constantly modify their shape, size, and distribution to optimize function and adapt to the energy needs of the cell (Yu & Pekkurnaz, 2018). The decline in mitochondrial function and quality is associated with aging and age‐related diseases and, in particular, neurodegenerative diseases (Johri & Beal, 2012). Similar to other DNA repair‐defective premature aging diseases, such as xeroderma pigmentosum (Fang et al., 2014), ataxia‐telangiectasia (Fang et al., 2016), and Werner syndrome (Fang, et al., 2019), mitochondrial dysfunction is implicated in many CS phenotypes (Scheibye‐Knudsen et al., 2012, 2014). The mechanisms of mitochondrial dysfunction underlying CS remain unclear but may involve the impairment of the NAD^+^ (nicotinamide adenine dinucleotide, oxidized)–mitophagy axis (Fang et al., 2014, 2016, 2019; Scheibye‐Knudsen et al., 2012, 2014). NAD^+^ is a fundamental molecule in cellular energy metabolism and signaling pathways and is essential for adaptive responses of cells to bioenergetics and oxidative stress. There is an age‐dependent depletion of cellular NAD^+^, which may be a major driver of both pathological and biological aging (Gilmour et al., 2020). Many molecular mechanisms are involved in the multi‐faceted effects of NAD^+^ on longevity and healthspan, including the induction of mitophagy, a cellular self‐recognition, engulfment, degradation, and recycling of damaged and superfluous mitochondria (Gilmour et al., 2020). In CS, the accumulation of unrepaired DNA damage may lead to mitochondrial dysfunction through increased PARP‐1‐mediated NAD^+^ consumption (Fang et al., 2014; Scheibye‐Knudsen et al., 2014). Decreased NAD^+^ levels lead to decreased activity of SIRT‐1, an NAD^+^‐dependent deacetylase that maintains mitochondrial homeostasis through coordination of elimination of damaged mitochondria via mitophagy and mitochondrial biogenesis via activation of PGC‐1α and FOXOs (Fang et al., 2014). This phenomenon has also been observed in other DNA repair disorders (Fang et al., 2014, 2016). Notably, rapamycin treatment or dietary restriction, which up‐regulate mitophagy, has shown promise in CS models (Scheibye‐Knudsen et al., 2012). It is therefore of interest whether increasing NAD^+^ levels through NAD^+^ precursor supplementation can ameliorate symptoms of mitochondrial dysfunction in CS.

Our cross‐species and unbiased transcriptomic analysis on CS postmortem brain tissue, CS mouse cerebellum, and CS *Caenorhabditis elegans* (*C*.* elegans*) models showed that Gene Ontology (GO) terms associated with mitochondria are changed in all CS models and are normalized with NAD^+^ supplementation in worms and mouse models of CS. We also report that various mitochondrial abnormalities such as increased mitochondrial length and reduced mitochondrial networking are present in CS worms and are restored by NAD^+^ precursor treatment. Lastly, the activity of several key proteins of mitochondrial homeostasis such as AMPK and ULK‐1 was impaired in the CS postmortem brain tissues. Cellular and tissue NAD^+^ supplementation restored the activity of these proteins in primary cell lines deficient in CSA or CSB. This has implications for intervention in CS and possibly aging.

## 2 RESULTS

### 2.1 Microarray analysis of CS patient cerebellum samples

The loss of CSA and CSB proteins compromise the central nervous system function, with patients exhibiting varying degrees of demyelination, neuronal loss, calcification, gliosis, and cerebellar atrophy (Karikkineth et al., 2017). To examine changes in gene expression in the cerebellum of CS patients, microarray analysis was conducted using frozen cerebellar samples from CS patients and age‐matched controls from the NIH NeuroBioBank's Brain and Tissue repository at the University of Maryland, Baltimore (Table S1). Since the origin of the gene mutations in these patients is unknown, hierarchical clustering was performed on the samples to see whether the CS patient‐derived samples clustered together (Figure S1 and S2a). From this analysis, two samples, CS2 and CS4R, clustered more closely with the controls than the CS patients and were therefore removed from further array analysis. We identified 1,206 up‐regulated and 673 down‐regulated genes in CS compared to non‐CS controls (Figure 1a). Gene expression analysis on the cerebellum of CS patients was previously performed by another group (Wang et al., 2014). We compared the gene expression patterns in the two independent microarrays and found that there is an almost identical match of up‐ and down‐ regulation of the common genes (Figure S2b). These results suggest that the gene expression changes in our array are accurate and CS‐dependent. We next used gene set enrichment analysis to parse the genes into various GO terms and identified 126 (88%) up‐regulated and 17 (12%) down‐regulated terms (Figure 1b and Table S2). Notably, all of the terms associated with synapse and neuronal function were significantly down‐regulated (Figure 1b) in CS. In contrast, many terms associated with mitochondrial function, immune response, and stress response pathways were up‐regulated (Figure 1b and Figure S3a). Taken together, the signature of changes in CS patient samples relative to controls suggests a proinflammatory, oxidative stress environment with neuronal cells suffering from mitochondrial and synaptic dysregulation. Given that many mitochondrial GO terms were altered in CS patients, we next specifically focused on mitochondrial dysfunction and generated a map of affected mitochondrial pathways in CS (Figure 1c). We detected up‐regulation of key mitochondrial pathways that control mitochondrial structure and biogenesis such as mitochondrial ribosome, membrane envelope, and matrix. Interestingly, the pathways that utilize NAD^+^ or are involved in NAD^+^ biosynthesis such as tryptophan metabolism, fatty acid biosynthesis, and fatty acid beta‐oxidation were up‐regulated in CS brain samples. Previously, we implicated oxidative stress, persistent DNA damage signaling, and NAD^+^ depletion as contributors to mitochondrial dysfunction in mice with CSB deficiency (Scheibye‐Knudsen et al., 2012, 2014). Our microarray data of human postmortem brain tissues show cross‐species consistency of these affected terms/pathways and are therefore of great interest in understanding CS pathology.

**Figure 1:**
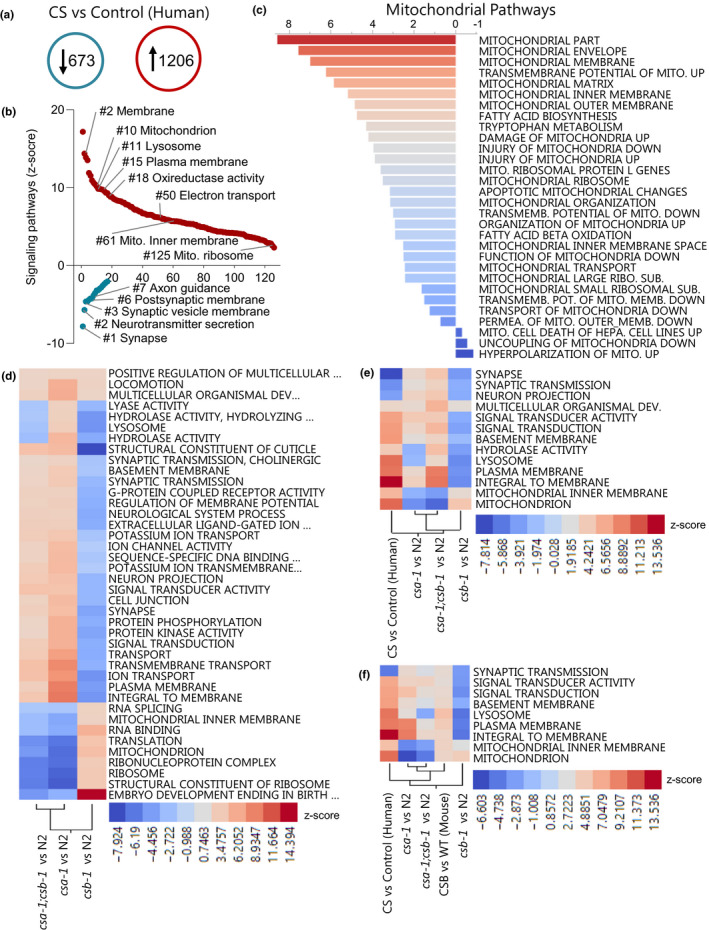
The transcriptomic analysis in CS postmortem brain tissue, CS mouse, and *Caenorhabditis elegans* models. (a) The number of up‐ and down‐regulated genes (fold change≥1.5 and *p*‐value≤0.05) in CS patient cerebellum samples compared to healthy controls. (b) GO term Z‐scores comparing human CS and control patients. (c) The alteration in mitochondrial pathways (Z‐scores) in human CS vs control patients. (d) Heatmaps of GO term Z‐scores showing changes between CS worms compared to N2 worms. Hierarchical clustering showing (e) various GO terms commonly affected between human CS patient and CS worms and (d) GO terms that are commonly affected in CS mouse and worm models, and CS brain samples. A *p*‐value ≤0.05 and an absolute value Z‐score of 2.0 were the cutoffs used for significance.

### 2.2 Microarray analysis of Cockayne syndrome worm models

Transcription‐coupled nucleotide excision repair is important for the DNA repair pathway in *C*. *elegans* (Lans & Vermeulen, 2011), and mutations in both *csa*‐*1* and *csb*‐*1* lead to increased UV sensitivity, suggesting that the function of these proteins is conserved in *C*.* elegans* (Babu et al., 2014; Bianco & Schumacher, 2018). We sought to evaluate *csa*‐*1(tm4539)* and *csb*‐*1(ok2335)* worm mutants to understand the shared or unique features of the disorder. 

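Whole worms of 4 strains were collected on day 7 of adulthood, and their RNA was hybridized to 1-colour Agilent C. elegans (V2) arrays, on which the brightness of each spot of DNA probe follows the amount of 1 transcript. N2 is the wild-type strain, csa-1(tm4539) and csb-1(ok2335) carry mutations in the worm genes for CSA and CSB, and csa-1(tm4539);csb-1(ok2335), here the double mutant, carries both. For vehicle (water) worms, 4 arrays per strain were deposited, whereas the methods give 3 biological replicates per group and the paper's text does not name which, so all 4 were used. The 4 arrays of a group lay on 1 slide of their own, so that slide and group cannot be told apart. The authors deposited the scanner files of these arrays, which hold the background-subtracted intensity of each spot (43803 gene spots per array) with low values raised to a floor and without normalization between arrays. The 75th percentile of this intensity, in the scanner's arbitrary units, had a median of 1413 in N2 (range 871 to 1613), 1851 in csa-1(tm4539) (563 to 2854), 1546 in csb-1(ok2335) (828 to 2452) and 2211 in the double mutant (742 to 3216). The share of spots well above background had a median of 67.1% in N2, 73.7% in csa-1(tm4539), 71.7% in csb-1(ok2335) and 72.3% in the double mutant, and was lowest, at 46.9%, on N2 vehicle replicate 1. Following the methods, the log2 intensities of each array were turned into Z-scores, which place every gene spot relative to the other gene spots of its array. Changes are given on a log2 scale, as differences between group means of Z-scores multiplied by 3.74, the mean over the arrays of the SD of log2 intensity. Each gene was read by its brightest probe, and 25509 genes were tested with limma over all 32 arrays, the arrays of worms on nicotinamide riboside (NR) included. A gene was called with a Benjamini-Hochberg adjusted p of at most 0.05, a Z-ratio of at least 1.5 in size and a mean Z-score of the compared groups above 0.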

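The mutated genes were examined first, as a check of the strains. Of the 7 probes for csb-1 (F53H4.1), A_12_P159795 had a Z-score of −0.84 ± 0.20 (SD, n = 4) in csb-1(ok2335) and −0.14 ± 0.17 (SD, n = 4) in N2, a log2 change of −2.63 (2-sided exact permutation test, p = 0.029, the smallest p that 4 arrays against 4 allow). In the double mutant the Z-score of this probe was −0.94 ± 0.27 (SD, n = 4), a log2 change of −2.98 (exact permutation test, p = 0.029), and in csa-1(tm4539) the change was 0.32 (exact permutation test, p = 0.37). The probe was well above background on 1 of the 4 csb-1(ok2335) arrays, 2 of the 4 double mutant arrays and 3 of the 4 N2 arrays. Its change in csb-1(ok2335) moved most under a normexp background correction, to −0.76. The other 6 probes for csb-1 changed by 0.00 to 0.13 in csb-1(ok2335) and by 0.17 to 0.73 in the double mutant (exact permutation p of 0.74 to 1 and of 0.17 to 0.4). csa-1 (D2013.3) is read by 1 probe, A_12_P118898, with a Z-score of −0.28 ± 0.27 (SD, n = 4) in csa-1(tm4539) and −0.19 ± 0.19 (SD, n = 4) in N2, a log2 change of −0.35 that is within the spread of the arrays (exact permutation test, p = 0.6). It changed by −0.81 in the double mutant and by 0.69 in csb-1(ok2335) (exact permutation test, p = 0.14 for each).

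**Figure D1:**
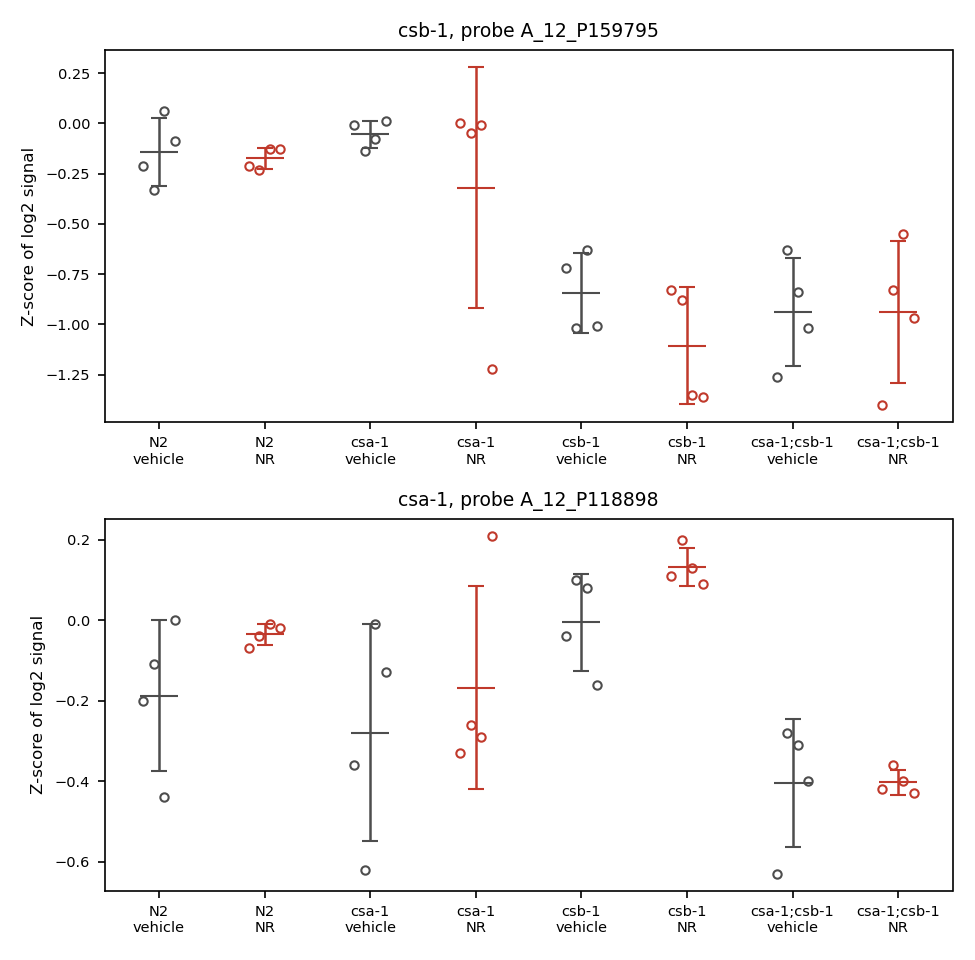
Z-score of the log2 intensity of the csb-1 probe A_12_P159795 (upper panel) and the csa-1 probe A_12_P118898 (lower panel) in each group, vehicle in grey and NR in red. Circles are single arrays in order of replicate number, long lines the group means and bars 1 SD (n = 4). The csb-1 probe lies near −0.84 to −1.10 in the groups with the csb-1 mutation and near −0.32 to −0.06 in the others, where the array labelled csa-1 NR replicate 4 is at −1.22.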

Gene expression microarrays were performed on day 7 adult worms and compared to N2 worms to determine significantly changed GO terms and how these compare to those observed in CS patients. 

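Gene sets were scored by PAGE, which sets the mean Z-ratio of a set's genes against that of all genes; a Z-ratio is a gene's change divided by the SD of the changes of all genes. No GO annotation was used here, and 29 sets of genes sharing C. elegans gene names (mrpl- and mrps- for the mitochondrial ribosome, for example) stood in for GO terms. At a PAGE Z-score of at least 2 in size, 20 of the 29 sets differed from N2 in csa-1(tm4539) (8 up-regulated and 12 down-regulated), 11 in csb-1(ok2335) (1 up-regulated and 10 down-regulated) and 18 in the double mutant (7 up-regulated and 11 down-regulated). Over the 3 other normalizations the count moved most in csb-1(ok2335), from 11 to 19, both with arrays scaled to their 75th percentile and with a normexp background correction. PAGE takes the genes of a set as independent. The fry test of limma, which keeps the correlation between genes, found 0 of the 29 sets at an adjusted p of 0.05 in any of the 3 mutants, and 10, 5 and 7 sets at an unadjusted p under 0.05 in csa-1(tm4539), csb-1(ok2335) and the double mutant. The camera test with an estimated correlation also found 0 sets after adjustment, and 0, 1 and 0 before it, while camera with a preset correlation of 0.01 found 19, 11 and 17 after adjustment.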

After the selection of terms with *p*‐values lower than 0.05 and an absolute value pathway Z‐score cutoff of 2.0, the remaining 40 GO terms and their respective Z‐scores were sorted by clustering in Figure 1d. Interestingly, *csa*‐*1(tm4539)* and *csb*‐*1(ok2335)* worms had opposite pathway changes for a majority of the terms. 

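Of the 22 sets past the PAGE threshold in at least 1 of the single mutants, 13 had opposite signs in csa-1(tm4539) and csb-1(ok2335) and 9 had the same sign. 9 sets were past the threshold in both single mutants, 5 of them with opposite signs. Pearson's r between the scores of the 2 mutants was 0.12 across the 29 sets, which share genes and are not independent. This relation moved with the normalization. With arrays scaled to their 75th percentile, 18 of 23 sets had opposite signs (r = −0.36), with quantile normalization 12 of 18 (r = 0.034), and with a normexp background correction 14 of 25 (r = 0.63). Cuticle collagens (183 genes) were up-regulated in csa-1(tm4539), with a PAGE Z-score of 8.64, and down-regulated in csb-1(ok2335), at −4.19. Sarcomere genes (52 genes) had scores of 2.86 and −4.48. Major sperm proteins (27 genes) were down-regulated in both, at −7.26 and −12.70. These 3 sets kept their signs under the 3 other normalizations. In a direct comparison of csa-1(tm4539) with csb-1(ok2335), cuticle collagens scored 11.79, with an adjusted p of 0.002 from the fry test of limma.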

Throughout the dataset, *csa*‐*1(tm4539)*;*csb*‐*1(ok2335)* worms partitioned more with *csa*‐*1(tm4539)* than *csb*‐*1(ok2335)* worms, suggesting that *csa*‐*1* drives the double mutant phenotype. However, there was a shortlist of terms, including lysosome and hydrolase activity, where the *csa*‐*1(tm4539)*;*csb*‐*1(ok2335)* worms segregated with *csb*‐*1(ok2335)* worms. 

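Across the 29 sets, the PAGE Z-scores of the double mutant correlated with those of csa-1(tm4539) at r = 0.89 and with those of csb-1(ok2335) at r = 0.094. All 17 sets past the threshold in both csa-1(tm4539) and the double mutant had the same sign, against 3 of the 6 past it in both csb-1(ok2335) and the double mutant. The correlation with csa-1(tm4539) was also the higher after scaling to the 75th percentile (0.64 against −0.045) and quantile normalization (0.78 against −0.078). After normexp correction the double mutant went with neither single mutant, at −0.19 and −0.68. Of the 11 sets past the threshold in both csa-1(tm4539) and the double mutant after scaling to the 75th percentile 3 were opposite in sign, as were 3 of the 11 after normexp correction. All 3 mutants were compared with the same N2 vehicle arrays, which alone makes their changes correlate. Over the 25509 genes, the changes in the double mutant correlated with those in csa-1(tm4539) at r = 0.569 and with those in csb-1(ok2335) at r = 0.45, and those of the single mutants with each other at r = 0.376. Genes are not independent replicates. In 1000 simulations of unchanged groups set against the same N2 arrays, the median r was 0.665, 0.654 and 0.625 for these pairs, and r was at least as high as observed in 627, 747 and 772 draws. With each mutant of a pair set against 2 N2 arrays of its own, the mean r over the splits of the N2 arrays was 0.10, −0.06 and −0.09. Among the genes with the largest moderated statistics, as many as were called, 7 of 171 for csa-1(tm4539) and 32 of 166 for csb-1(ok2335) were also among the 173 of the double mutant, each in the same direction. The simulated groups shared a median of 13 in both cases, and at least as many as observed in 599 and 328 of 1000 draws. From the partition of GO terms, the paper proposes that csa-1 drives the double mutant phenotype.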

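The cathepsin-type proteases (26 genes), which stood in for hydrolase activity, had PAGE Z-scores of 2.15 in csa-1(tm4539), −3.39 in csb-1(ok2335) and −0.76 in the double mutant. The score of the double mutant changed sign with the normalization, to 0.90 after scaling to the 75th percentile and 0.42 after quantile normalization. The mean Z-score of these genes on an array was 0.839 ± 0.055 (SD, n = 4) in csa-1(tm4539), 0.696 ± 0.070 in csb-1(ok2335), 0.752 ± 0.004 in the double mutant and 0.772 ± 0.027 in N2, and none of the 3 mutants could be told from N2 by an exact permutation test (p = 0.086, 0.11 and 0.26). Set directly against csa-1(tm4539), the double mutant scored −3.16 for these proteases and −4.74 for the lysosome set (fry adjusted p, from limma, 0.1 and 0.082). Against csb-1(ok2335) it scored 1.99 and 3.62 (fry adjusted p 0.15 and 0.089). For both sets the double mutant thus lay between the single mutants, without a difference past the adjusted threshold of the fry test from either. The array means of the lysosome set did part it from csa-1(tm4539). Every csa-1(tm4539) vehicle array, at 0.765 or higher, lay above every double mutant vehicle array. The vehicle arrays of csb-1(ok2335) and the double mutant overlapped.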

Previously, we reported that CS mice have an accumulation of dysfunctional mitochondria, with ribosomal and mitophagy defects (Scheibye‐Knudsen et al., 2012). These types of GO terms were significantly changed in the nematodes with mitochondrial and ribosomal pathways up‐regulated in *csa*‐*1(tm4539)* and *csa*‐*1(tm4539)*;*csb*‐*1(ok2335)*, but down‐regulated in *csb*‐*1(ok2335)*. 

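The mitochondrion set (301 genes) had a PAGE Z-score against N2 of −8.12 in csa-1(tm4539), 1.00 in csb-1(ok2335) and −6.17 in the double mutant. The mitochondrial inner membrane set scored −5.57, 0.33 and −5.13, and the cytosolic ribosome set (78 genes) −9.18, −7.01 and −11.74. The genes of the mitochondrion set changed by a mean log2 of −0.26, 0.02 and −0.19, and 22.9%, 61.1% and 21.6% of them were higher than in N2. The ribosome genes changed by a mean of −0.58, −0.34 and −0.72. Against the spread between arrays these differences were small. The mean Z-score of the mitochondrion set on an array was 1.298 ± 0.077 (SD, n = 4) in N2, 1.230 ± 0.025 in csa-1(tm4539), 1.304 ± 0.041 in csb-1(ok2335) and 1.247 ± 0.019 in the double mutant (exact permutation tests against N2, p = 0.2, 0.86 and 0.31). That of the ribosome set was 2.848 ± 0.225 in N2, 2.692 ± 0.192 in csa-1(tm4539), 2.756 ± 0.174 in csb-1(ok2335) and 2.654 ± 0.209 in the double mutant (exact permutation tests, p = 0.26, 0.6 and 0.17). The fry test of limma gave adjusted p of 0.089, 0.95 and 0.18 for the mitochondrion set and 0.31, 0.73 and 0.2 for the ribosome set. The mitochondrion set stayed down-regulated in csa-1(tm4539) under each normalization, at −4.13 after scaling to the 75th percentile, −4.63 after quantile normalization and −12.46 after normexp correction. In the double mutant it was 3.93 after scaling to the 75th percentile, −2.34 after quantile normalization and −4.99 after normexp correction, and in csb-1(ok2335) it was 9.28 after scaling to the 75th percentile. Without N2 vehicle replicate 3 the score in csb-1(ok2335) was −2.24, and it was past the threshold on the other side without N2 vehicle replicate 1 (5.91), N2 vehicle replicate 2 (2.31) or csb-1 vehicle replicate 2 (3.92). The ribosome set was 25.14 in csa-1(tm4539) and 28.63 in csb-1(ok2335) after normexp correction, 2.53 in csb-1(ok2335) after scaling to the 75th percentile, and within the threshold in all 3 mutants after quantile normalization. Compared directly, csa-1(tm4539) was lower than csb-1(ok2335) for the mitochondrion set, with a score of −8.85 (fry adjusted p, from limma, 0.031) and an array mean lower by less than the exact permutation test resolves (p = 0.057).

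**Figure D2:**
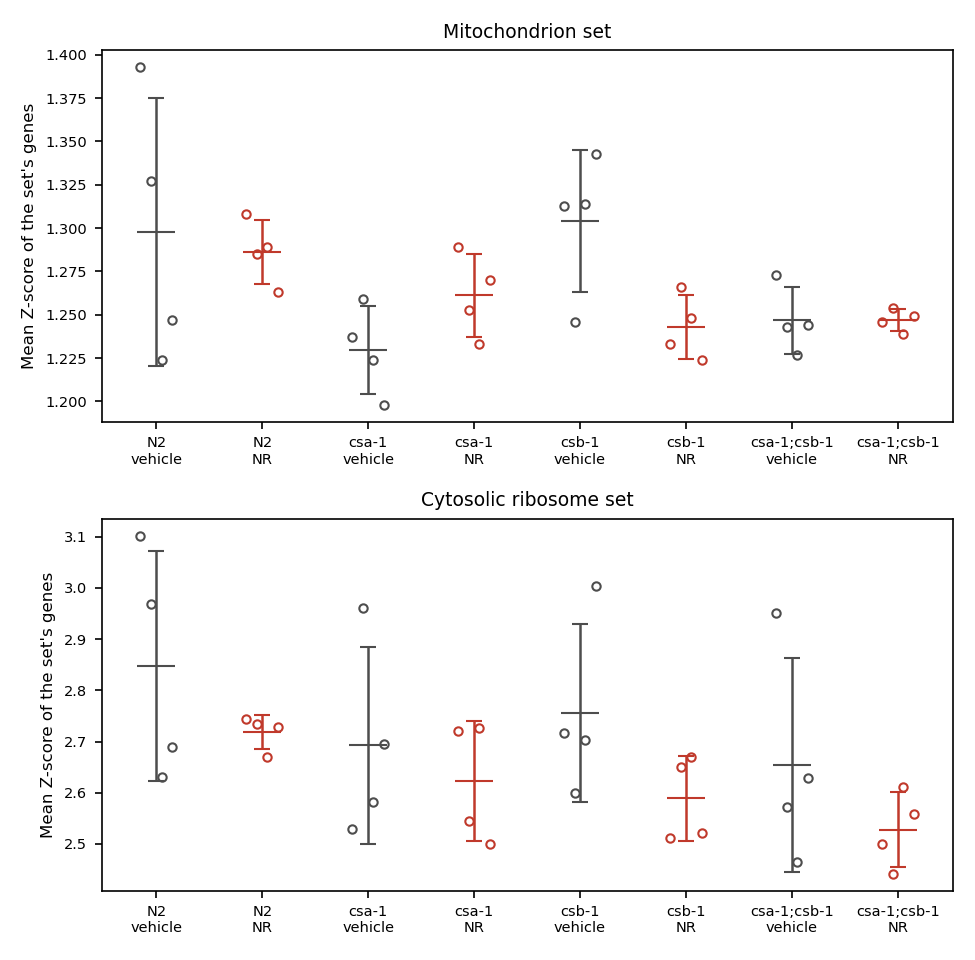
Mean Z-score of the 301 genes of the mitochondrion set (upper panel) and the 78 genes of the cytosolic ribosome set (lower panel) on each array, vehicle in grey and NR in red; the vertical axes do not start at 0. Circles are single arrays in order of replicate number, long lines the group means and bars 1 SD (n = 4). In the mitochondrion set the N2 vehicle arrays run from 1.224 to 1.393, which overlaps the csa-1 vehicle arrays at 1.198 to 1.259.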

The lysosomal pathway, which is important for mitophagy (Raimundo et al., 2016), showed an opposite trend with up‐regulation in *csa*‐*1(tm4539)* but down‐regulation in *csb*‐*1(ok2335)* and *csa*‐*1(tm4539)*;*csb*‐*1(ok2335)* worms. 

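The lysosome set (100 genes: cathepsins, other lysosomal enzymes and membrane proteins, and the V-ATPase) had PAGE Z-scores of 4.24 in csa-1(tm4539), −4.51 in csb-1(ok2335) and −0.09 in the double mutant. Of its genes, 74% were higher than in N2 in csa-1(tm4539), 37% in csb-1(ok2335) and 44% in the double mutant, and their mean log2 changes were 0.25, −0.20 and −0.00. The mean Z-score of the set on an array was 0.729 ± 0.043 (SD, n = 4) in N2, 0.796 ± 0.032 in csa-1(tm4539), 0.677 ± 0.044 in csb-1(ok2335) and 0.729 ± 0.017 in the double mutant. Against N2 these differences did not pass an exact permutation test (p = 0.086, 0.14 and 1) or the fry test of limma (adjusted p 0.079, 0.13 and 0.72). Between the single mutants the difference of 0.119 did (exact permutation test, p = 0.029), with a PAGE Z-score of 7.65 and a fry adjusted p of 0.00029 from limma. The signs in both single mutants were kept under each normalization, with scores of 5.48, 5.07 and 4.71 in csa-1(tm4539) and −2.03, −3.95 and −5.77 in csb-1(ok2335) after scaling to the 75th percentile, quantile normalization and normexp correction. In the double mutant the score was 2.85 after scaling to the 75th percentile and stayed within the threshold, at 0.21 and −0.38, after the other 2.

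**Figure D3:**
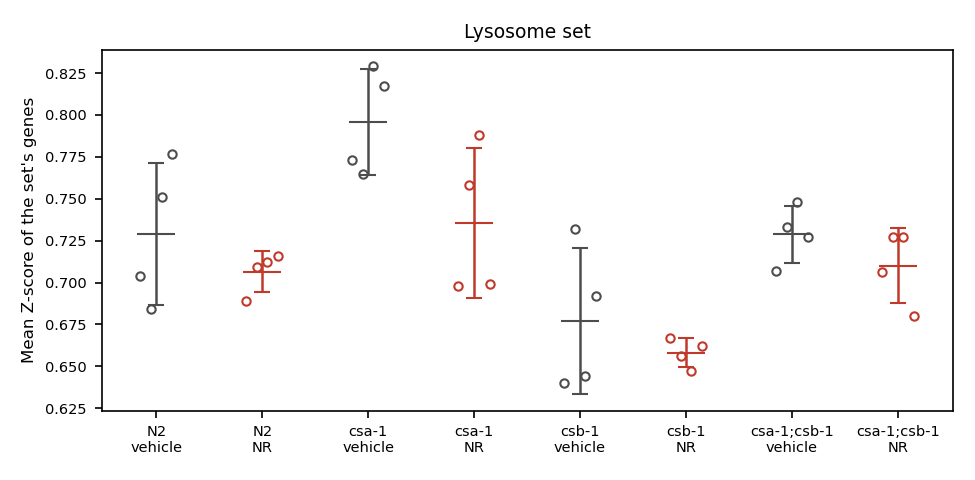
Mean Z-score of the 100 genes of the lysosome set on each array, vehicle in grey and NR in red; the vertical axis does not start at 0. Circles are single arrays in order of replicate number, long lines the group means and bars 1 SD (n = 4). The csa-1 vehicle arrays lie at 0.765 or higher, above the csb-1 vehicle arrays at 0.640 to 0.732.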

The presence of changes in these GO terms, despite their direction, suggests the dysregulation in mitochondrial and ribosomal pathways in CS worms. Notably, we also observed that certain GO terms such as “Response to reactive oxygen species” or “Galactosyltransferase activity” were significantly changed only in *csa*‐1;csb‐1 double mutant strain but not in single mutants, suggesting pathways that are synergistically impacted by CSA and CSB (Figure S3b).

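For the response to reactive oxygen species (42 genes) the PAGE Z-scores against N2 were −0.44 in csa-1(tm4539), 0.50 in csb-1(ok2335) and −0.27 in the double mutant, and for galactosyltransferases (29 genes) 0.15, −0.61 and 1.31, all within the threshold. For the reactive oxygen species genes the mean and the median log2 change had opposite signs in csa-1(tm4539) (−0.03 and 0.06) and in the double mutant (−0.02 and 0.08), and for the galactosyltransferases in csa-1(tm4539) (0.03 and −0.06). The mean Z-score of the reactive oxygen species genes on an array was 0.925 ± 0.024 (SD, n = 4) in the double mutant and 0.930 ± 0.026 in N2 (exact permutation test, p = 0.77), and that of the galactosyltransferases −0.075 ± 0.044 in the double mutant and −0.112 ± 0.048 in N2 (exact permutation test, p = 0.31). After scaling to the 75th percentile the reactive oxygen species set was past the threshold in csb-1(ok2335), at 2.48, and in the double mutant, at 2.16. An effect beyond the sum of the single mutants was tested as an interaction of csa-1 and csb-1. Its PAGE Z-score was −0.17 for reactive oxygen species and 1.38 for galactosyltransferases (fry adjusted p, from limma, 0.98 and 0.97). Of the 25509 genes, 5 had an interaction at an adjusted p of 0.05 in limma, and 2970 at an unadjusted p of 0.05. They were fmo-2 (log2 interaction −4.07, standard error 0.61, limma adjusted p = 0.0083), C43E11.5 (1.43, 0.24, 0.02), hmg-6 (−2.33, 0.38, 0.02), F57G4.6 (−4.80, 0.83, 0.026) and adh-1 (−1.43, 0.26, 0.047), named here after their values were seen. Single arrays decided this count. It was 1 without N2 vehicle replicate 2, csa-1 vehicle replicate 1 or double mutant vehicle replicate 2, 20 without csb-1 vehicle replicate 2, and 1124 without N2 vehicle replicate 3. Without the array labelled csa-1 NR replicate 4, which is outside the comparison and whose label is in doubt, it was 57.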

To understand the similar pathology in all CS models, we compared the GO terms in human CS patients and CS worms. Only 13 GO terms, which were associated with mitochondria, synapse, membrane, and signal transduction, were in common (Figure 1e). Interestingly, hierarchical clustering showed that *csb*‐*1(ok2335)* worms cluster more closely to human CS than *csa*‐*1(tm4539)* or *csa*‐*1(tm4539)*;*csb*‐*1(ok2335)* worms when the largest group of human CS terms listed in Figure S3a were compared (Figure S3c). To understand the similar pathology in all CS models, we also included GO terms from the cerebellum of CSB mutant mice and their controls from a previously published study (Scheibye‐Knudsen et al., 2014). CSB mice recapitulate the features of small body size, hearing loss, and retinal degeneration (Gorgels et al., 2007; Okur, et al., 2020). In addition to these features, we showed the presence of reduced muscle strength in old CSB mutant mice (Figure S4). We found that the terms associated with synaptic transmission, cellular signaling, membrane formation, lysosome, and mitochondria were the only GO terms that are commonly affected in all CS models and CS brain samples (Figure 1f).

We previously showed that NAD^+^ supplementation with NR was of benefit in DNA repair‐deficient mouse and worm models (Fang et al., 2014, 2016). Thus, we sought to determine whether NR could also modulate gene expression patterns and GO terms in this system. Microarray analysis was done on adult day 7 worms that were treated with water (vehicle, veh) or NR beginning the late L4 stage. 

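NR, a precursor of NAD+, was given at 500 µM according to the methods, and 4 arrays of NR worms per strain were deposited, again against the 3 replicates of the methods. Each NR group also had a slide of its own, which cannot be told apart from the treatment. The 75th percentile of the intensity had a median of 1522 in N2 on NR (range 1432 to 1724), 2052 in csa-1(tm4539) (1332 to 3866), 2150 in csb-1(ok2335) (1659 to 2610) and 2450 in the double mutant (1929 to 3775), and the median share of spots well above background was 69.2%, 72.3%, 72.1% and 73.1%. The intensities were processed and tested in 1 model with the vehicle arrays. On NR, the csb-1 probe A_12_P159795 had a Z-score of −0.17 ± 0.05 (SD, n = 4) in N2 and −1.10 ± 0.29 in csb-1(ok2335), where it was not well above background on any array and so at least 7.95-fold lower than in N2 (exact permutation test, p = 0.029). This bound sets the mean of N2 against, on each dim array, the higher of the probe's own signal and the lowest signal of the probes well above background. In the double mutant, where it was well above background on 1 of the 4 arrays, its log2 change was −2.86 (exact permutation test, p = 0.029), with 3 of the 4 values at dim signal. The 6 other csb-1 probes were higher than in N2, by 0.17 to 0.62 in csb-1(ok2335) and by 0.21 to 0.70 in the double mutant. The rise was largest at A_12_P114526 (exact permutation test, p = 0.029 at that probe in both). In csb-1(ok2335) p was also 0.029 at A_12_P173539, and 0.057 to 0.14 at the others. In csa-1(tm4539) the 6 probes were higher too, by 0.33 to 0.49 (exact permutation test, p = 0.029 for each), so the rise is not particular to the csb-1 mutation. After normexp correction 5 of the 6 were lower in the double mutant, by up to −0.31. The csa-1 probe A_12_P118898 was lower than in N2 in the double mutant, by a log2 change of −1.36, and higher in csb-1(ok2335), by 0.64 (exact permutation test, p = 0.029 for each). In csa-1(tm4539) the labels did not hold for every array. The array labelled csa-1 NR replicate 4 had a csb-1 probe Z-score of −1.22, not well above background, against −0.05 to 0.00 on the 3 other arrays of its group, and a csa-1 probe Z-score of 0.21 against −0.33 to −0.26. It was kept under its label, and some of the values of csa-1 NR are also given without it. Between csa-1 NR and N2 NR the csa-1 probe changed by −0.48 (exact permutation test, p = 0.37), and by −0.95 without this array. With it, the csb-1 probe changed by −0.54 between csa-1 NR and N2 NR, and without it by 0.58.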

Each genotype was compared to N2 vehicle worms for consistency. 

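Against their own vehicle groups, 221 genes were called in N2 on NR (131 up-regulated and 90 down-regulated), 563 in csa-1(tm4539) (400 and 163), 381 in csb-1(ok2335) (255 and 126) and 582 in the double mutant (227 and 355), from limma with Benjamini-Hochberg adjustment over 25509 genes. Over all genes, called or not, 6.17%, 9.91%, 16.5% and 19.9% had all 4 arrays of one group on one side of all 4 of the other, where chance gives 2.86%. Without the array labelled csa-1 NR replicate 4 it was 12.7% in csa-1(tm4539), where chance gives 5.71% with 3 arrays against 4. After normexp correction the counts were 14, 171, 91 and 157, and with the fold change of 1.5 and unadjusted p of the figure legends 2488, 3780, 3362 and 2926. Fitted to the compared groups alone, limma called 0 genes in N2, where 3242 differed at an unadjusted p of 0.05 over all arrays. Without the array labelled csa-1 NR replicate 4, 403 genes were called in csa-1(tm4539) (294 and 109). The count in N2 was 101 without N2 NR replicate 1, and 110 to 142 without each of the other N2 NR arrays. In N2 the larger changes included hsp-12.6 (F38E11.2), with a Z-score of 0.44 ± 0.04 (SD, n = 4) on NR and −0.31 ± 0.36 on vehicle (log2 change 2.82, standard error 0.41, limma adjusted p = 0.00022), clx-1 (3.96, 0.72, 0.0037), sysm-1 (−2.81, 0.38, 8.8e-05) and col-42 (−2.55, 0.50, 0.0075). In csa-1(tm4539) the largest, among called genes matched to a reference gene table and without overlap between arrays, were C01G10.4 (2.76, 0.37, 9.8e-05), sshk-1 (2.67, 0.45, 0.00073), ilys-2 (−3.07, 0.29, 3.3e-07) and ilys-3 (−2.88, 0.59, 0.0037), and without the array in doubt their log2 changes were 2.72, 2.89, −2.69 and −2.43. In csb-1(ok2335) they were argk-1 (2.60, 0.47, 0.0015), ZK354.2 (2.25, 0.34, 0.00036), dhs-26 (−3.90, 0.48, 2.1e-05) and sysm-1 (−3.72, 0.38, 1.1e-06), and in the double mutant argk-1 (2.15, 0.47, 0.006), C45G9.4 (1.81, 0.35, 0.0028), ilys-3 (−2.92, 0.59, 0.0036) and Y60C6A.1 (−2.73, 0.39, 0.00014). After normexp correction col-42, sshk-1 and, in the double mutant, argk-1, C45G9.4 and ilys-3 were no longer past the adjusted threshold. The distance of each group to N2 vehicle was taken as the root mean square over genes of the log2 difference between group means, less the part that the spread of the arrays gives. It was 0.32 on vehicle and 0.35 on NR in csa-1(tm4539), 0 and 0.473 in csb-1(ok2335), and 0.313 and 0.525 in the double mutant, and N2 on NR was at 0.206. The 0 of csb-1(ok2335) is a floor, since its distance before this subtraction, 0.43, was below what the spread gives. Before the subtraction the distances went from 0.566 to 0.576 with NR in csa-1(tm4539), from 0.43 to 0.64 in csb-1(ok2335) and from 0.547 to 0.673 in the double mutant. NR added 0.03, 0.47 and 0.21 to the distances after it, and for csa-1(tm4539) the difference was also 0.03 without the array in doubt. With 1 array left out at a time the difference for csa-1(tm4539) ran from −0.05, without csa-1 vehicle replicate 2, to 0.24, that for csb-1(ok2335) from 0.25 to 0.53, and that for the double mutant from 0.03, without double mutant vehicle replicate 1, to 0.40. Under the normexp correction that for csb-1(ok2335) was 0.01. Fig. 2b clusters scores of GO terms, so the PAGE Z-scores of the 29 sets were compared as well, in a measure chosen after the data were examined. The mean size of the scores against N2 on the same treatment was 3.78 on vehicle and 2.94 on NR in csa-1(tm4539) (3.09 without the array in doubt), 2.41 and 2.72 in csb-1(ok2335), and 3.60 and 3.39 in the double mutant. With 1 array left out at a time it ran from 2.84 to 4.26 on vehicle and from 2.38 to 3.21 on NR in csa-1(tm4539), from 2.22 to 3.35 and from 2.41 to 2.82 in csb-1(ok2335), and from 2.27 to 4.05 and from 3.06 to 3.49 in the double mutant, so that the ranges overlapped in each. Under the 3 other normalizations it was smaller on NR in csa-1(tm4539) under each. In csb-1(ok2335) it was smaller after scaling to the 75th percentile and normexp correction, and in the double mutant under none. For csb-1(ok2335) the ranges with 1 array left out did not overlap in either of these settings. For the double mutant they did not overlap after quantile normalization, where the values were larger on NR (1.24 to 2.14 on vehicle and 2.18 to 2.46 on NR). The mean size of the scores against N2 vehicle went from 3.78 to 3.46 in csa-1(tm4539) (3.26 without the array in doubt), from 2.41 to 3.74 in csb-1(ok2335) and from 3.60 to 3.83 in the double mutant. The mean distance of the scores to those of N2 on NR was smaller on NR in each mutant. It went from 4.11 to 2.27, 3.26 to 1.83 and 3.43 to 2.26, and was smaller on NR under the 3 other normalizations too. This distance sets vehicle worms against worms on NR, so it cannot tell a return to N2 from an NR effect common to all strains. Of the genes called between each mutant and N2 on vehicle, 170 of 171 (99.4%) in csa-1(tm4539), 89 of 166 (53.6%) in csb-1(ok2335) and 128 of 173 (74%) in the double mutant were closer to N2 vehicle on NR, and leaving the array in doubt out of the csa-1 NR mean also gave 170 of 171. Genes selected for a large difference fall back in a new set of arrays without any treatment effect, and no group on vehicle was measured again to give that share.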

Overall, NR treatment modulated the gene expression profile in all CS worm strains (Figure 2a) and caused CS mutant nematodes to cluster more closely with N2 (Figure 2b). To assess the pathways that are specially targeted by NAD^+^ supplementation, we examined the Z‐score of individual GO terms that were altered in CS models but restored with NR treatment. The terms mitochondrion and mitochondrial inner membrane were the only common GO terms in CS mice and nematodes with Z‐score values that were normalized after NR treatment (Figure 2c and Figure S5). 

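Against N2 vehicle, the PAGE Z-scores of the mitochondrion set on NR were −1.58 in N2, −4.57 in csa-1(tm4539), −5.76 in csb-1(ok2335) and −4.80 in the double mutant, and those of the mitochondrial inner membrane set −1.93, −3.58, −3.55 and −4.12. Without the array labelled csa-1 NR replicate 4, the csa-1(tm4539) scores were −4.88 and −3.70. Random sets as bright as these had median scores of −3.71, −3.69 and −4.09 in the 3 mutants for the first set, with 77, 0 and 142 of 1000 as low as it, and of −3.57, −3.61 and −4.20 for the second, with 492, 537 and 563 as low. The array means of the mitochondrion set were 1.286 ± 0.018 (SD, n = 4) in N2, 1.261 ± 0.024 in csa-1(tm4539), 1.243 ± 0.018 in csb-1(ok2335) and 1.247 ± 0.006 in the double mutant, and none could be told from N2 vehicle by an exact permutation test (p = 0.8, 0.46, 0.34 and 0.37). Set against its own vehicle group, the mitochondrion set scored 3.58 in csa-1(tm4539), −7.67 in csb-1(ok2335) and 0.31 in the double mutant (exact permutation tests of the array means, p = 0.14, 0.086 and 1). Without the array in doubt the first of these was 3.34, and the array mean of the set in csa-1(tm4539) on NR was 1.258 ± 0.028 (SD, n = 3; exact permutation tests against N2 vehicle and its own vehicle group, p = 0.49 and 0.26). Whether the NR effect differed from that in N2 was tested as an interaction, with scores of 4.43 (4.21 without that array), −6.37 and 1.68 and fry adjusted p, from limma, of 0.81, 0.89 and 0.89. The scores against N2 vehicle rested on the normalization and on single N2 arrays. After scaling to the 75th percentile the mitochondrion set on NR was higher than in N2 vehicle in all 4 strains, at 8.92, 5.88 (5.25 without the array in doubt), 4.55 and 7.60. In N2 on NR it was past the threshold without N2 vehicle replicate 3 (−4.20), N2 vehicle replicate 4 (−3.41) or N2 NR replicate 1 (−2.55). Without N2 vehicle replicate 1 it scored 3.25 in N2, −0.81 in csa-1(tm4539) and −1.66 in the double mutant, and the inner membrane set was at 1.65 in N2, −0.79 in csa-1(tm4539), −1.07 in csb-1(ok2335) and −1.82 in the double mutant.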

Altogether, our comprehensive transcriptomic analysis suggests that the alterations in mitochondria play a central role in CS pathology and are conserved across animal models of CS.

**Figure 2:**
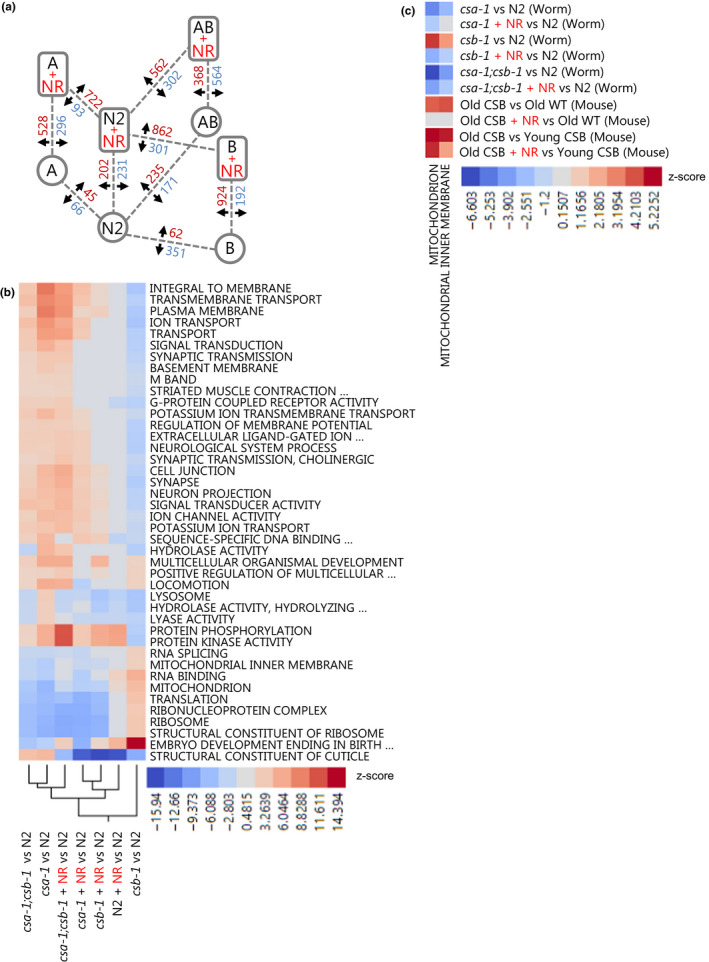
Transcriptomic analyses from CS *Caenorhabditis elegans* models and CS mouse without/with NR treatment. (a) The up‐ and down‐regulated genes (fold change ≥1.5 and *p*‐value ≤0.05) in CS strains vs. N2 with or without NR treatment. (b) Heatmap showing Z‐score changes of the various GO terms from CS worms ±NR treatment. (c) Heatmap showing Z‐score changes of the GO terms related to mitochondria and mitochondrial inner membrane from CS worm and mouse models ±NR treatment. Terms were considered significant if they had *p*‐values lower than 0.05 and an absolute value pathway Z‐score 2.0.

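On vehicle, 171 genes were called between csa-1(tm4539) and N2 (41 up-regulated and 130 down-regulated), 166 between csb-1(ok2335) and N2 (42 and 124) and 173 between the double mutant and N2 (126 and 47), from limma with Benjamini-Hochberg adjustment over 25509 genes. Over all genes, 2.6%, 2.25% and 4.56% had arrays that did not overlap between the groups, where chance gives 2.86%. At an unadjusted p of 0.05 alone, 7085, 2622 and 5009 genes differed. These counts rested on single arrays. In csa-1(tm4539) the count moved by over 1.5 times in 23 of the 32 fits that left out 1 array, to 0 without N2 vehicle replicate 1 or 2 or csa-1 vehicle replicate 1, 3 or 4, to 1048 without N2 vehicle replicate 3, and to 6 without any 1 of 12 arrays outside the comparison; in csb-1(ok2335) the count was 614 without N2 vehicle replicate 3 and 64 without csb-1 vehicle replicate 3, and in the double mutant 55 without N2 vehicle replicate 2 and 491 without replicate 3. A normexp correction left 0, 57 and 2 genes. Calls and standard errors rest on a spread shared by all 32 arrays, although the N2 vehicle arrays varied more than those of the mutants. Fitted to the compared groups alone, limma called 0, 2 and 1 genes. Of 35 splits of the same arrays, 8, 5 and 6 called as many genes as the real one, so chance cannot be excluded for these counts. Genes are named here only where the array's name matched a reference gene table. In csa-1(tm4539), the called genes of this kind with the largest Z-ratios and no overlap between arrays were uggt-1 (log2 change 1.16, standard error 0.27, limma adjusted p = 0.044), sma-9 (1.03, 0.23, 0.044), C01G10.17 (−2.21, 0.38, 0.023) and Y74C9A.6 (−1.91, 0.43, 0.044). Under normexp correction none of these 4 was past the adjusted threshold, and uggt-1 fell below it in 20 of the 32 fits that left out 1 array. In csb-1(ok2335) they were fmo-2 (3.89, 0.43, 2.7e-05), fbxa-192 (2.62, 0.50, 0.0063), Y68A4A.13 (−6.79, 0.93, 0.0002) and cnc-6 (−2.51, 0.53, 0.016). Y68A4A.13 had a Z-score of −0.25 ± 0.04 (SD, n = 4) in csb-1(ok2335) against 1.57 ± 0.08 in N2. In the double mutant they were C25F9.2 (2.00, 0.35, 0.0026), scl-24 (1.97, 0.34, 0.0022), Y68A4A.13 (−7.20, 0.93, 0.00011) and cnc-6 (−2.06, 0.53, 0.043), of which cnc-6 was not past the threshold in 22 of the 32 fits. Among NR groups, 91 genes were called between csa-1(tm4539) and N2 (81 and 10), 746 between csb-1(ok2335) and N2 (525 and 221) and 332 between the double mutant and N2 (126 and 206). Without the array labelled csa-1 NR replicate 4 the first of these was 50 (43 and 7), and it was 23 without N2 NR replicate 1 and 269 without N2 vehicle replicate 3. Without csb-1 NR replicate 2 the second was 429, and without double mutant NR replicate 2 the third was 173.

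**Figure D4:**
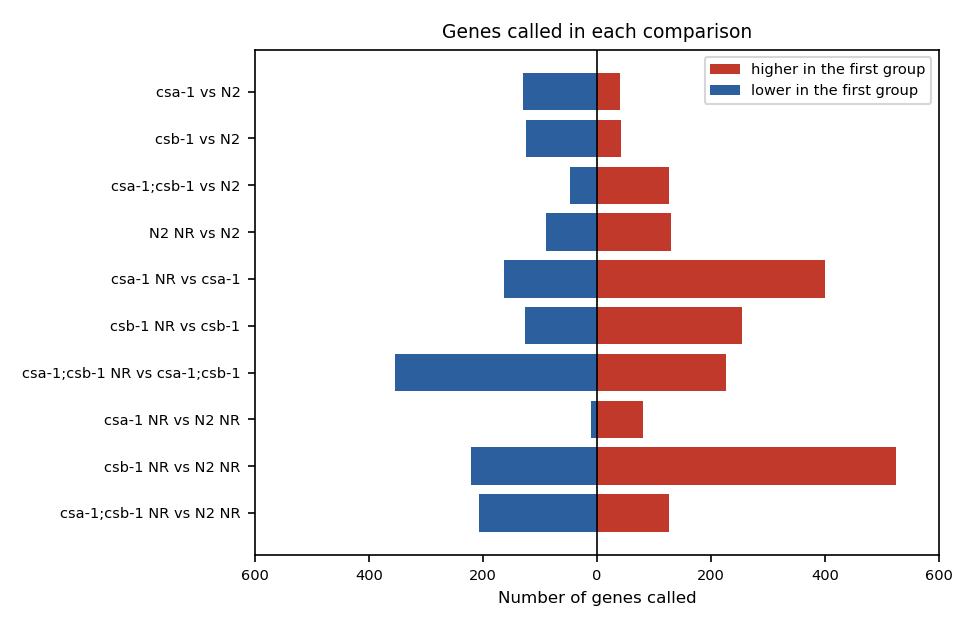
Number of genes called in each of 10 comparisons, up-regulated in the group named first to the right of 0 and down-regulated to the left; csa-1;csb-1 is the double mutant. Bars are counts from 1 model over all arrays and carry no error. The longest bar stands for 525 genes up-regulated in csb-1 NR against N2 NR, the shortest for 10 genes down-regulated in csa-1 NR against N2 NR.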

### 2.3 NAD^+^ replenishment in CS nematodes

The efficacy of NAD+supplementation in improving mitochondrial health was previously reported (Fang et al., 2014, 2016). We thus wondered whether targeting the pathological mitochondrial phenotype via NAD^+^ supplementation can alleviate disease phenotypes. To address this, *csa*‐*1(tm4539)*, *csb*‐*1*, and *csa*‐*1(tm4539)*;*csb*‐*1* worms were analyzed for mean and maximum lifespan following NAD^+^ supplementation using two NAD^+^ precursors, NR (1 mM) or NMN (1 mM), from L4 stage (Figure 3a‐f and Figure S6a). In the absence of drug treatment, N2 worms lived for 18.3 ± 0.7 days, while all the mutants showed reduced lifespans (Figure 3a,f). *csa*‐*1(tm4539)* showed a 16% reduction (15.3 ± 0.5 days), *csb*‐*1(ok2335)* a 13.6% reduction (15.8 ± 0.6 days), and *csa*‐*1(tm4539)*;*csb*‐*1(ok2335)* a 22% reduction (14.3 ± 0.06 days) (Figure 3a). After drug treatments, in comparison with vehicle controls, both NAD^+^ supplement‐treatment groups showed significantly improved lifespan of each genotype (Figure 3b‐d,f). No significant benefit of either drug was observed in N2 worms (Figure 3e‐f).

**Figure 3:**
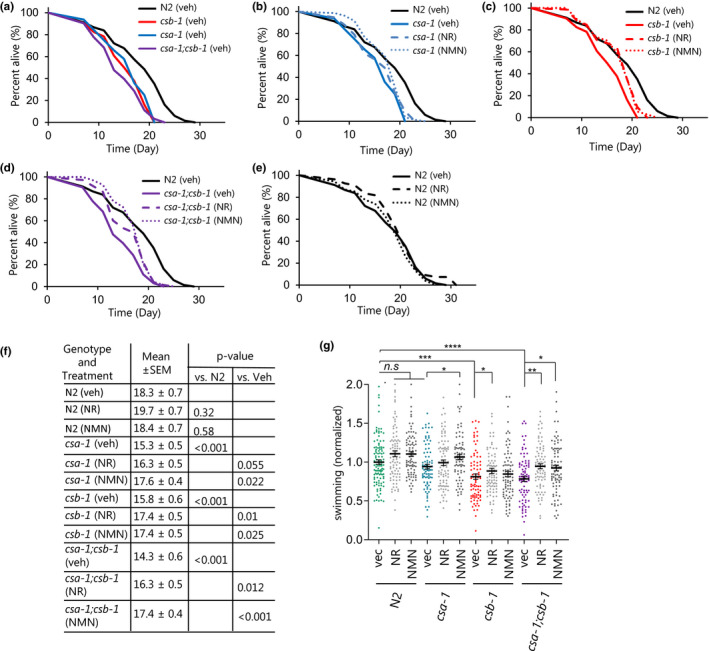
NAD^+^ replenishment rescues lifespan and healthspan of CS mutant *C*.* elegans*. (a‐e) Effects of NAD^+^ supplementation on the lifespan of N2, *csa*‐*1(tm4539)*, *csb*‐*1(ok2335)*, and *csa*‐*1(tm4539)*; *csb*‐*1(ok2335) worms* at 25°C with or without 1 mM NR and NMN treatment. A representative set of data from two biological repeats (The raw data is available in Data S1, which also includes an additional independent biological experiment testing N2 and *csa*‐*1* life span without/with 1 mM NR and NMN treatment). The log‐rank test was used, with *p* ≤ 0.05 was considered significant. (f) The tabular representation of lifespan data. (g) Effect of NR/NMN on swimming in N2 and CS worms at D8. Data are represented as mean ±SEM (Total of 80–100 worms for each condition combined from three biologically independent experiments; Two‐way ANOVA with Tukey's post hoc test was used to determine significant differences. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 and n.s., not significant.).

We next assessed healthspan and found that swimming motions were reduced in all CS genotypes except the *csa*‐*1(tm4539)* strain which displayed a slight reduction in swimming, but it did not reach significance (Figure 3h). Notably, NR or NMN treatment significantly improved swimming at day (D) 8 in all CS genotypes (Figure 3h). The pumping rate or maximum velocity was similar across all genotypes at the ages of 6 and 9 days (Figure S6b‐c). Collectively, the worm data suggest that NAD^+^ augmentation extends lifespan and improves some of the healthspan parameters in the *csb*‐*1(ok2335)*, and *csa*‐*1(tm4539)*;*csb*‐*1(ok2335)* worms.

### 2.4 Mitochondrial assessment in CS nematodes

We previously reported an increased oxygen consumption rate in *C*. *elegans* worms defective in *csa*‐*1(tm4539)* and *csb*‐*1(ok2335)* (Scheibye‐Knudsen et al., 2016), implicating mitochondrial dysfunction in CS worms. Indeed, we found that the GO term mitochondrion was one of the most significantly changed terms when comparing CS to N2 worms (Figures 1 and 2). 

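Ranked by the size of their PAGE Z-score against N2, the mitochondrion set was number 3 of 29 in csa-1(tm4539), 16 in csb-1(ok2335) and 5 in the double mutant. Its parts did not move together in csb-1(ok2335). The mitochondrial ribosome (70 genes) scored −6.76 in csa-1(tm4539), 2.63 in csb-1(ok2335) and −2.80 in the double mutant, and the respiratory chain (72 genes) −5.22, −0.63 and −4.78. After scaling to the 75th percentile both were above N2 in csb-1(ok2335), at 6.58 and 4.70, and in the double mutant, at 2.02 and 1.67, while both stayed below N2 in csa-1(tm4539) under every normalization tried.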

Along with the mitochondrial changes, the GO term for the lysosome was significantly changed. 

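The lysosome set was number 13 of the 29 sets by the size of its score in csa-1(tm4539), 4 in csb-1(ok2335) and 28 in the double mutant. Its V-ATPase subunits (21 genes) scored −0.17, −0.85 and −0.36, within the threshold in each mutant, with a sign that changed with the normalization in all 3. Genes for mitochondrial stress and mitophagy (41 genes), a set of their own, scored 1.38, 1.60 and 0.07, also within the threshold.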

Mitophagy is a regulated process that involves the degradation of damaged mitochondria by lysosomes. This process plays an important role in mitochondrial homeostasis, neuroprotection, and even healthy longevity in laboratory animal models (Fang, et al., 2019). While we have characterized mitophagy in the CSB^m/m^ mice (Scheibye‐Knudsen et al., 2012), the changes of mitochondrial morphology and mitophagy in the worm models with CSA mutation or CSA/CSB double mutations are not known. We therefore sought to characterize mitochondrial networking and mitophagy in the CS *C*.* elegans* strains. In order to visualize the mitochondrial networking in the *C*.* elegans* body wall muscle tissue, we crossed *csa*‐*1(tm4539*), *csb*‐*1(ok2335)*, and *csa*‐*1(tm4539)*;*csb*‐*1(ok2335)* mutants to a *myo3*::*gfp* reporter strain (N2 background) in which GFP is targeted to the mitochondria and the nuclei of body wall muscle cells. For these experiments, late L4 stage worms were treated with 1 mM NR. At day 7, worms were immobilized using Levamisole (100 mM) and imaged under a confocal microscope. All CS worm mutants exhibited significantly diminished levels of mitochondrial networking relative to N2 veh (Figure 4a‐b and Figure S7), and this phenotype was rescued with NR treatment in *csa*‐*1(tm4539)* and *csb*‐*1(ok2335)* strains. To directly visualize mitophagy in worms, the strains were crossed with DCT‐1::GFP and LGG‐1::RFP expressing worms (Palikaras et al., 2015). Colocalization of the two markers is indicative of mitophagy, and from this, we can derive a “mitophagy score.” On day 6, *csb*‐*1(ok2335)* and *csa*‐*1(tm4539)*;*csb*‐*1(ok2335)* worms displayed reduced mitophagy compared to N2 worms, by 28 and 23 percent, respectively, while there were no significant differences on day 1 (Figure 4c and Figure S8). Notably, all CS genotypes exhibited a progressive reduction of mitophagy upon aging compared to Day 1, while there was only a trend toward a reduction in the N2 worms (Figure 4c, compare mitophagy score values on Day 1 to Day 6). To gain more insight into mitochondrial health in CS, we next assessed mitochondrial morphology in the CS strains by electron microscopy (Figure 4d‐e). Consistent with defective mitophagy in the CS worms, we observed increased mitochondrial length in all CS genotypes, which was restored with NR treatment. Notably, we found that NAD^+^ supplementation also restored increased mitochondrial width in *csb*‐*1(ok2335) and csa*‐*1(tm4539)*;*csb*‐*1(ok2335)* strains and mitochondrial area in *csa*‐*1(tm4539) and csa*‐*1(tm4539)*;*csb*‐*1(ok2335)* strains.

**Figure 4:**
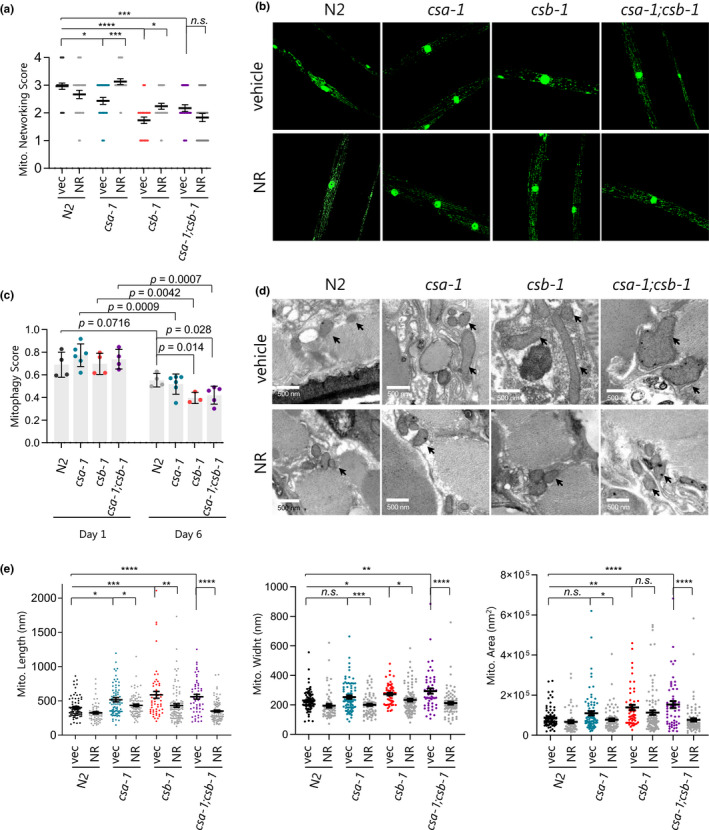
CS worms have reduced mitochondrial networking and mitophagy. (a,b) The *myo*‐*3*::*gfp* reporter was expressed in both the nucleus and mitochondria to mark non‐pharyngeal body wall muscle cells in the worms. Representative images and quantified scores of muscle mitochondrial morphology of adult D7 N2 and CS worms. Data are shown as mean ±SEM (Total of 29‐30 images of muscle cells from each group of worms (N = 10), Two‐way ANOVA with Tukey's post hoc test was used. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 and n.s., not significant.). (c) The mitophagy reporter strain *N2*;*Ex(pmyo*‐*3∷dsred∷lgg*‐*1*;*pdct*‐*1∷dct*‐*1∷gfp)* was crossed with *csa*‐*1(tm4539)*, *csb*‐*1(ok2335)* or *csa*‐*1(tm4539)*; *csb*‐*1(ok2335) worms* and imaged for muscle cells at D1 and D6 to measure the colocalization coefficient between DSRED∷DCT1 and LGG1∷GFP. Data are shown in mean ±SEM (n = 3‐6 worms; two‐tailed *t* test). (d) Mitochondrial structure changes were evaluated via electron microscopy (arrows indicate mitochondria). (e) Mitochondrial length, width, and area were quantified. Data are shown in mean ±SEM (n = 16–19 worms for each condition; Two‐way ANOVA with Tukey's post hoc test was used. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 and n.s., not significant.)

### 2.5 Mitochondrial dynamics in CS patient cerebellum samples

The presence of impaired mitochondrial networking and morphology in CS worms (Figure 4) suggests a dysregulation in mitochondrial homeostasis. We therefore assessed CS patient cerebellum samples for the activity of the proteins that have a key role in the turnover or dynamics of mitochondria (e.g. AMPK, DRP‐1, and ULK1). AMPK directly phosphorylates downstream targets like PGC1α, which is important for mitochondrial biogenesis, and ULK1 (autophagy protein unc‐51 like autophagy activating kinase 1) is critical for mitophagy and promotes mitochondrial homeostasis. We consistently observed a reduction in the activation of AMPK and its downstream target, ULK1, in CS patient samples (Figure 5a,b). Further, the levels of Beclin1 were also decreased, suggesting a defect in the initiation of cellular autophagy in CS. In line with the findings of enlarged mitochondria in CS nematodes (Figure 4d‐e), we observed a trend toward a reduction in pDRP1 activity, a protein important for mitochondrial fission, in CS brain samples (Figure 5 and Figure S9). As previously reported (Pascucci et al., 2018), the levels of Gamma‐H2AX, a marker of DNA damage, were increased in CS. The oxidative stress pathway was up‐regulated in the microarray, so we also measured levels of the reactive oxygen detoxifying enzymes superoxide dismutase 1 (SOD1, cytoplasmic) and 2 (SOD2, mitochondrial). Although there was no significant change in SOD1 levels, we found that SOD2 levels increased in CS.

**Figure 5:**
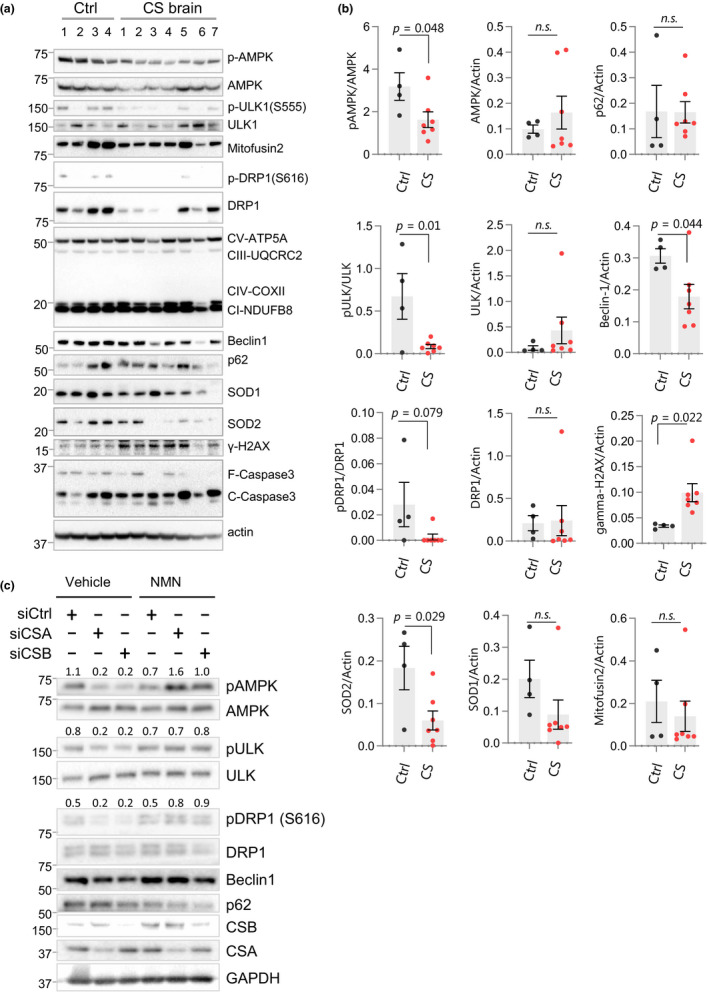
Protein expression levels in CS patient cerebellum samples. (a) Western blots showing changes in the expression of designated proteins from control and CS patient cerebellum samples. The characteristics of the patient material are shown in Table S3. (b) Quantitation of western blot data in *(a)*. Data are shown in mean ±SEM (n = 3–6 worms; Two‐tailed *t* test.). (c) NAD^+^ supplementation rescues AMPK signaling in CSA and CSB‐depleted fibroblasts. Western blot data showing changes in the expression of designated proteins from control and CSA‐ or CSB‐depleted primary fibroblast cell line (passage 9). Blots shown are representative of three independent biological repeats. The values above the blots show the densitometry quantification of the relative phosphorylation levels of the indicated proteins.

### 2.6 Restoration of AMPK signaling in CSA‐ and CSB‐depleted fibroblasts with NAD^+^ supplementation

The effect of AMPK on NAD^+^ metabolism was previously published (Canto et al., 2009). To investigate whether NAD^+^ supplementation could modulate the expression and activation of mitophagy and autophagy‐related proteins, we treated primary fibroblasts with NMN following CSA or CSB impairment. In line with the findings in CS brain samples, we observed lower levels of activated AMPK (p‐AMPK), pULK1 and pDRP1 in CSA and CSB‐deficient primary fibroblasts (Figure 5c and Figure S10). Notably, NAD^+^ supplementation restored phosphorylation of these proteins, which is predicted to increase their activity (Figure 5c). Beclin1 levels were slightly lower in CSA and CSB‐depleted cells compared to control cells but increased significantly following NMN treatment. The p62 protein levels in CSA and CSB‐deficient cells show no difference from the control group but decrease following NMN treatment in all samples, suggesting that cellular autophagy is increased after NAD^+^ supplementation. Collectively, these findings suggest that impaired activation of AMPK and ULK1 along with DRP1 leads to dysregulation of mitochondrial fission and degradation and causes subsequent defects in mitochondrial homeostasis. NAD^+^ supplementation restores these features and improves mitochondrial quality in CS.

## 3 DISCUSSION

Mitochondrial homeostasis involves coordination between mitochondrial biogenesis and mitophagy. If these processes become uncoordinated, mitochondrial dysregulation can ensue. Hence, mitochondrial dysfunction is causative in many human ailments, including neurological abnormalities (Johri & Beal, 2012). It is important to investigate common phenotypes between human and animal models of CS to explore conserved pathways. Here, we report that mitochondrial dysfunction is a common feature across CS patients and animal models. Comparative transcriptomic analysis of CS patient cerebellum samples and CS animal models like *C. elegans* and mice converge to implicate mitochondrial dysfunction in CS. This is in line with the dysfunctional mitochondrial dynamics such as increased mitochondrial membrane potential, superoxide production, and increased oxygen consumption rates that are commonly seen in many CS models (Scheibye‐Knudsen et al., 2012, 2014). Notably, we observed a stronger impact of csb‐1(ok2335) on mitochondrial morphology, networking, and mitophagy than the csa‐1(tm4539) mutant has (Figure 4). This was also reflected in mitochondria‐associated swimming behavior (Figure 3g). Interestingly, our transcriptomic analysis also revealed that csb‐1(ok2335) worms cluster more closely to human CS than csa‐1(tm4539) worms on the common mitochondria‐associated GO terms (Figure S3c and S5).

Notably, unlike the previous report, we observed a shorter lifespan of *csb*‐*1(ok2335)* worms potentially due to different experimental settings leading to temperature‐induced stress and exacerbation of the DNA repair deficiency on lifespan (Lans et al., 2013). Nevertheless, we observed that NAD^+^ augmentation improves lifespan in CS worm models. Also, NAD^+^ supplementation enhanced mitochondrial networking and led to the normalization of mitochondrial morphology via restoration of mitochondrial length. Specifically, mitochondrion and mitochondrial inner membrane GO terms were the only GO terms that NR treatment nearly reverted to wild type in both CS mouse and worm models, suggesting NR's therapeutic effects are mediated significantly through mitochondrial homeostasis in CS. Interestingly, unlike its effect on single mutants, NAD+augmentation failed to improve mitochondrial networking in the *csa*‐*1*;*csb*‐*1* double mutant (Figure 4a). This apparently inconsistent result may be due to the synergistic impact of CSA and CSB on an NAD^+^‐independent pathway regulating mitochondrial networking. Indeed, our transcriptomic analysis in CS worms identified GO terms that are only altered with *csa*‐*1 and csb*‐*1* double mutation but not significantly affected by single mutation or NR treatment (Figure S3b). Investigating these CSA‐ and CSB‐mediated pathways might provide novel insights into CS disease mechanism, particularly in the context of mitochondrial homeostasis.

Our data suggest that impairment of neuronal pathways along with mitochondrial dysregulation contributes to the neurodegeneration in CS. CSB has been known to localize to mitochondria and participate in DNA repair and transcription (Aamann et al., 2010; Berquist et al., 2012). Neurological degeneration is observed in many conditions with DNA repair deficiency including CS (Karikkineth et al., 2017). Cells with compromised mitophagy contribute to neuronal death and thus cause neurodegeneration (Fang, et al., 2019). Our recent report suggests that NAD^+^‐dependent SIRT1 activity regulates mitophagy through a DAF‐16‐DCT1 pathway (Fang et al., 2016). AMPK is associated with NAD^+^ metabolism and SIRT1 activity, and its activation regulates ULK1/DRP1 proteins necessary for mitophagy (Egan et al., 2011). Protein expression from the brain samples of CS patients showed dysregulation of AMPK and decreased phosphorylation of its downstream target, ULK1, which is necessary for ULK1's translocation to damaged mitochondria for mitophagy. Although we did not observe a significant reduction in mitofusin 2, there was a trend toward reduction in phosphorylated dynamin‐like protein DRP1, which mediates the mitochondrial fission and subsequent fragmentation to undergo mitophagy (Wang & Youle, 2016). This finding is in line with the increased mitochondrial length in all CS worm strains, suggesting defects in mitochondrial fragmentation. AMPK helps in recruiting DRP1 to the mitochondrial outer membrane and thus regulates the morphology of mitochondria (Li & Chen, 2019; Toyama et al., 2016). This imbalanced regulation of mitophagy was further supported by the increased levels of DNA damage and ROS (Andrade et al., 2012). Interestingly, we noted that NMN treatment helps regulate AMPK pathway proteins. Thus in CS, increased DNA damage causes increased PARP‐1‐mediated NAD^+^ consumption, thereby leading to depletion in the NAD^+^ pool (Scheibye‐Knudsen et al., 2014). This NAD^+^ pool is regulated by the AMPK‐ULK1/DRP1 pathway, and the dysregulation of CS proteins generates a mitochondrial dysfunction phenotype in CS (Figure 6). The extracellular NAD^+^ degradation produces increased adenylate levels in the cell and increases the intracellular ATP levels by activating AMPK through modulation of the ATP/AMP ratio (Zhang et al., 2018). AMPK senses stress to initiate mitochondrial fission to eliminate damaged mitochondria while at the same time inducing mitochondrial biogenesis to regulate mitochondrial homeostasis (Toyama et al., 2016). Given the central role of NAD^+^ metabolism and mitochondria in energy production, CSA and CSB play an important role to modulate the AMPK‐ULK1/DRP1 pathway to maintain mitochondrial homeostasis.

**Figure 6:**
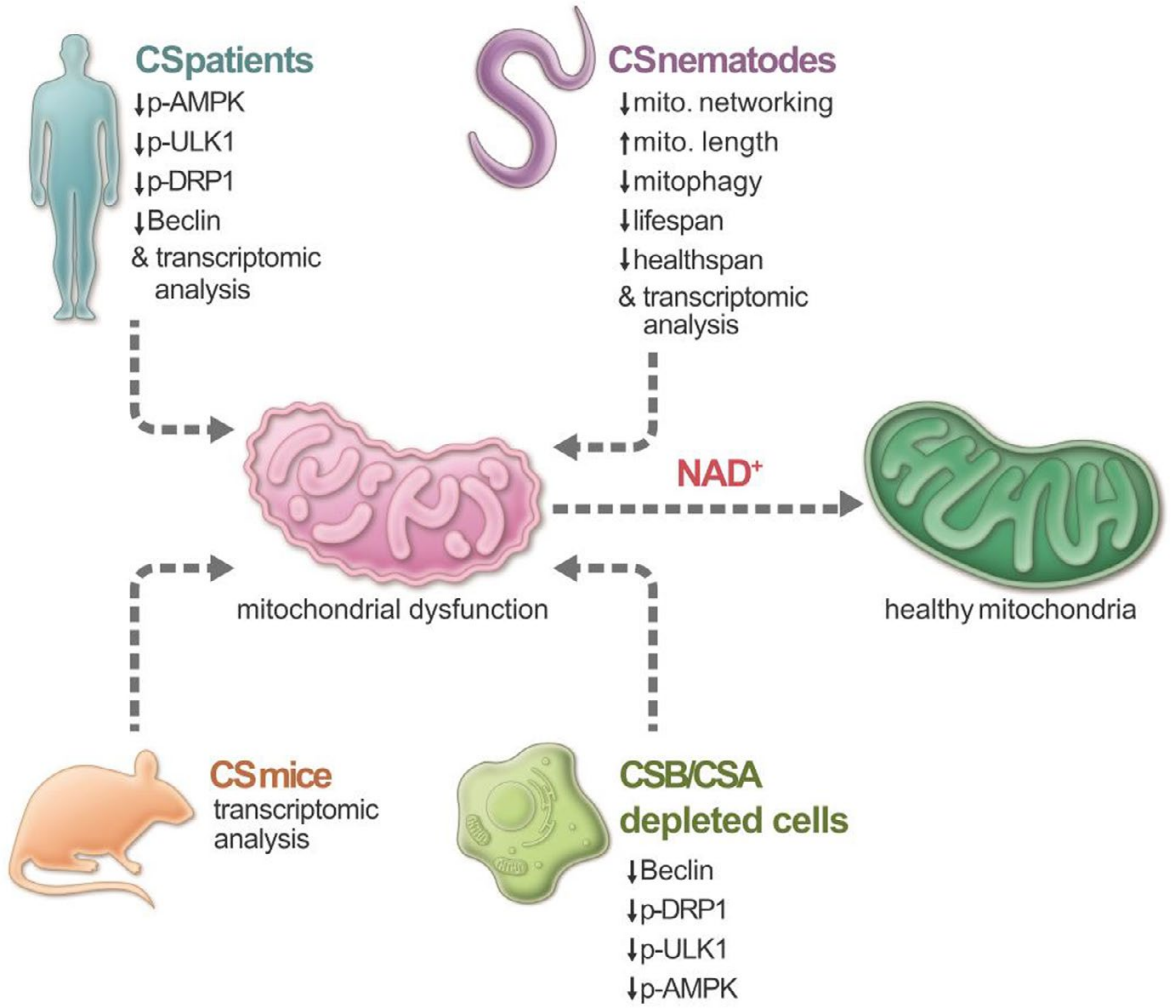
We propose CS mutation leads to cellular NAD^+^ reduction that impairs mitochondrial homeostasis through down‐regulation of the activities of p‐AMPK and p‐ULK1. NAD^+^ levels decline during the aging process, resulting in many age‐associated pathologies like mitochondrial dysfunction. Restoring NAD^+^ level by supplementing NAD^+^ precursors such as NR (nicotinamide riboside) and NMN (nicotinamide mononucleotide) can ameliorate these age‐associated defects.

In closing, these results illustrate the underlying molecular mechanisms of CS proteins (CSA and CSB) in preventing premature age‐induced mitochondrial dysfunction. Moreover, the interplay between NAD^+^ supplementation, mitochondria, and mitophagy provides insight into the development of therapeutic strategies in the treatment of DNA repair‐accelerated aging models like CS.

## 4 METHODS

### 4.1 *Caenorhabditis elegans* strains and cultivation

All *C*.* elegans* strains were maintained and grown on standard nematode growth medium (NGM) as previously described (Brenner, 1974). Bristol strain N2 (wild type) and *myo3*::*gfp* reporter strains were obtained from the Caenorhabditis Genetics Center (CGC). Worm populations were synchronized via egg lay, and all experiments were conducted at 25°C unless otherwise noted. *csa*‐*1(tm4539)* and *csb*‐*1(ok2335)* were provided by Dr. Bjorn Schumacher (University of Cologne, Cologne, Germany). The strains were backcrossed to N2 multiple times to clear out unknown mutations. Furthermore, the worms were thawed from the original stocks regularly to avoid maintaining for extended generations. The mitophagy reporter strain *N2*;*Ex(pmyo*‐*3∷dsred∷lgg*‐*1*;*pdct*‐*1∷dct*‐*1∷gfp)* was provided by Dr. Nektarios Tavernarakis (Institute of Molecular Biology and Biotechnology, Crete, Greece) and described previously (Palikaras et al., 2015).

### 4.2 *Caenorhabditis elegans* drug treatment

Worms were treated with 100 µM fluorodeoxyuridine (FUDR) in order to prevent egg‐laying throughout the study (unless otherwise noted), as described previously (Mitchell et al., 1979). Worms were transferred manually to plates containing FUDR at the late L4 developmental stage. Worms were treated with NAD^+^ precursors nicotinamide riboside (NR) and nicotinamide mononucleotide (NMN) at a final concentration of 1 mM in water. Drug plates changed every three days. Water was used as vehicle control. The drug was added directly to seeded plates one day ahead of the experiments (unless otherwise noted). Worms were then transferred to the treatment plates by hand.

### 4.3 *Caenorhabditis elegans* lifespan analysis

Lifespan analysis was conducted as described previously (Fang et al., 2014) with minor modifications. Experiments were conducted at 25°C unless otherwise noted. Briefly, worm populations were synchronized via egg lay and randomly selected (to avoid selecting bigger and more active worms) and transferred to treatment plates at the L4 stage (48 h post egg lay at 25°C). Each group contained 3 plates. 35–40 worms were plated in each of the 6.5‐cm petri dish with NGM and *Escherichia coli* (*E. coli*, L4440) seeded. Drugs (NR) were added to the NGM plates with *E*.* coli* 12 h ahead to enable equally NR spreading in the agar at the time of experiment. Animals were transferred every two days to freshly prepared NGM plates ± drugs; the worms were not transferred to new plates from adult day 10 to avoid physical injury of the sick worms during transferring. no FUDR was added. Animals were scored every 2 days. Worms that were nonresponsive to touch were considered dead (score 1). Missing worms or worms that died due to matricidal hatching, desiccation, or gonad extrusion were censored (score 0). The data were then represented by smoothed Kaplan–Meier survival curves, with statistical significance determined using the log‐rank test. *p* ≤ 0.05 was considered significant.

### 4.4 *Caenorhabditis elegans* healthspan analysis

Methods to quantify healthspan in *C*. *elegans* have been described previously (Hahm et al., 2015; Restif et al., 2014). Healthspan was assessed by maximum velocity, pharyngeal pumping, and swimming. To measure maximum velocity, we adapted a method previously described by Hahm et al. (2015). On the designated day, up to 10 worms were transferred to unseeded NGM plates. The movement was recorded over a span of 30 s using a stereomicroscope (Unitron 2850) and a charge‐coupled device camera (Infinity 2, Lumenera). Videos were analyzed using ImageJ software and the wMTrck Batch (http://www.phage.dk/plugins) plugin. To assess pharyngeal pumping, worms were assayed at the adult D6 stage. Contractions of the pharynx were manually counted over a period of 3 s in a double‐blinded manner. At least 30 worms were measured per group, and three independent experiments were conducted. Swimming analysis was conducted as described previously (Fang et al., 2017). At D8, individual worms were transferred from treatment plates onto a 6 cm dish containing 1 mL of M9 buffer. After an acclimatization period of ~1 s, the number of body bends was scored over a period of 30 s.

### 4.5 *Caenorhabditis elegans* mitochondrial networking

To visualize the mitochondrial networking in the *C*.* elegans* body wall muscle tissue, *csa*‐*1(tm4539)*, *csb*‐*1(ok2335)*, and *csa*‐*1(tm4539)*;*csb*‐*1(ok2335)* mutants were crossed to CB5600 *ccIs4251 [(pSAK2) myo*‐*3p*::*GFP*::*LacZ*::*NLS* + *(pSAK4)* *myo*‐*3p*::*mitochondrial GFP* + *dpy*‐*20(*+*)] I*, which is obtained from the Caenorhabditis Genetics Center (CGC). Worms were transferred to drug‐treated plates from the late L4 stages until day 7 unless otherwise noted. The mitochondrial network of randomly‐selected muscle cells between the pharynx and the vulva were imaged using a 40x objective lens. 2–4 muscle cells/worm were analyzed. Images were acquired with a ZEISS LSM 710 confocal microscope and analyzed as described previously (Fang et al., 2016, 2017). Imaging and scoring for mitochondrial networking integrity were performed by two different investigators in a double‐blinded manner. Mitochondrial networking was assessed using an arbitrary scale from 1–5. Healthy, organized mitochondrial networks in which the mitochondria are longer, less circular, aligned with the muscle fibers, and with reduced interconnecting mitochondrial strings received a score of 5 (Fang et al., 2017). The mitochondrial networking score was reduced if the mitochondria appeared disorganized and consisted of more globular mitochondria forming a network of irregular shapes. A total of 29–30 muscle cells from each group of worms (N = 10 worms/group) were collected.

### 4.6 *Caenorhabditis elegans* mitophagy

To visualize mitophagy in worms, the mitophagy reporter strain *N2*;*Ex(pmyo*‐*3∷dsred∷lgg*‐*1*;*pdct*‐*1∷dct*‐*1∷gfp)* was crossed with *csa*‐*1(tm4539)*, *csb*‐*1(ok2335)* and *csa*‐*1(tm4539)*; *csb*‐*1(ok2335) worms*. The muscle cells were imaged at D1 and D6 under a ZEISS LSM 710 confocal microscope as described previously (Palikaras et al., 2015). A total of 3‐6 worms/group were imaged. Zeiss LSM Image Examiner was used to measure the colocalization coefficient between DSRED∷DCT1 and LGG1∷GFP.

### 4.7 Electron microscopy

Electron microscopy (EM) was performed by Electron Microscopy Bioservices. Worm were washed with M9 buffer, cut with a scalpel blade on a petri dish, and then fixed in ice‐cold EM fixative buffer (2.5% glutaraldehyde, 2.0% paraformaldehyde in Millonig's Sodium Phosphate Buffer) for 2 h. Following rinsing with cold 1X PBS, worms were embedded in 2% agarose for ultrathin sectioning and microscopy. Ultrathin section analysis was performed on an electron microscope (Tecnai Spirit Twin Transmission; FEI) at 80 kV. The percent damaged mitochondria were counted from 19 random images. The mitochondrial length, area, and width were measured using ImageJ, n > 150.

### 4.8 Cockayne syndrome cerebellum samples

Human tissues were obtained from the NIH NeuorBioBank's Brain and Tissue repository at the University of Maryland, Baltimore. The patients and their ID numbers are listed in Tables S1 and S3. No correlation between postmortem interval (PMI) and RNA integrity was observed in CS brain and non‐CS controls (Figure S11). CS patients are clinically diagnosed.

### 4.9 Microarray analysis

RNA was purified from cerebellum samples from Cockayne patients and age‐ and gender‐matched healthy individuals by using the Nucleospin RNA isolation kit (catalog no. 740955.250; Macherey‐Nagel) with initial quantitation conducted using a NanoDrop ND‐1000 spectrophotometer (Thermo Fisher Scientific). A 2100 Bioanalyzer (Agilent Technologies) was used to confirm the quality of the RNA. The microarray was performed by the Gene Expression and Genomics Unit core facility (NIA) and analyzed using DIANE 6.0 software. The complete set was tested for Geneset enrichment using parametric analysis of gene set enrichment (PAGE). Detailed data analysis was performed as reported previously (Scheibye‐Knudsen et al., 2014). The samples (CS2 and CS4R) which clustered more closely with the controls (WT) than the CS patients were removed from further array analysis. The sample CS7x was identified as an outlier during quality analysis and excluded from the group analysis.

For microarray analysis of nematodes, N2, *csa*‐*1(tm4539)*, *csb*‐*1(ok2335)*, *csa*‐*1(tm4539)*; *csb*‐*1(ok2335)* worms were exposed to 500 µM NR from the L4 stage and whole‐body tissue was collected at adult day 7 for RNA extraction (Qiagen RNeasy mini kit with a QIAcube machine). Three biological replicates were prepared for each group. The Agilent kits were used for *C*.* elegans* microarray with the reagents including *C*.* elegans* (V2) Gene Expression Microarray (# G2519F‐020186), Low Input Quick Amp Labeling Kit (one color, #5190‐2305), Hybridization Backing Kit (# G2534‐60012), and Gene Expression Hybridization Kit (#5188‐5242). The microarray was performed and analyzed at the National Institute on Aging (NIA) Gene Expression and Genomics Unit using DIANE 6.0 software. Raw microarray data were log‐transformed to yield Z‐scores. 

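The table of processed values that the authors deposited for these arrays was compared with the scanner files. Each of its columns equalled the Z-score of the array's log intensity over all spots, control spots included, to within 0.005.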

The Z‐ratio was calculated as the difference between the observed gene Z‐scores for the experimental and the control comparisons divided by the standard deviation associated with the distribution of these differences. 

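In the deposited nematode arrays, the SD of the log2 changes of all genes was 0.566 between csa-1(tm4539) and N2, 0.43 between csb-1(ok2335) and N2 and 0.547 between the double mutant and N2. A Z-ratio of 1.5 in these comparisons stood for a log2 change of 0.849, 0.644 and 0.821, so that the same Z-ratio means a smaller change in csb-1(ok2335).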

Z‐ratio ±1.5 with a *p*‐value ≤0.05, 0.05 false discovery rate (FDR), and average signal intensity of comparison greater than zero were used as cutoff values (the false discovery rate is calculated by the Benjamini–Hochberg procedure). 

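On the deposited nematode arrays, genes of 1 set varied together between arrays of the same group. The correlation between genes that camera estimated from the residuals was 0.22 in the mitochondrion set, 0.94 in the cytosolic ribosome set, 0.096 in the lysosome set and 0.051 in the set for the response to reactive oxygen species, where a test over independent genes takes it as 0.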

The gene expression Z‐ratio values were then used as input to perform Parametric Analysis of Gene Set Enrichment (PAGE) testing (Kim & Volsky, 2005). The accession number for both array data is GSE144558.

### 4.10 Cell culture and cell lines

The normal human fetal lung primary fibroblasts were received from Coriell Institute (ID #I90‐83) and were cultured in Dulbecco's modified Eagle medium (DMEM) supplemented with 10% (vol/vol) FBS and 1% penicillin/streptomycin in a humidified chamber under 5% (vol/vol) CO2 at 37°C.

### 4.11 siRNA knockdown

siERCC6 (5′‐CCACUACAAUAGCUUCAAGACAGCC‐3′), siERCC8 (5′‐GGAGAACAGAUAACUAUGCUUAAGG −3′) and siRNA duplex control (Origene) was diluted with DMEM to a final concentration of 20 nM, mixed with INTERFERin (Polyplus transfection), incubated for 15 min at room temperature, and transfected into primary cells target according to the manufacturer's instructions. Twenty‐four hours after transfection, the media was replaced with FBS media. Forty‐eight hours after transfection, the cells were treated with NMN (500 µM) or water as a vehicle for 24 h and lysed for western blotting.

### 4.12 Immunoblotting

Cells were lysed in RIPA buffer (#9806S; Cell Signaling) with Halt™ Protease and Phosphatase Inhibitor Cocktail (100X) (#78444, Thermo Fisher Scientific) unless indicated otherwise. Antibodies were used according to the manufacturer's instructions to detect the following antigens: AMPK (Cell signaling, #5831), p‐AMPK (Thr172) (Cell signaling, #2535), pULK1 (Ser555, Cell signaling, #5869), ULK1 (Cell signaling, #6439), p62 (Cell signaling, #39749), β‐actin (Santa Cruz, #sc‐1616), DRP1 (Cell signaling, #8570), p‐DRP‐1 (S616, Cell signaling, #3455), Beclin1 (Cell signaling, #3738), mitofusin 2 (Cell signaling, #9482), total OXHOS rodent cocktail (Abcam, ab110413), SOD‐1 (Cell signaling, #2770), SOD‐2 (Enzo Life Sciences, #ADI‐SOD‐110‐F), γ‐H2AX (Santa Cruz, #sc‐517348), and GAPDH (Abclonal, #AC027).

### 4.13 Animals

Mouse models of CSB^m/m^ (mice carrying a premature stop codon in exon 5 to mimic the K337 stop truncation mutation from CS patient CS1AN) (Horst et al., 1997) and wild type (WT) on a C57BL/6 J background in the age ranges of 20–26 weeks (young), 52–62 weeks (mid‐age), and 98–11 weeks (old) of age) were used for the grip strength studies. All animal protocols were approved by the appropriate institutional animal care and use committee of the National Institute on Aging.

### 4.14 Grip strength

The forelimbs of each mouse were tested for grip strength by pulling on a wire attached to a Chatillon DFE002 force gauge (Chatillon Force Measurement Systems). Five pulls were performed for each mouse, and the mean of the recordings was determined as a final score.

### 4.15 Statistical analysis

All statistical analyses were performed with GraphPad Prism (GraphPad Software, Inc.). For multiple samples with two groups, two‐way ANOVA with Tukey's post hoc test was used to determine significant differences. One‐way ANOVA with Tukey's post hoc test was used to determine significant differences across multiple samples. t‐test was used to compare two groups. The log‐rank test was used to determine statistical significance for survival assays, and *p* ≤ 0.05 was considered significant.

## 5 ETHICS APPROVAL AND CONSENT TO PARTICIPATE

All animal protocols were approved by the appropriate institutional animal care and use committee of the National Institute on Aging. Human tissues were obtained from the NIH NeuorBioBank's Brain and Tissue repository at the University of Maryland, Baltimore.

## CONFLICT OF INTEREST

V.A.B. and E.F.F. have CRADA agreements with and receive Nicotinamide Riboside from ChromaDex. E.F.F. is a consultant to Aladdin Healthcare Technologies and the Vancouver Dementia Prevention Centre.

## AUTHOR CONTRIBUTIONS

E.F.F. and M.N.O. planned the experiments. E.M.F., M.N.O., E.F.F., and V.T. performed the experiments; V.A.B. and D.L.C supervised the findings of the work; D.L.C, M.N.O., and V.T. wrote the manuscript with support from E.M.F. All authors discussed the results and contributed to the final manuscript.

## Supporting information

Appendix S1 Click here for additional data file.

Data 1 Click here for additional data file.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## References

[acel13268-bib-0001] Aamann, M. D. , Sorensen, M. M. , Hvitby, C. , Berquist, B. R. , Muftuoglu, M. , Tian, J. , Souza‐Pinto, N. C. , Scheibye‐Knudsen, M. , Wilson, D. M. , Stevnsner, T. , & Bohr, V. A. (2010). Cockayne syndrome group B protein promotes mitochondrial DNA stability by supporting the DNA repair association with the mitochondrial membrane. FASEB Journal, 24, 2334–2346. 10.1096/fj.09-147991 20181933PMC2887265

[acel13268-bib-0002] Andrade, L. N. , Nathanson, J. L. , Yeo, G. W. , Menck, C. F. , & Muotri, A. R. (2012). Evidence for premature aging due to oxidative stress in iPSCs from Cockayne syndrome. Human Molecular Genetics, 21, 3825–3834. 10.1093/hmg/dds211 22661500PMC3412382

[acel13268-bib-0003] Babu, V. , Hofmann, K. , & Schumacher, B. A. C. (2014). elegans homolog of the Cockayne syndrome complementation group A gene. DNA Repair, 24, 57–62. 10.1016/j.dnarep.2014.09.011 25453470PMC4255241

[acel13268-bib-0004] Berquist, B. R. , Canugovi, C. , Sykora, P. , Wilson, D. M. , & Bohr, V. A. (2012). Human Cockayne syndrome B protein reciprocally communicates with mitochondrial proteins and promotes transcriptional elongation. Nucleic Acids Research, 40, 8392–8405. 10.1093/nar/gks565 22743267PMC3458532

[acel13268-bib-0005] Bianco, J. N. , & Schumacher, B. (2018). MPK‐1/ERK pathway regulates DNA damage response during development through DAF‐16/FOXO. Nucleic Acids Research, 46, 6129–6139. 10.1093/nar/gky404 29788264PMC6159517

[acel13268-bib-0006] Brenner, S. (1974). The genetics of *Caenorhabditis elegans* . Genetics, 77, 71–94.436647610.1093/genetics/77.1.71PMC1213120

[acel13268-bib-0007] Canto, C. , Gerhart‐Hines, Z. , Feige, J. N. , Lagouge, M. , Noriega, L. , Milne, J. C. , Elliott, P. J. , Puigserver, P. , & Auwerx, J. (2009). AMPK regulates energy expenditure by modulating NAD+ metabolism and SIRT1 activity. Nature, 458, 1056–1060. 10.1038/nature07813 19262508PMC3616311

[acel13268-bib-0008] Egan, D. F. , Shackelford, D. B. , Mihaylova, M. M. , Gelino, S. , Kohnz, R. A. , Mair, W. , Vasquez, D. S. , Joshi, A. , Gwinn, D. M. , Taylor, R. , Asara, J. M. , Fitzpatrick, J. , Dillin, A. , Viollet, B. , Kundu, M. , Hansen, M. , & Shaw, R. J. (2011). Phosphorylation of ULK1 (hATG1) by AMP‐activated protein kinase connects energy sensing to mitophagy. Science, 331, 456–461. 10.1126/science.1196371 21205641PMC3030664

[acel13268-bib-0009] Epanchintsev, A. , Costanzo, F. , Rauschendorf, M.‐A. , Caputo, M. , Ye, T. , Donnio, L.‐M. , Proietti‐de‐Santis, L. , Coin, F. , Laugel, V. , & Egly, J.‐M. (2017). Cockayne's Syndrome A and B proteins regulate transcription arrest after genotoxic stress by promoting ATF3 degradation. Molecular Cell, 68, 1054–1066. 10.1016/j.molcel.2017.11.009 29225035

[acel13268-bib-0010] Fang, E. F. , Hou, Y. , Lautrup, S. , Jensen, M. B. , Yang, B. , SenGupta, T. , Caponio, D. , Khezri, R. , Demarest, T. G. , Aman, Y. , Figueroa, D. , Morevati, M. , Lee, H.‐J. , Kato, H. , Kassahun, H. , Lee, J.‐H. , Filippelli, D. , Okur, M. N. , Mangerich, A. , … Bohr, V. A. (2019). NAD(+) augmentation restores mitophagy and limits accelerated aging in Werner syndrome. Nature Communications, 10, 5284 10.1038/s41467-019-13172-8 PMC687271931754102

[acel13268-bib-0011] Fang, E. F. , Hou, Y. , Palikaras, K. , Adriaanse, B. A. , Kerr, J. S. , Yang, B. , Lautrup, S. , Hasan‐Olive, M. M. , Caponio, D. , Dan, X. , Rocktäschel, P. , Croteau, D. L. , Akbari, M. , Greig, N. H. , Fladby, T. , Nilsen, H. , Cader, M. Z. , Mattson, M. P. , Tavernarakis, N. , & Bohr, V. A. (2019). Mitophagy inhibits amyloid‐beta and tau pathology and reverses cognitive deficits in models of Alzheimer's disease. Nature Neuroscience, 22, 401–412. 10.1038/s41593-018-0332-9 30742114PMC6693625

[acel13268-bib-0012] Fang, E. F. , Kassahun, H. , Croteau, D. L. , Scheibye‐Knudsen, M. , Marosi, K. , Lu, H. , Shamanna, R. A. , Kalyanasundaram, S. , Bollineni, R. C. , Wilson, M. A. , Iser, W. B. , Wollman, B. N. , Morevati, M. , Li, J. , Kerr, J. S. , Lu, Q. , Waltz, T. B. , Tian, J. , Sinclair, D. A. … Bohr, V. A. (2016). NAD(+) Replenishment improves lifespan and healthspan in Ataxia Telangiectasia Models via mitophagy and DNA Repair. Cell Metabolism, 24, 566–581. 10.1016/j.cmet.2016.09.004 27732836PMC5777858

[acel13268-bib-0013] Fang, E. F. , Scheibye‐Knudsen, M. , Brace, L. E. , Kassahun, H. , SenGupta, T. , Nilsen, H. , Mitchell, J. R. , Croteau, D. L. , & Bohr, V. A. (2014). Defective mitophagy in XPA via PARP‐1 hyperactivation and NAD(+)/SIRT1 reduction. Cell, 157, 882–896. 10.1016/j.cell.2014.03.026 24813611PMC4625837

[acel13268-bib-0014] Fang, E. F. , Waltz, T. B. , Kassahun, H. , Lu, Q. , Kerr, J. S. , Morevati, M. , Fivenson, E. M. , Wollman, B. N. , Marosi, K. , Wilson, M. A. , Iser, W. B. , Eckley, D. M. , Zhang, Y. , Lehrmann, E. , Goldberg, I. G. , Scheibye‐Knudsen, M. , Mattson, M. P. , Nilsen, H. , Bohr, V. A. , & Becker, K. G. (2017). Tomatidine enhances lifespan and healthspan in C. elegans through mitophagy induction via the SKN‐1/Nrf2 pathway. Scientific Reports, 7(1), 46208 10.1038/srep46208 28397803PMC5387417

[acel13268-bib-0015] Gilmour, B. C. , Gudmundsrud, R. , Frank, J. , Hov, A. , Lautrup, S. , Aman, Y. , Røsjø, H. , Brenner, C. , Ziegler, M. , Tysnes, O. B. , Tzoulis, C. , Omland, T. , Søraas, A. , Holmøy, T. , Bergersen, L. H. , Storm‐Mathisen, J. , Nilsen, H. , & Fang, E. F. (2020). Targeting NAD(+) in translational research to relieve diseases and conditions of metabolic stress and ageing. Mechanisms of Ageing and Development, 111208, 10.1016/j.mad.2020.111208 31953124

[acel13268-bib-0016] Gorgels, T. G. , van der Pluijm, I. , Brandt, R. M. , Garinis, G. A. , van Steeg, H. , van den Aardweg, G. , Jansen, G. H. , Ruijter, J. M. , Bergen, A. A. , van Norren, D. , Hoeijmakers, J. H. , & van der Horst, G. T. (2007). Retinal degeneration and ionizing radiation hypersensitivity in a mouse model for Cockayne syndrome. Molecular and Cellular Biology, 27, 1433–1441. 10.1128/MCB.01037-06 17145777PMC1800713

[acel13268-bib-0017] Hahm, J. H. , Kim, S. , DiLoreto, R. , Shi, C. , Lee, S. J. , Murphy, C. T. , & Nam, H. G. (2015). C. elegans maximum velocity correlates with healthspan and is maintained in worms with an insulin receptor mutation. Nature Communications, 6(1), 8919.10.1038/ncomms9919PMC465613226586186

[acel13268-bib-0018] Johri, A. , & Beal, M. F. (2012). Mitochondrial dysfunction in neurodegenerative diseases. Journal of Pharmacology and Experimental Therapeutics, 342, 619–630. 10.1124/jpet.112.192138 PMC342252922700435

[acel13268-bib-0019] Karikkineth, A. C. , Scheibye‐Knudsen, M. , Fivenson, E. , Croteau, D. L. , & Bohr, V. A. (2017). Cockayne syndrome: Clinical features, model systems and pathways. Ageing Research Reviews, 33, 3–17. 10.1016/j.arr.2016.08.002 27507608PMC5195851

[acel13268-bib-0020] Kim, S. Y. , & Volsky, D. J. (2005). PAGE: parametric analysis of gene set enrichment. BMC Bioinformatics, 6, 144 10.1186/1471-2105-6-144 15941488PMC1183189

[acel13268-bib-0021] Lake, R. J. , Boetefuer, E. L. , Tsai, P.‐F. , Jeong, J. , Choi, I. , Won, K.‐J. , & Fan, H.‐Y. (2014). The sequence‐specific transcription factor c‐Jun Targets Cockayne Syndrome protein B to regulate transcription and chromatin structure. PLoS Genetics, 10, e1004284 10.1371/journal.pgen.1004284 24743307PMC3990521

[acel13268-bib-0022] Lans, H. , Lindvall, J. M. , Thijssen, K. , Karambelas, A. E. , Cupac, D. , Fensgård, Ø. , Jansen, G. , Hoeijmakers, J. H. J. , Nilsen, H. , & Vermeulen, W. (2013). DNA damage leads to progressive replicative decline but extends the life span of long‐lived mutant animals. Cell Death and Differentiation, 20, 1709–1718. 10.1038/cdd.2013.126 24013725PMC3824592

[acel13268-bib-0023] Lans, H. , & Vermeulen, W. (2011). Nucleotide excision repair in *Caenorhabditis elegans* . Molecular Biology International, 2011, 542795 10.4061/2011/542795 22091407PMC3195855

[acel13268-bib-0024] Li, Y. , & Chen, Y. (2019). AMPK and autophagy. Advances in Experimental Medicine and Biology, 1206, 85–108. 10.1007/978-981-15-0602-4_4 31776981

[acel13268-bib-0025] Mayne, L. V. , & Lehmann, A. R. (1982). Failure of RNA synthesis to recover after UV irradiation: An early defect in cells from individuals with Cockayne's syndrome and xeroderma pigmentosum. Cancer Research, 42, 1473–1478.6174225

[acel13268-bib-0026] Mitchell, D. H. , Stiles, J. W. , Santelli, J. , & Sanadi, D. R. (1979). Synchronous growth and aging of Caenorhabditis elegans in the presence of fluorodeoxyuridine. Journal of Gerontology, 34, 28–36.15336310.1093/geronj/34.1.28

[acel13268-bib-0027] Okur, M. N. , Lee, J.‐H. , Osmani, W. , Kimura, R. , Demarest, T. G. , Croteau, D. L. , & Bohr, V. A. (2020). Cockayne syndrome group A and B proteins function in rRNA transcription through nucleolin regulation. Nucleic Acids Research, 48(5), 2473–2485. 10.1093/nar/gkz1242 31970402PMC7049711

[acel13268-bib-0028] Okur, M. N. , Mao, B. , Kimura, R. , Haraczy, S. , Fitzgerald, T. , Edwards‐Hollingsworth, K. , Tian, J. , Osmani, W. , Croteau, D. L. , Kelley, M. W. , & Bohr, V. A. (2020). Short‐term NAD(+) supplementation prevents hearing loss in mouse models of Cockayne syndrome. NPJ Aging and Mechanisms of Disease, 6, 1 10.1038/s41514-019-0040-z 31934345PMC6946667

[acel13268-bib-0029] Palikaras, K. , Lionaki, E. , & Tavernarakis, N. (2015). Coordination of mitophagy and mitochondrial biogenesis during ageing in *C‐elegans* . Nature, 521, 525–U241. 10.1038/nature14300 25896323

[acel13268-bib-0030] Pascucci, B. , Fragale, A. , Marabitti, V. , Leuzzi, G. , Calcagnile, A. S. , Parlanti, E. , Franchitto, A. , Dogliotti, E. , & D'Errico, M. (2018). CSA and CSB play a role in the response to DNA breaks. Oncotarget, 9, 11581–11591. 10.18632/oncotarget.24342 29545921PMC5837770

[acel13268-bib-0031] Raimundo, N. , Fernandez‐Mosquera, L. , Yambire, K. F. , & Diogo, C. V. (2016). Mechanisms of communication between mitochondria and lysosomes. The International Journal of Biochemistry & Cell Biology, 79, 345–349. 10.1016/j.biocel.2016.08.020 27613573

[acel13268-bib-0032] Restif, C. , Ibáñez‐Ventoso, C. , Vora, M. M. , Guo, S. , Metaxas, D. , & Driscoll, M. (2014). CeleST: computer vision software for quantitative analysis of C. elegans swim behavior reveals novel features of locomotion. PLoS Computational Biology, 10, e1003702.2503308110.1371/journal.pcbi.1003702PMC4102393

[acel13268-bib-0033] Scheibye‐Knudsen, M. , Mitchell, S. J. , Fang, E. F. , Iyama, T. , Ward, T. , Wang, J. , Dunn, C. A. , Singh, N. , Veith, S. , Hasan‐Olive, M. M. , Mangerich, A. , Wilson, M. A. , Mattson, M. P. , Bergersen, L. H. , Cogger, V. C. , Warren, A. , Le Couteur, D. G. , Moaddel, R. , Wilson, D. M. 3rd , … Bohr, V. A. (2014). A high‐fat diet and NAD(+) activate Sirt1 to rescue premature aging in cockayne syndrome. Cell Metabolism, 20, 840–855. 10.1016/j.cmet.2014.10.005 25440059PMC4261735

[acel13268-bib-0034] Scheibye‐Knudsen, M. , Ramamoorthy, M. , Sykora, P. , Maynard, S. , Lin, P. C. , Minor, R. K. , Wilson, D. M. 3rd , Cooper, M. , Spencer, R. , de Cabo, R. , Croteau, D. L. , & Bohr, V. A. (2012). Cockayne syndrome group B protein prevents the accumulation of damaged mitochondria by promoting mitochondrial autophagy. Journal of Experimental Medicine, 209, 855–869. 10.1084/jem.20111721 PMC332835922473955

[acel13268-bib-0035] Scheibye‐Knudsen, M. , Tseng, A. , Borch Jensen, M. , Scheibye‐Alsing, K. , Fang, E. F. , Iyama, T. , Bharti, S. K. , Marosi, K. , Froetscher, L. , Kassahun, H. , Eckley, D. M. , Maul, R. W. , Bastian, P. , De, S. , Ghosh, S. , Nilsen, H. , Goldberg, I. G. , Mattson, M. P. , Wilson, D. M. 3rd , … Bohr, V. A. (2016). Cockayne syndrome group A and B proteins converge on transcription‐linked resolution of non‐B DNA. Proceedings of the National Academy of Sciences, 113, 12502–12507. 10.1073/pnas.1610198113 PMC509867427791127

[acel13268-bib-0036] Stevnsner, T. , Nyaga, S. , de Souza‐Pinto, N. C. , van der Horst, G. T. , Gorgels, T. G. , Hogue, B. A. , Thorslund, T. , & Bohr, V. A. (2002). Mitochondrial repair of 8‐oxoguanine is deficient in Cockayne syndrome group B. Oncogene, 21, 8675–8682. 10.1038/sj.onc.1205994 12483520

[acel13268-bib-0037] Toyama, E. Q. , Herzig, S. , Courchet, J. , Lewis, T. L. , Loson, O. C. , Hellberg, K. , Young, N. P. , Chen, H. , Polleux, F. , Chan, D. C. , & Shaw, R. J. (2016). Metabolism. AMP‐activated protein kinase mediates mitochondrial fission in response to energy stress. Science 351, 275–281. 10.1126/science.aab4138 26816379PMC4852862

[acel13268-bib-0038] van der Horst, G. T. ., Meira, L. , Gorgels, T. G. , de Wit, J. , Velasco‐Miguel, S. , Richardson, J. A. , Kamp, Y. , Vreeswijk, M. P. , Smit, B. , Bootsma, D. , Hoeijmakers, J. H. , & Friedberg, E. C. (2002). UVB radiation‐induced cancer predisposition in Cockayne syndrome group A (Csa) mutant mice. DNA Repair (Amst), 1, 143–157.1250926110.1016/s1568-7864(01)00010-6

[acel13268-bib-0039] van der Horst, G. T. , van Steeg, H. , Berg, R. J. W. , van Gool, A. J. , de Wit, J. , Weeda, G. , Morreau, H. , Beems, R. B. , van Kreijl, C. F. , de Gruijl, F. R. , Bootsma, D. & Hoeijmakers, J. H. J. (1997). Defective transcription‐coupled repair in Cockayne syndrome B mice is associated with skin cancer predisposition. Cell, 89, 425–435.915014210.1016/s0092-8674(00)80223-8

[acel13268-bib-0040] Wang, C. , & Youle, R. (2016). Cell biology: Form follows function for mitochondria. Nature, 530, 288–289. 10.1038/530288a 26887490

[acel13268-bib-0041] Wang, Y. , Chakravarty, P. , Ranes, M. , Kelly, G. , Brooks, P. J. , Neilan, E. , Stewart, A. , Schiavo, G. , & Svejstrup, J. Q. (2014). Dysregulation of gene expression as a cause of Cockayne syndrome neurological disease. Proceedings of the National Academy of Sciences, 111, 14454–14459. 10.1073/pnas.1412569111 PMC421003725249633

[acel13268-bib-0042] Yu, S. B. , & Pekkurnaz, G. (2018). Mechanisms orchestrating mitochondrial dynamics for energy homeostasis. Journal of Molecular Biology, 430, 3922–3941. 10.1016/j.jmb.2018.07.027 30089235PMC6186503

[acel13268-bib-0043] Zhang, J. , Wang, C. , Shi, H. , Wu, D. , & Ying, W. (2018). Extracellular degradation into adenosine and the activities of adenosine kinase and AMPK Mediate Extracellular NAD(+)‐produced increases in the adenylate pool of BV2 microglia under basal conditions. Frontiers in Cellular Neuroscience, 12, 343 10.3389/fncel.2018.00343 30405351PMC6200843

# Supplementary material for: Cockayne syndrome proteins CSA and CSB maintain mitochondrial homeostasis through NAD+ signaling
**Source:** Aging Cell. 2020 Nov 9;19(12):e13268. doi: 10.1111/acel.13268
**Supplement:** Supplementary file 1 — Appendix S1

**Cockayne syndrome  
proteins CSA and CSB  
maintain mitochondrial  
homeostasis through  
NAD<sup>+</sup> signaling**

Figure 1

a. CS vs Control (Human)

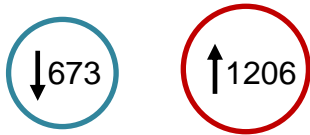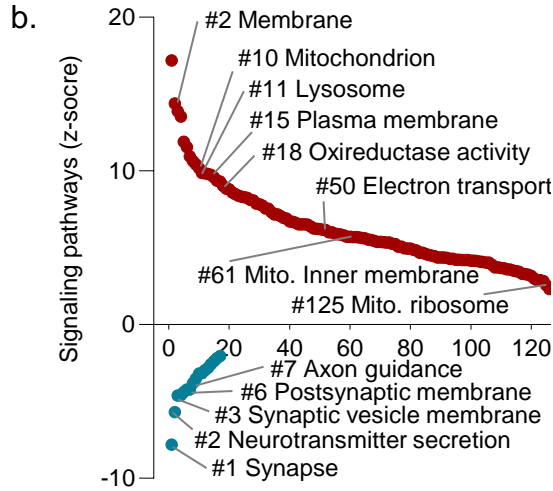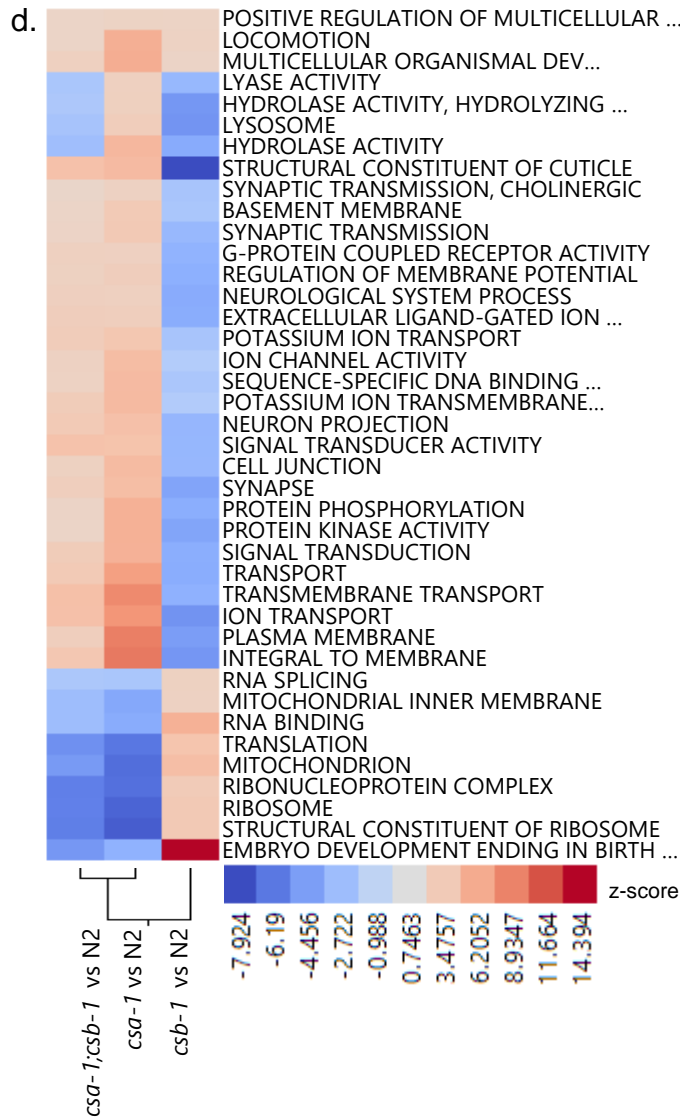

c. Mitochondrial Pathways

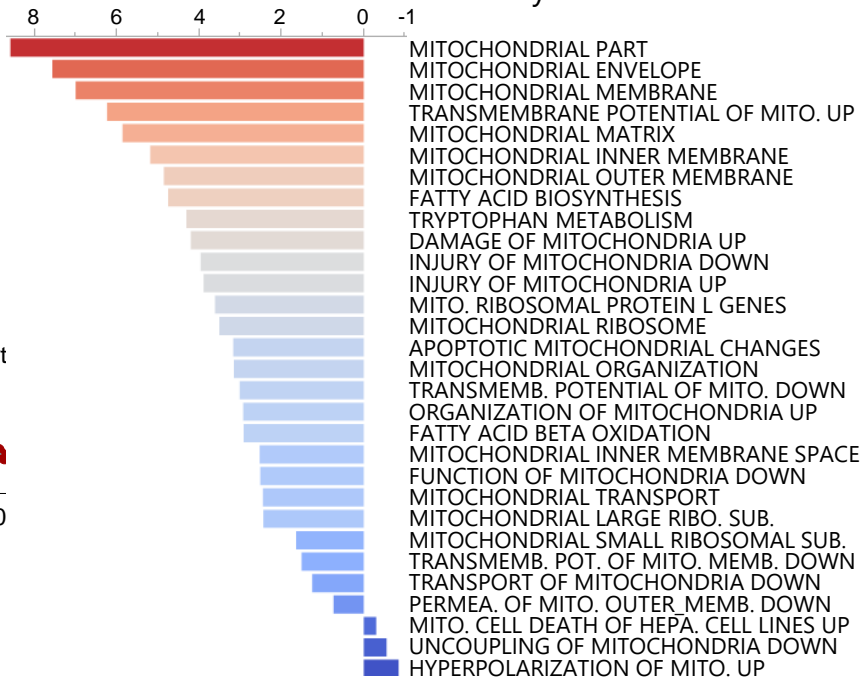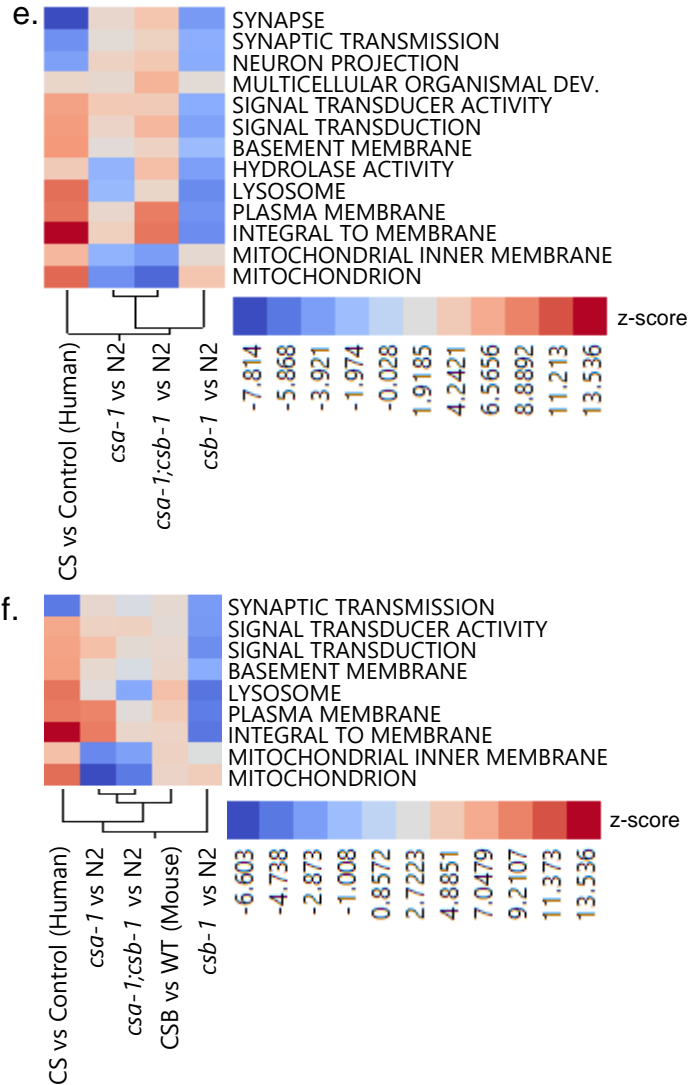

a.

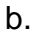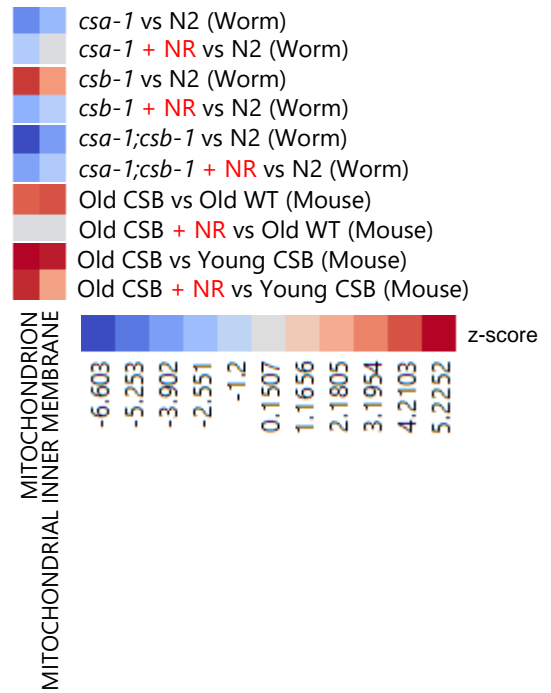

Figure 3

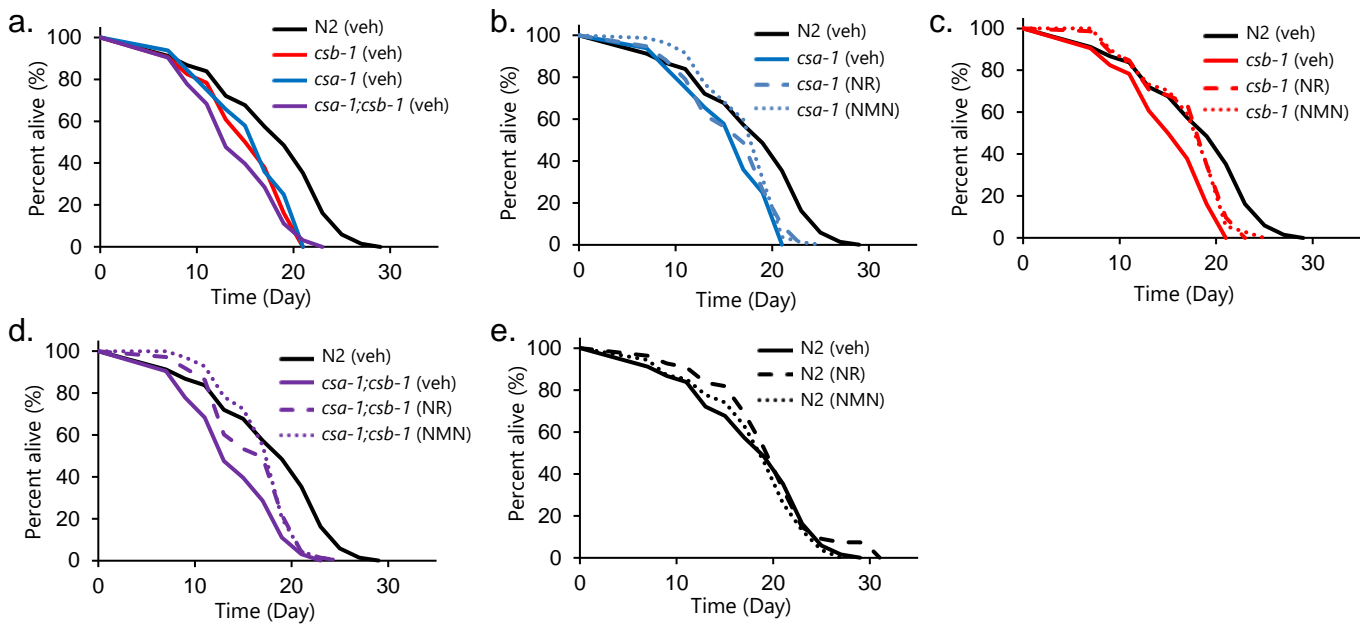

**h.**

| Genotype and Treatment   | Mean $\pm$ SEM | p-value |         |
|--------------------------|----------------|---------|---------|
|                          |                | vs. N2  | vs. Veh |
| N2 (veh)                 | 18.3 $\pm$ 0.7 |         |         |
| N2 (NR)                  | 19.7 $\pm$ 0.7 | 0.32    |         |
| N2 (NMN)                 | 18.4 $\pm$ 0.7 | 0.58    |         |
| <i>csa-1</i> (veh)       | 15.3 $\pm$ 0.5 | <0.001  |         |
| <i>csa-1</i> (NR)        | 16.3 $\pm$ 0.5 |         | 0.055   |
| <i>csa-1</i> (NMN)       | 17.6 $\pm$ 0.4 |         | 0.022   |
| <i>csb-1</i> (veh)       | 15.8 $\pm$ 0.6 | <0.001  |         |
| <i>csb-1</i> (NR)        | 17.4 $\pm$ 0.5 |         | 0.01    |
| <i>csb-1</i> (NMN)       | 17.4 $\pm$ 0.5 |         | 0.025   |
| <i>csa-1;csb-1</i> (veh) | 14.3 $\pm$ 0.6 | <0.001  |         |
| <i>csa-1;csb-1</i> (NR)  | 16.3 $\pm$ 0.5 |         | 0.012   |
| <i>csa-1;csb-1</i> (NMN) | 17.4 $\pm$ 0.4 |         | <0.001  |

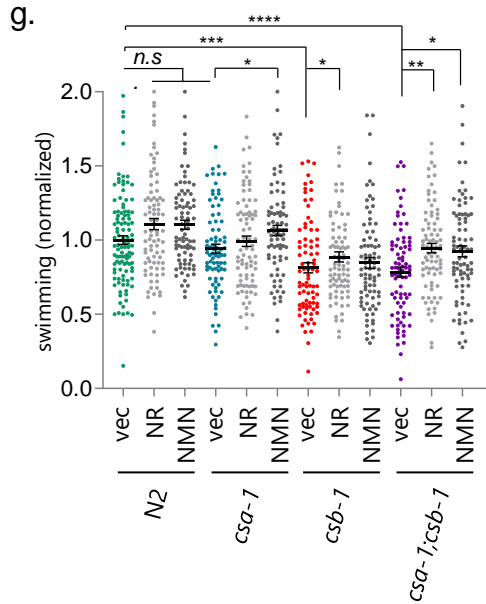

Figure 4

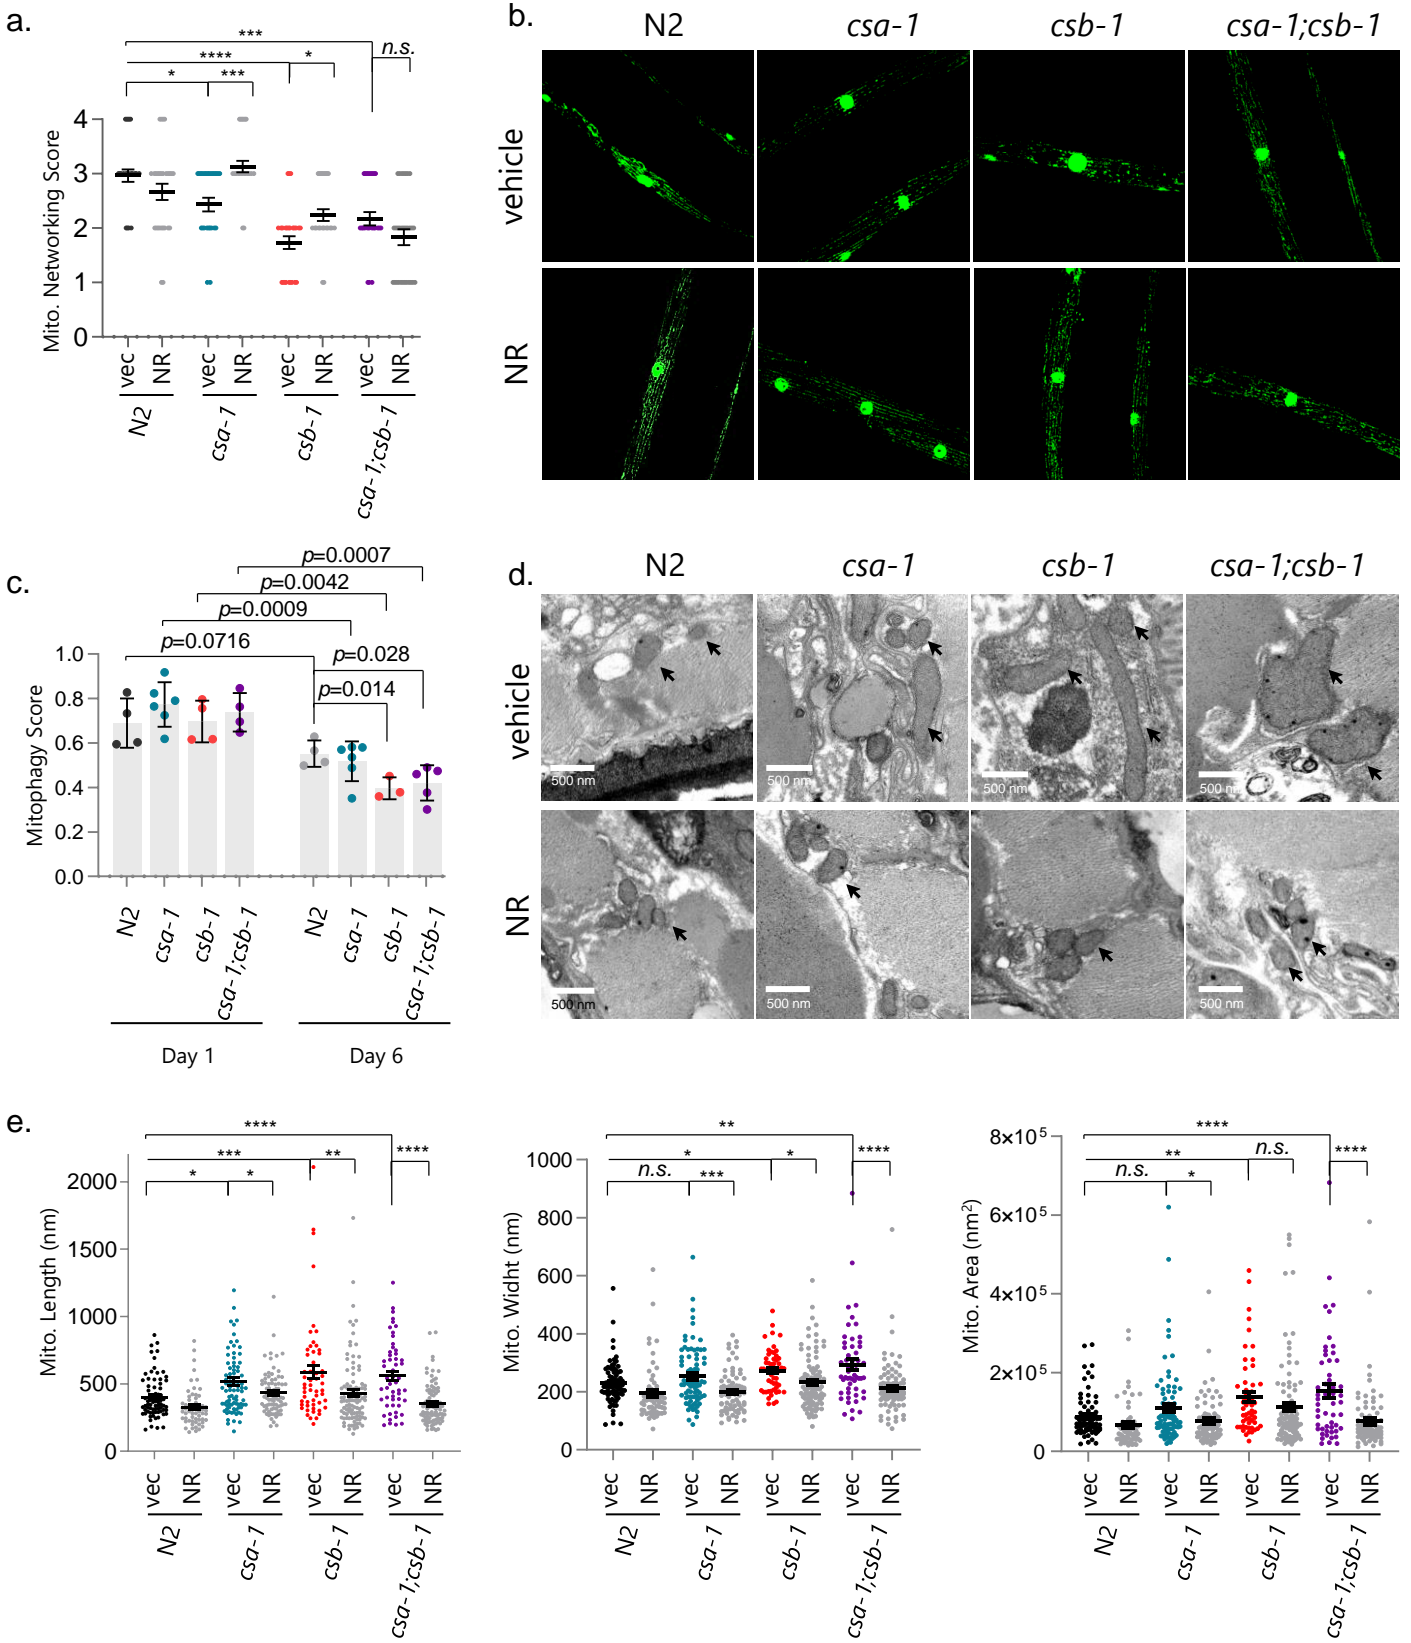

Figure 5

a.

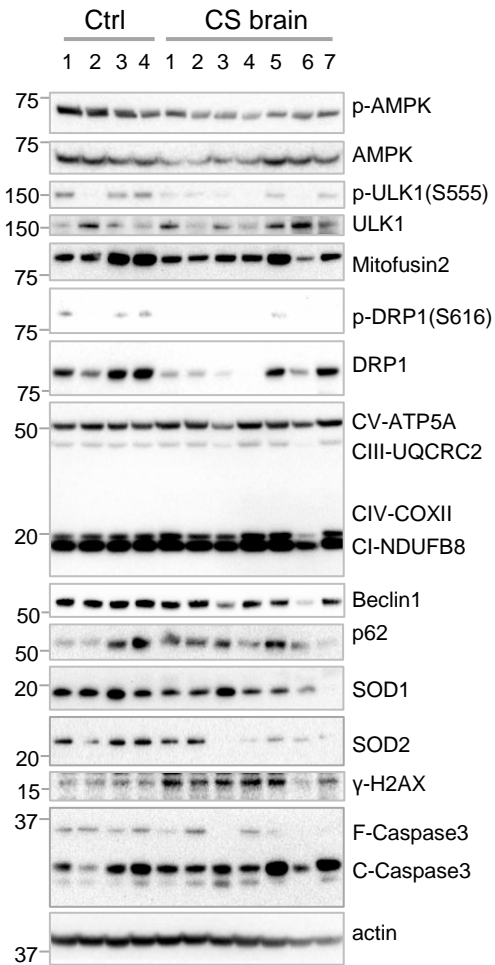

b.

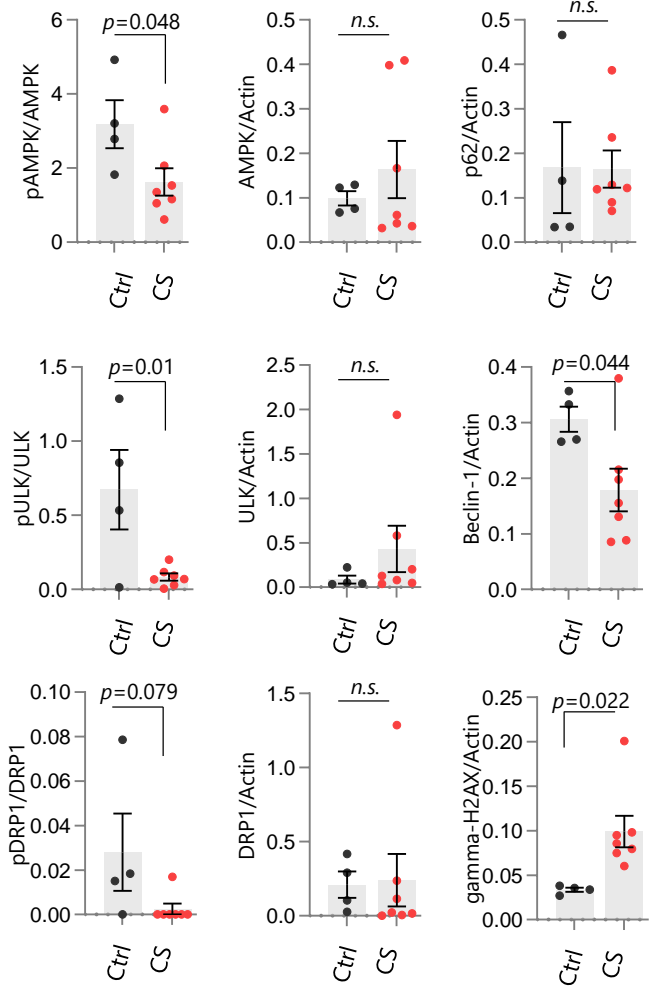

c.

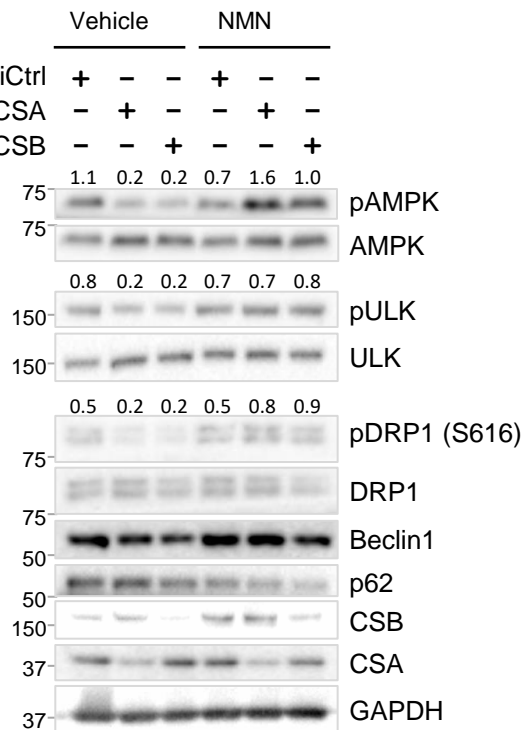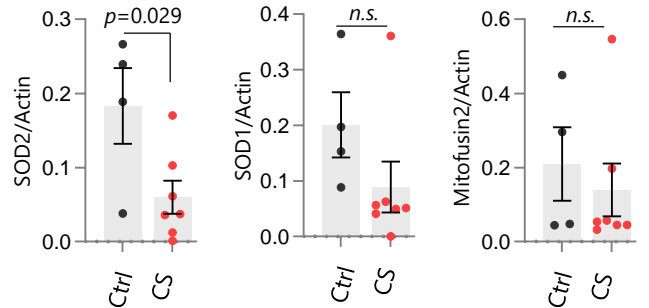

Figure 6

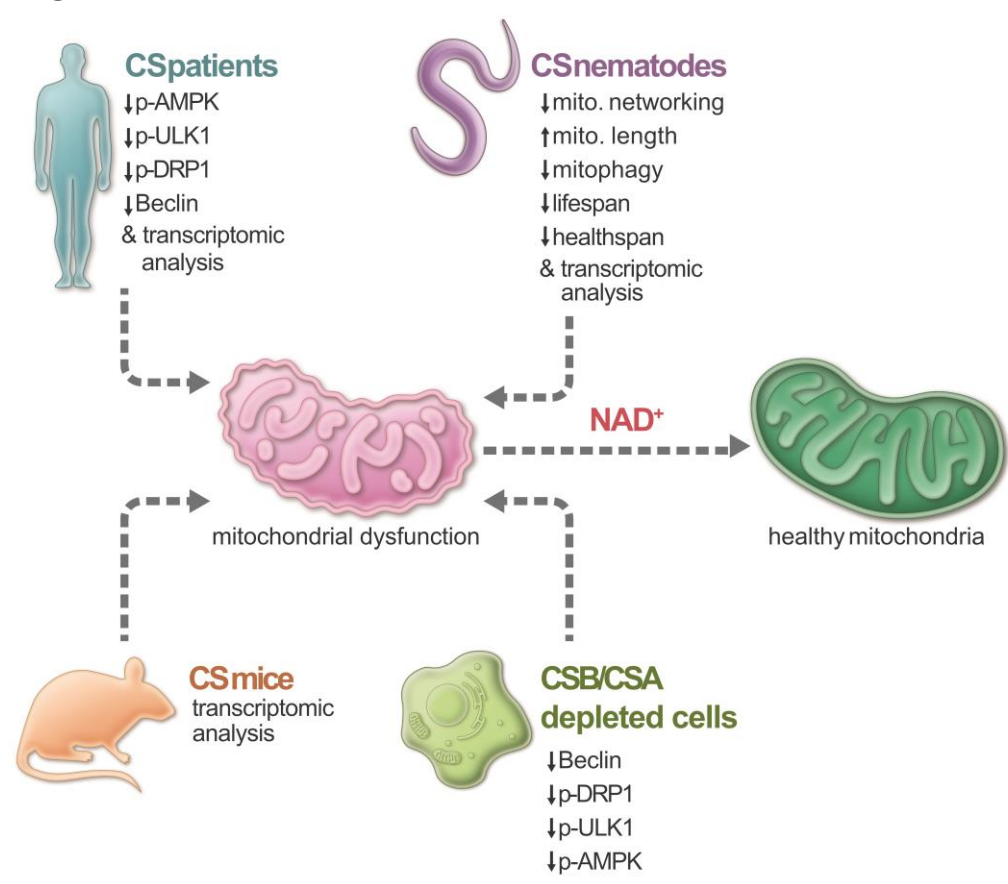

# Supplementary Figures and Table

Supplementary Table 1

| Group           | UMBN | Age | Sex | Cause of Death                             | PMI     |
|-----------------|------|-----|-----|--------------------------------------------|---------|
| Control (WT1)   | 3415 | 7   | M   | Multisystem Failure                        | 12      |
| Control (WT3)   | 5976 | 4   | F   | Smoke Inhalation                           | 21      |
| Control (WT4)   | 5928 | 27  | F   | Cardiac arrhythmia                         | 26      |
| Control (WT5)   | 1078 | 17  | F   | Accident, Multiple Injuries                | 12      |
| Control (WT6)   | 5391 | 8   | M   | Drowning                                   | 12      |
| Cockayne (CS1)  | 1920 | 7   | M   | Diffused alveolar damage / acute pneumonia | 16      |
| Cockayne (CS2)  | 786  | 17  | F   | Complication of Disorder                   | Unknown |
| Cockayne (CS3)  | 5492 | 7   | M   | Complications of Disorder                  | Unknown |
| Cockayne (CS4R) | 5581 | 27  | F   | Complication of Disorder                   | 14      |
| Cockayne (CS6)  | 1124 | 4   | F   | Complications of Disorder                  | 3       |
| Cockayne (CS7)  | 5105 | 8   | M   | Complication of Disorder                   | 6       |
| Cockayne (CS8)  | 1762 | 4   | F   | Complications of Disorder                  | 8       |

Supplementary Table 2

# Supplementary Table 3

|         | UMBN | Age | Sex    | Cause of death                             | PMI     |
|---------|------|-----|--------|--------------------------------------------|---------|
| #Ctrl-1 | 5976 | 4   | Female | Smoke Inhalation                           | 21      |
| #Ctrl-2 | 5928 | 27  | Female | Cardiac arrythmia                          | 26      |
| #Ctrl-3 | 1078 | 17  | Female | Accident, Multiple Injuries                | 12      |
| #Ctrl-4 | 5391 | 8   | Male   | Drowning                                   | 12      |
| #CS-1   | 1920 | 7   | Male   | Diffused alveolar damage / acute pneumonia | 16      |
| #CS-2   | 786  | 17  | female | Complications of Disorder                  | 22      |
| #CS-3   | 5492 | 7   | Male   | Complications of Disorder                  | unknown |
| #CS-4   | 1286 | 5   | Male   | Complications of Disorder                  | 14      |
| #CS-5   | 1124 | 4   | Female | Complications of Disorder                  | 3       |
| #CS-6   | 5105 | 8   | Male   | Complications of Disorder                  | 6       |
| #CS-7   | 1762 | 4   | Female | Complications of Disorder                  | 8       |

Supplementary Figure 1

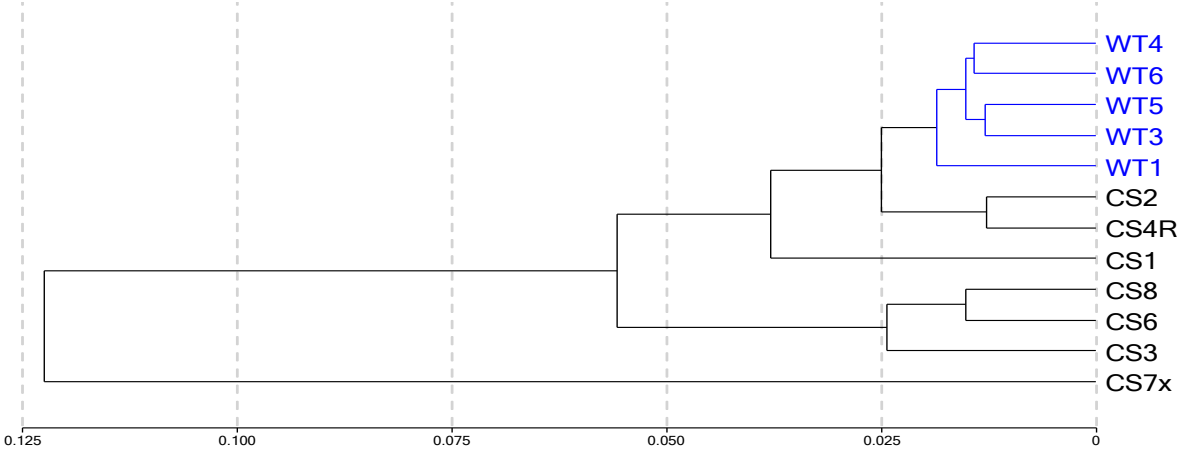

# Supplementary Figure 2

a.

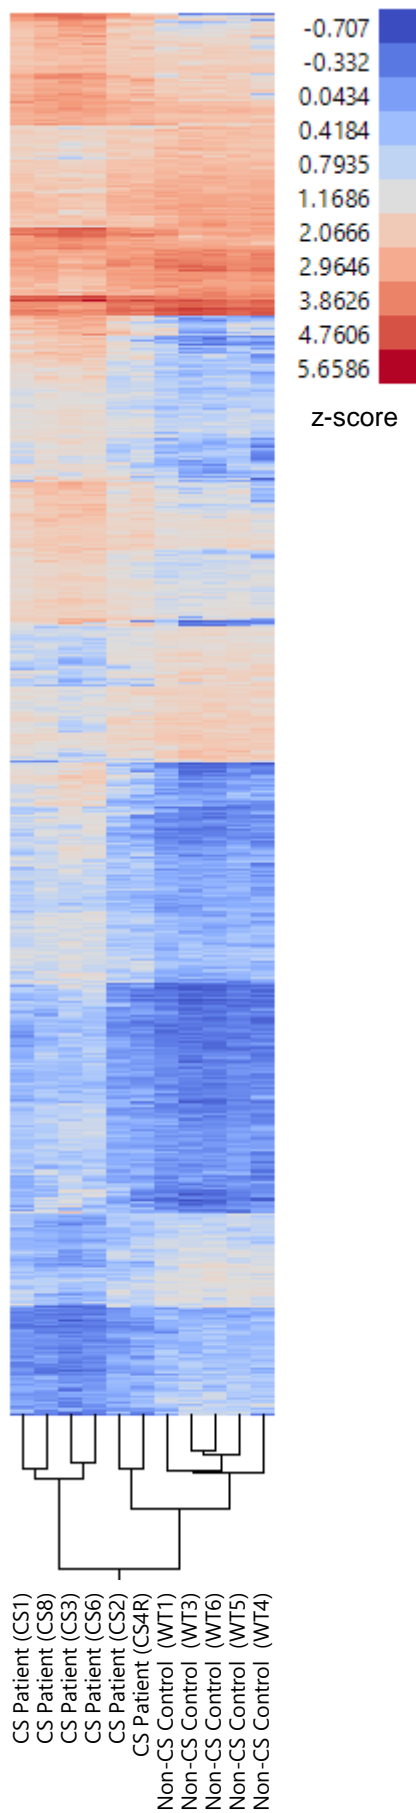

b.

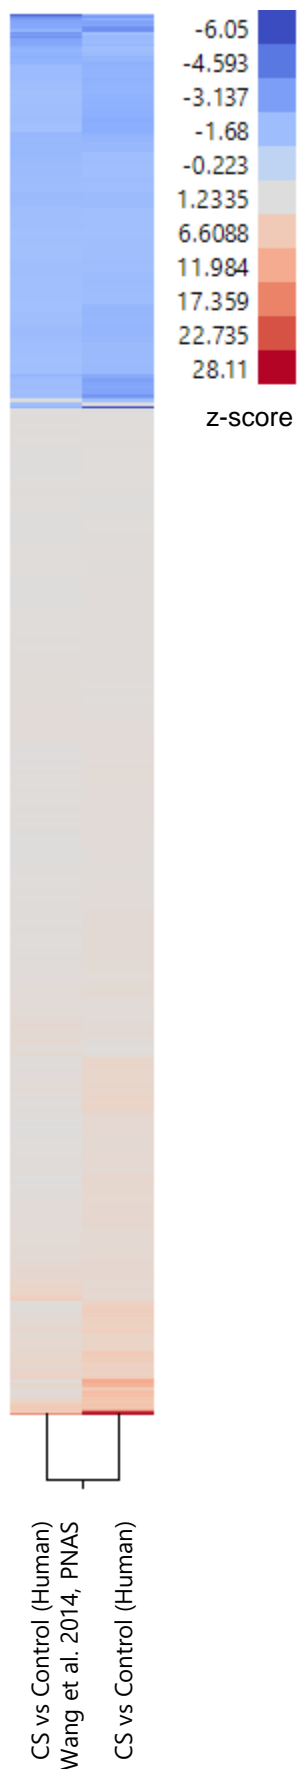

Supplementary Figure 3

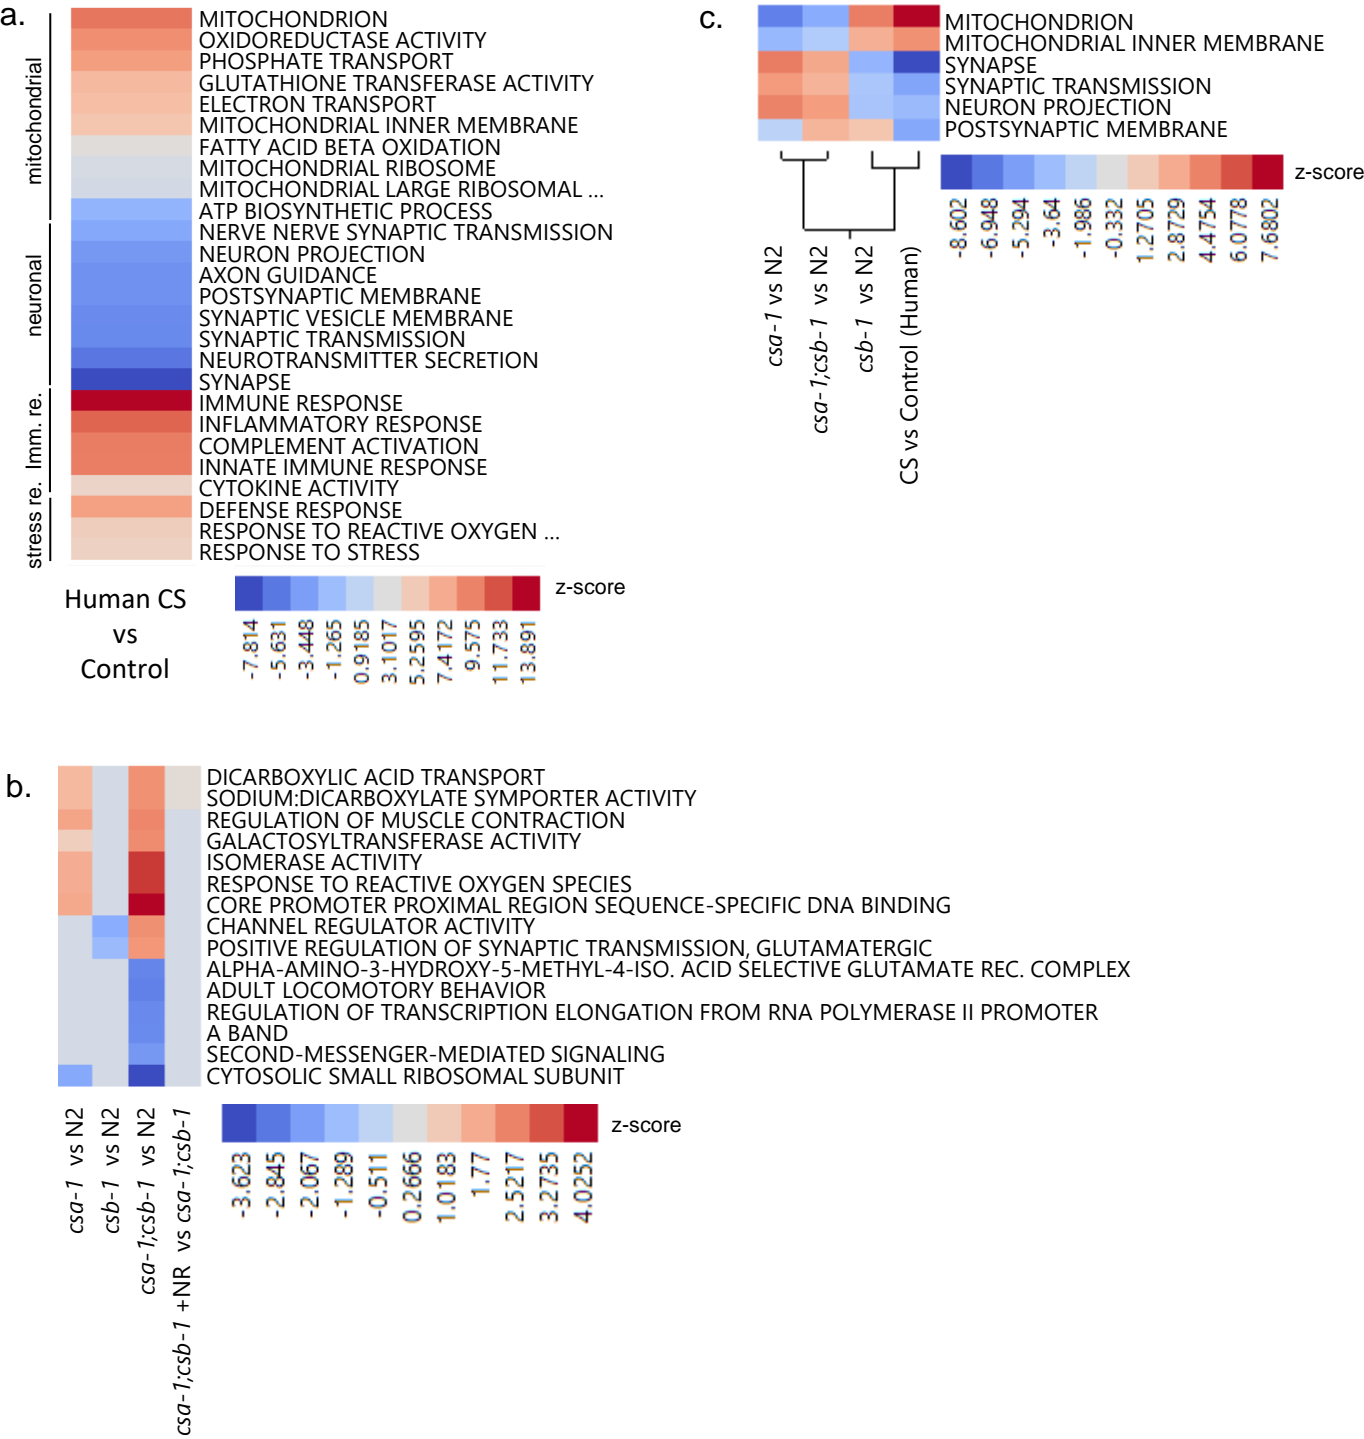

Supplementary Figure 4

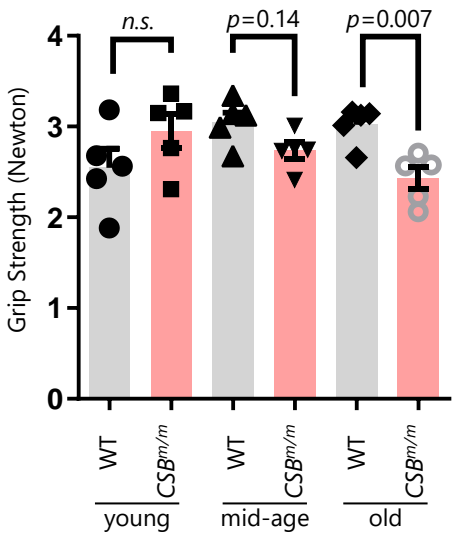

# Supplementary Figure 5

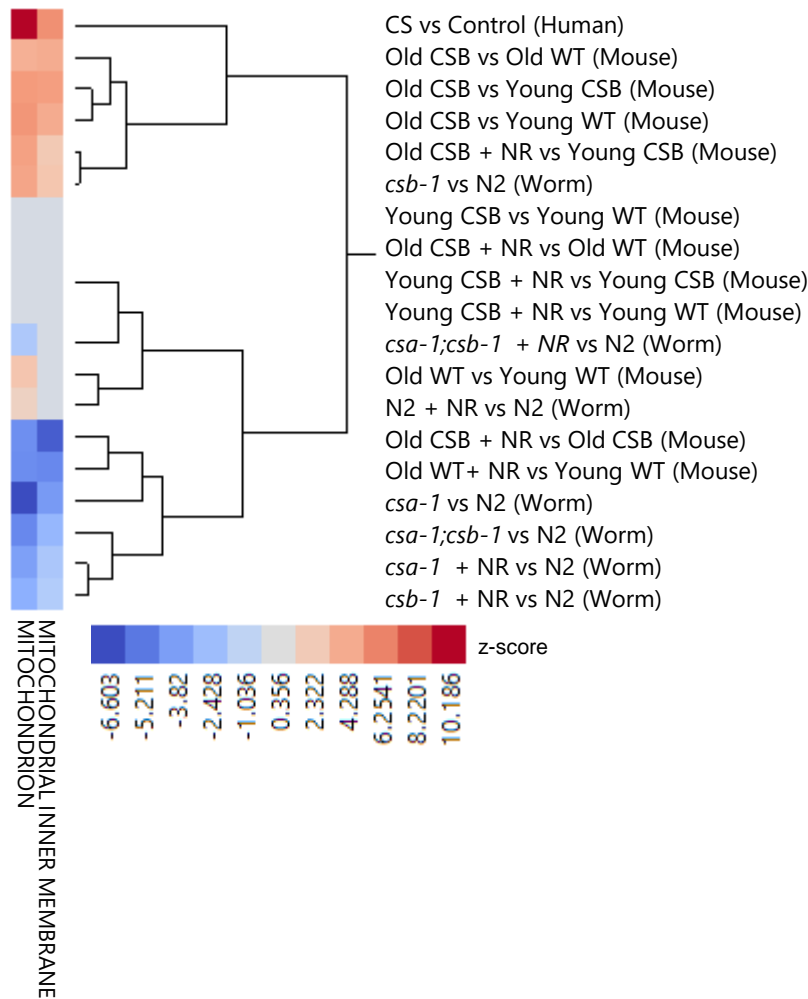

# Supplementary Figure 6

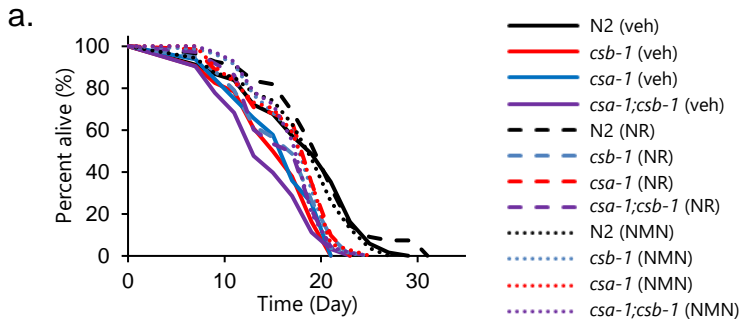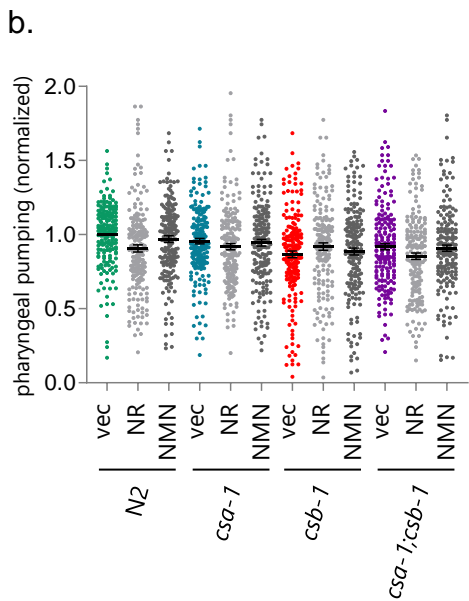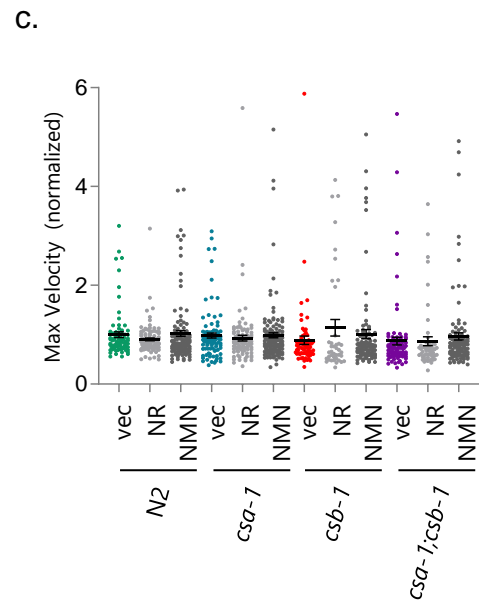

Supplementary Figure 7

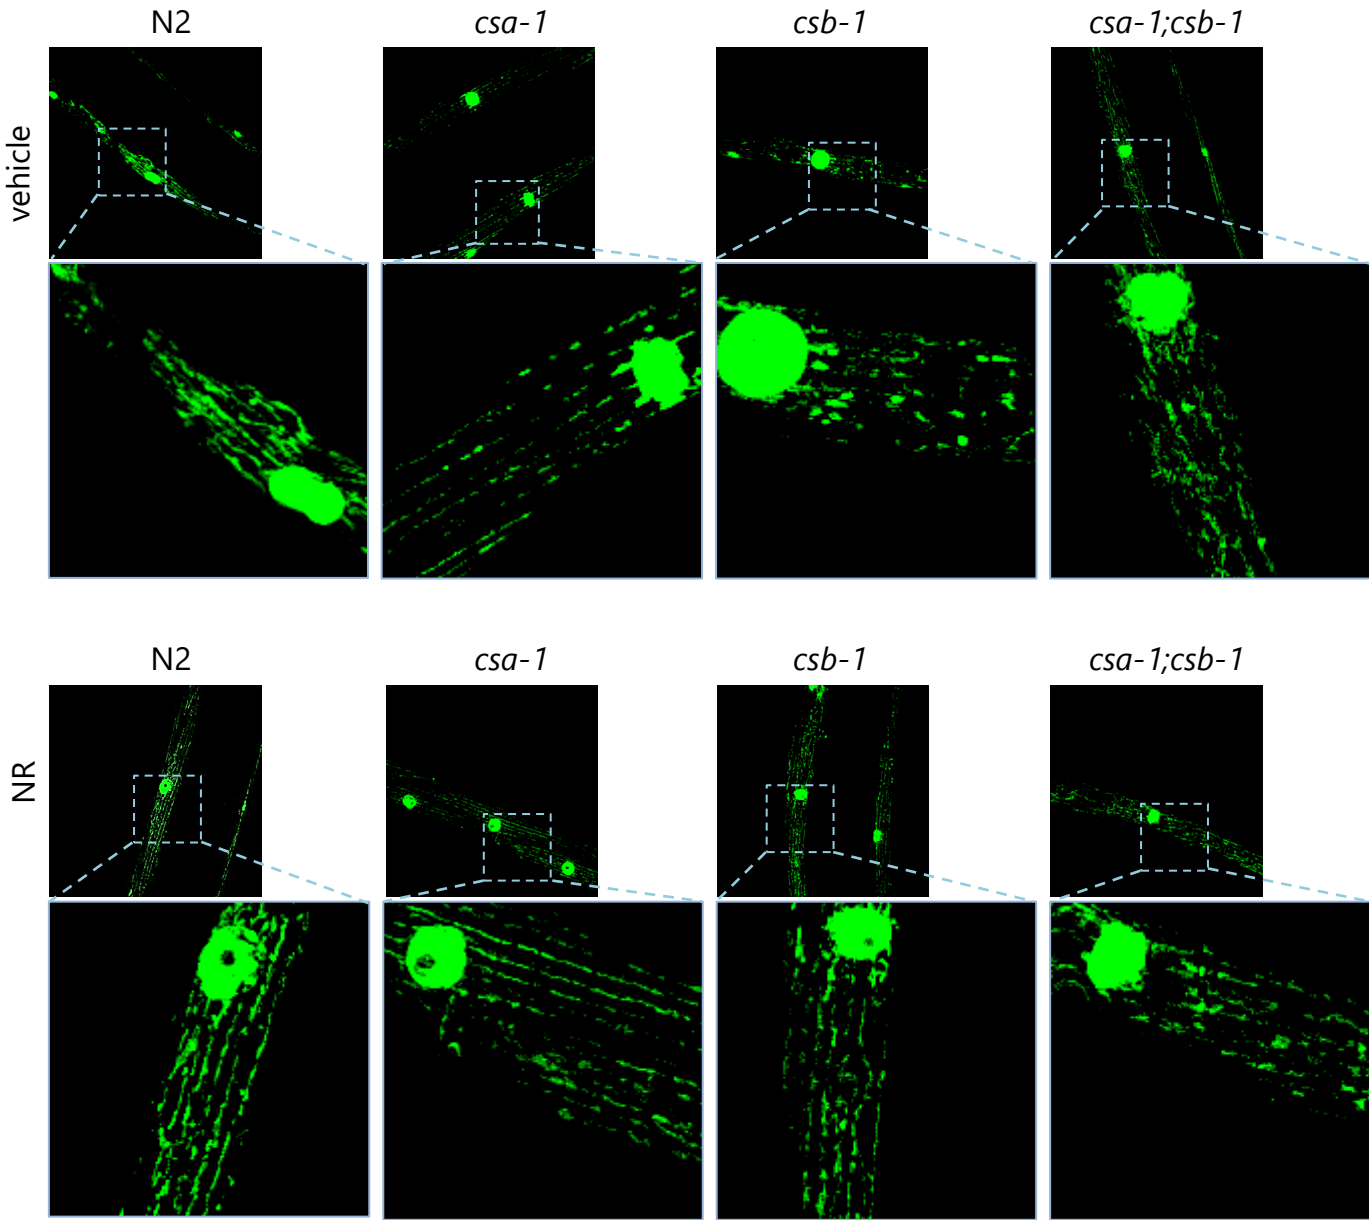

Supplementary Figure 8

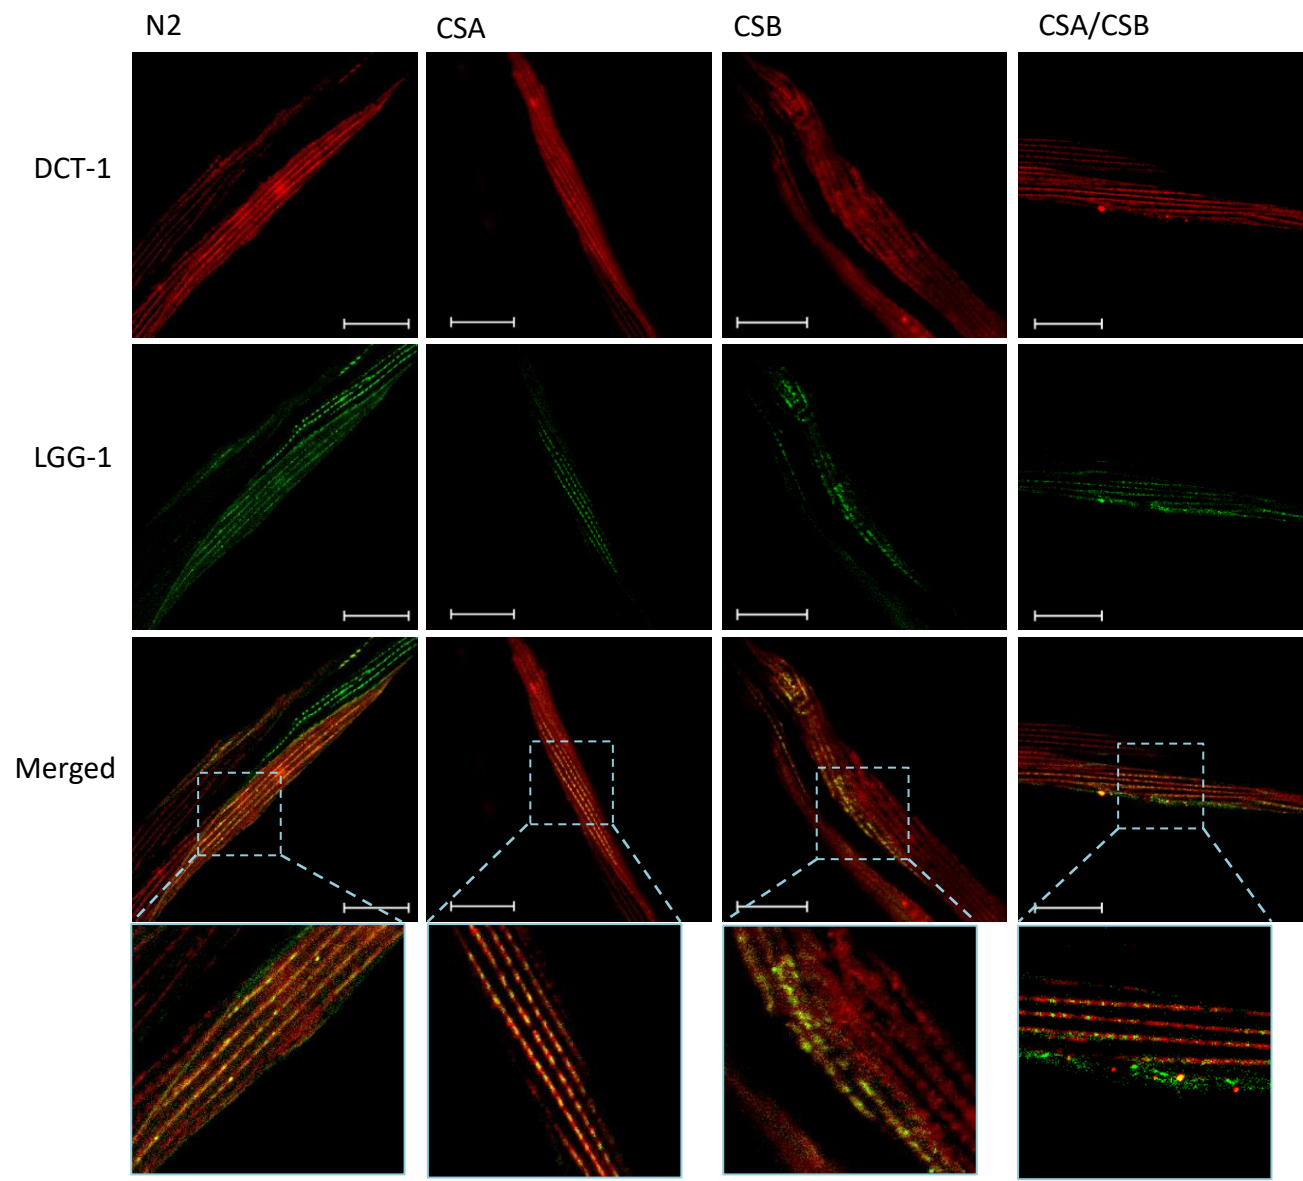

Supplementary Figure 9

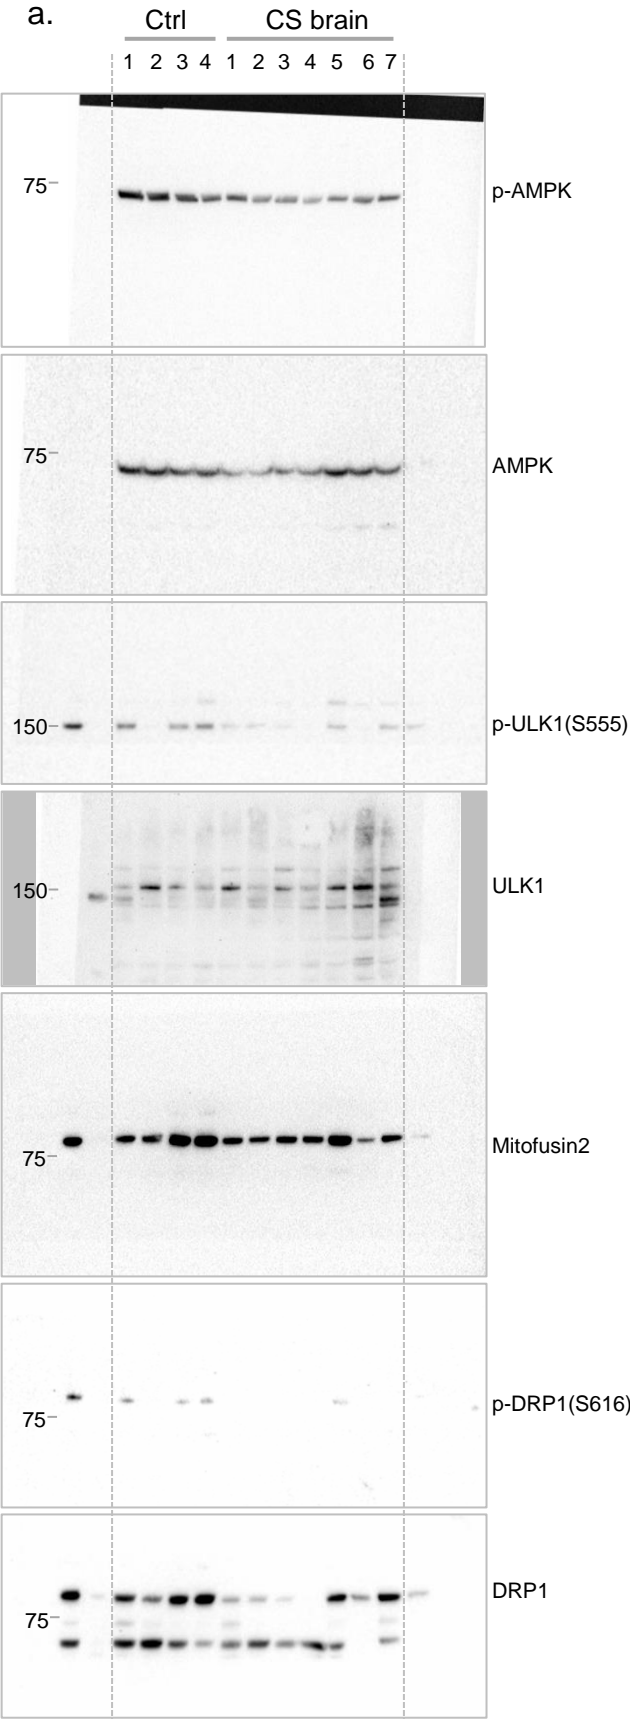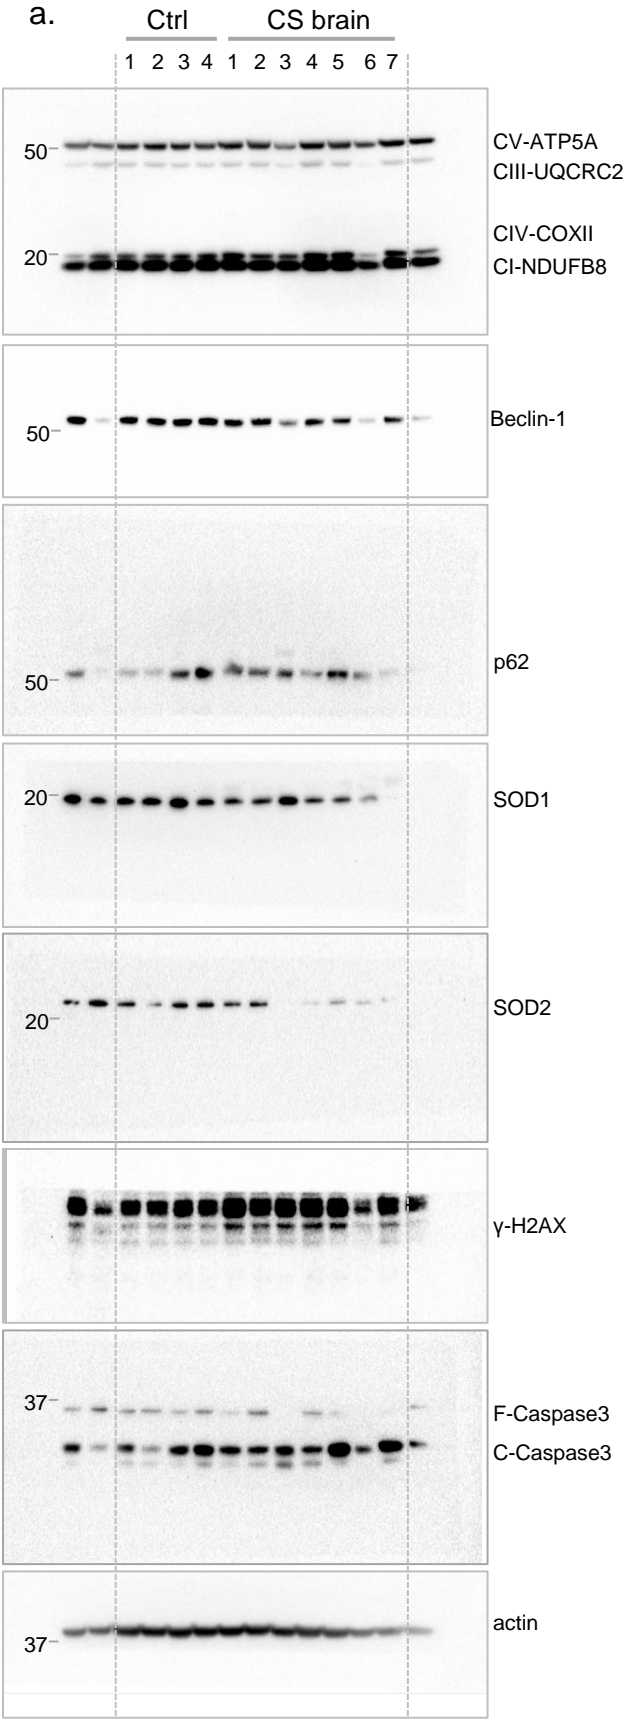

Supplementary Figure 10

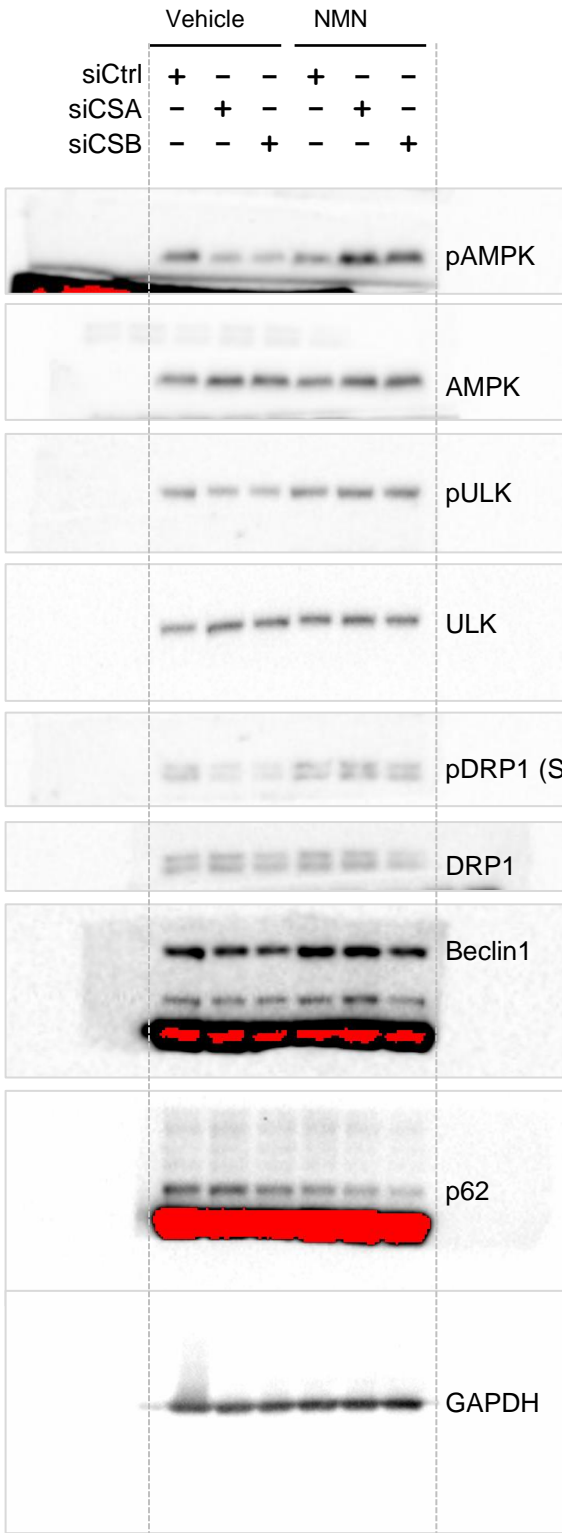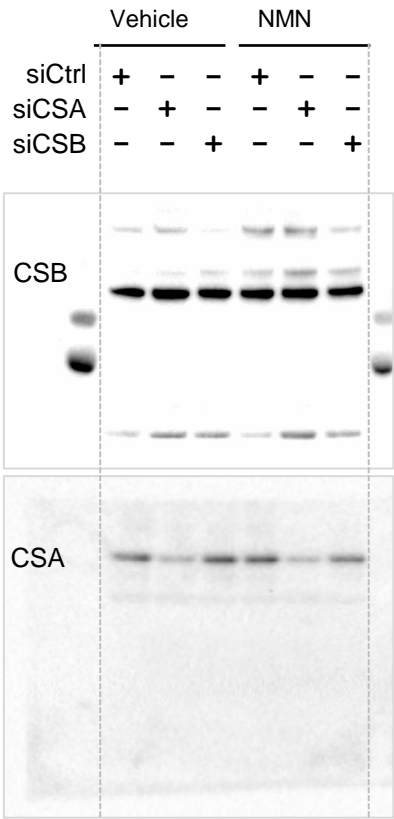

Supplementary Figure 11

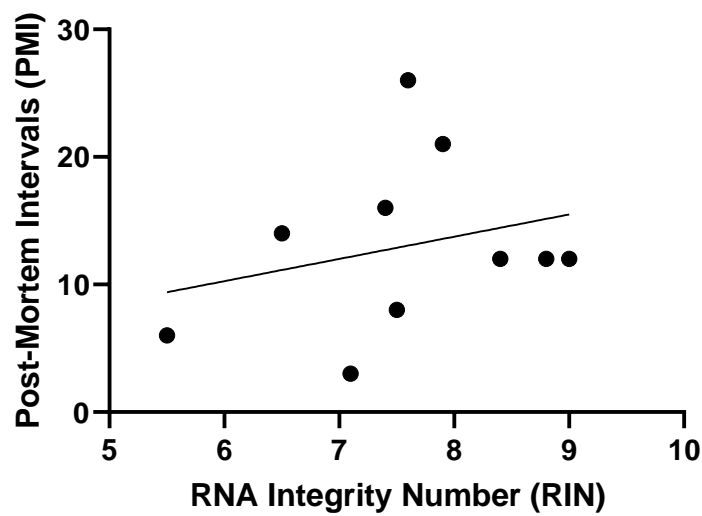

|                         |                   |
|-------------------------|-------------------|
| Pearson r               |                   |
| r                       | 0.2695            |
| 95% confidence interval | -0.4337 to 0.7687 |
| R squared               | 0.07262           |

How the deposited data were processed for this re-analysis (not part of the article)

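Gene expression was measured in whole C. elegans on day 7 of adulthood with 1-colour Agilent 4x44K (V2) arrays, 32 in all: N2, csa-1(tm4539), csb-1(ok2335) and the double mutant csa-1(tm4539);csb-1(ok2335), each on vehicle and on 500 µM NR, with 4 arrays in each of the 8 groups. The sample labels and the deposited series give 4 arrays per group where the methods give 3 biological replicates, and the paper's text does not name which 3, so all 4 entered every result. Each group was taken as labelled, including the array labelled csa-1 NR replicate 4, whose csb-1 and csa-1 probes go against its label.

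The authors extracted total RNA on spin columns, labelled cRNA made from 200 ng of it with Cy3, hybridized and scanned the arrays, and deposited the Feature Extraction (version 11.5.1.1) file of each. The intensity used here is the authors' processed signal in those files, which Feature Extraction had background-subtracted and raised to a floor where it was low; it is linear, in arbitrary units and not normalized between arrays. The authors also deposited a table with a score per spot and array. Each of its columns equals the Z-score of the natural logarithm of that array's processed signal over all spots, control spots included, to within 0.005; the logarithm's base does not change a Z-score. The table holds 0 columns of other samples. The files hold no mean foreground intensity, so the normexp alternative used the median foreground and median background intensities, a choice made after the files had been seen.

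Of the 45220 spots of an array 1417 are control spots. They were left out of every test and, unlike in the deposited scores, of each array's mean and SD. The 43803 gene spots carry 43603 probes, of which 50 have more than 1 spot and were averaged, and 247 were left out because Feature Extraction had marked a spot as an outlier on at least 1 array, which leaves 43356. No spot was saturated (0). Probes were named by their systematic name, which was matched to the RefSeq gene table of assembly WBcel235. Of 28476 names, 22730 matched and 5746 did not and kept the name in the files. The array design is based on an older assembly, so no coordinates are given. The test covered 25509 genes, 19792 of them matched by name and 5717 not. For the 7065 genes with more than 1 probe, the probe with the highest mean signal over all arrays was used.

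The log2 intensity of each array was turned into Z-scores (value minus the mean of the array, divided by its SD), as the methods describe. For log2 changes the Z-scores were multiplied by 3.74, the mean SD of log2 intensity over the arrays (range 3.17 to 4). Differences were tested with limma (version 3.58.1, R 4.3.3, data.table 1.17.8), with lmFit and eBayes over all 32 arrays without covariates and Benjamini-Hochberg adjustment over all genes tested. A gene was called with an adjusted p of at most 0.05, an absolute Z-ratio of at least 1.5 and a mean Z-score of the 2 groups above 0, the criteria of the methods. Interactions (of csa-1 and csb-1 on vehicle, and of each mutant's NR effect with that in N2) were called at an adjusted p of 0.05. Single values were compared by exact 2-sided permutation tests, whose smallest p with 4 arrays against 4 is 0.029.

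No GO annotation was at hand when the design was fixed. In its place 29 lists of genes with shared C. elegans names were written, and scored by PAGE in 17 comparisons, with the paper's threshold of 2 in size. PAGE takes genes as independent, so camera (with an estimated correlation and with a preset one of 0.01) and fry, both of limma, were run beside it, with adjustment over the 29 sets of a comparison. A list can hold genes of another list, and the lists differ from the GO terms of the paper, so scores of a list and of a term of like name are not the same quantity. To see what a set's brightness alone gives, each set was also compared with 1000 random sets of genes drawn from the same of 20 bins of mean signal.

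The genes named are csa-1 and csb-1 in every sample and, for each of the 3 comparisons of a mutant with N2 on vehicle and the 4 of NR with its own vehicle, the 2 called genes with the largest positive and the 2 with the largest negative Z-ratio, provided that all 4 arrays of one group lay on one side of all 4 of the other. This rule, the sample grouping, the tests, the gene lists and the alternatives were set before the data were examined, apart from what follows. The rule as set did not hold a further limit that was applied, that only genes matched to the gene table were named. Chosen after values had been seen were the leaving out of marked probes, the keeping of unmatched names, the sets reported at the paper's statements, the number of bins and of random draws, the comparison with equally bright sets, the set tallies under each normalization, the simulated overlap of calls, the tests on the label of 1 array that used marker genes, dim probes and a swap, the test of the spread of the ribosome signal, the splits of the arrays after quantile normalization, the mean size of the set scores between 2 groups, and the methods' t-test with an unadjusted p. The direct comparisons of set scores between mutants were added after the files had been seen.

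The alternatives were scaling of log2 intensity to each array's 75th percentile, quantile normalization, normexp background correction (offset 50), the deposited scores, a filter that kept the 18440 genes well above background on all 4 arrays of at least 1 group, the mean of a gene's probes, a fit of the 2 compared groups alone, the replicate number as a block, the fold change of 1.5 with an unadjusted p of 0.05 that the figure legends give, an adjusted p alone, the methods' t-test, and leaving out each of the 32 arrays in turn. The median change of all genes against N2 vehicle was between −0.00 and 0.03 in the 7 other groups. After scaling to the 75th percentile it was −0.09 in csa-1(tm4539), −0.10 in csb-1(ok2335) and −0.16 in the double mutant on vehicle, and −0.12 in N2, −0.14 in csa-1(tm4539), −0.22 in csb-1(ok2335) and −0.28 in the double mutant on NR. Set scores are relative to the mean of all genes under every normalization.

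Signal over background differed between arrays. The share of spots well above background was 46.9% on N2 vehicle replicate 1 and between 53.1% and 78.5% on the other arrays, and the correlation of log2 signal between arrays of 1 group was between 0.9581 and 0.9962. The number of arrays limits the precision. In simulated data with 200 of the 25509 genes changed by a log2 of 1.5 between csa-1 and N2 arrays, 93.5% of these genes were called, with 4 false calls. The changed genes were drawn from those whose mean Z-score lay above the calling criterion. Noise was drawn independently for each gene and array, with the same SD in every group. In the real arrays genes vary together and the groups differ in spread, so these rates do not carry over to them. The arrays of a group lay on 1 of 8 slides and were scanned together, so a difference between slides cannot be told apart from a difference between groups. The human cell, mouse, lifespan, imaging and protein data of the paper were not analysed here, apart from the worm survival percentages of the supplement.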

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

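Of the tests below, those on the label of 1 array that used marker genes, dim probes and a swap, and all comparisons with equally bright sets, were chosen only after the result was seen.

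The array labelled csa-1 NR replicate 4 stood apart from the other 3 of its group at the csb-1 probe A_12_P159795, where the gap to the nearest of them was 0.955 of the group's range, and at the csa-1 probe A_12_P118898, where it was 0.869. Of 88 groups and measures examined this way, these 2 passed the limit for 4 samples, and chance alone passes about 5%. Its csb-1 probe was not well above background, as in the csb-1 mutants, and its csa-1 probe was higher than on the other arrays. Of the probes as bright as the csb-1 probe in N2, 97.4% were well above background on this array, which argues against a dim array. A swap with a csb-1 NR array needs a partner out of place, but each csb-1 NR array had at least 86.2% of the marker genes on the csb-1 side. These 29 markers part all csb-1 vehicle arrays and all double mutant arrays from all N2 arrays and all csa-1 vehicle arrays. For N2 and the double mutant, arrays on NR were thus included. The markers were picked without the csa-1 NR and csb-1 NR arrays. On the array in question 89.7% of them (26 of 29) lay on the csb-1 side, against 24.1%, 31% and 27.6% on the 3 others. Y68A4A.13, for example, had a Z-score of −0.60 there and of 1.44 to 1.52 on the others. Genes that part csb-1 from double mutant arrays placed it on the csb-1 side at 78% (315 of 404), which argues against a double mutant sample, though on the 3 other arrays 48%, 23.3% and 25.7% also lay on that side. With larger gaps between the strains required, 87.9%, 90%, 93.2% and 100% did. A csb-1 sample under a csa-1 label is therefore a candidate explanation. A single wrong label or a sample from outside these groups needs no partner and stays open, and no biological explanation was tested, since the design names no condition that differs within the group. The array was kept under its label in every result.

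A difference between the csa-1 effect with and without the csb-1 mutation was found by limma for 5 of 25509 genes. Of 100 drawn splits of the 16 arrays, 15 gave as many. These splits mixed all the groups compared, so differences between strains entered the drawn counts too. The splits therefore cannot tell what chance alone gives, and chance stays open. The count rested on single arrays, with 1 gene without N2 vehicle replicate 2, csa-1 vehicle replicate 1 or double mutant vehicle replicate 2, 20 without csb-1 vehicle replicate 2 and 1124 without N2 vehicle replicate 3. It was 57 without the array labelled csa-1 NR replicate 4, which is not part of the comparison. Each group had a slide of its own, so a difference between slides cannot be told apart from one between strains, and a biological interaction stays open as well.

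The effect of NR differed from that in N2 for 10 genes in csa-1, 20 in csb-1 and 33 in the double mutant. As many were given by 10, 6 and 6 of 100 drawn splits. These splits mixed all the groups compared, so differences between strains and with NR entered the drawn counts too. The splits therefore cannot tell what chance alone gives, and chance stays open for all 3. The first count ran from 4 without N2 vehicle replicate 2 to 338 without N2 vehicle replicate 3, and was 13 without the array labelled csa-1 NR replicate 4. The second ran from 4 without csb-1 NR replicate 3 to 39 without N2 vehicle replicate 3, and was 38 without the array labelled csa-1 NR replicate 4, outside its comparison. The third ran from 13 without double mutant vehicle replicate 1 or 2 to 182 without N2 vehicle replicate 4. Slide and group cannot be told apart here either.

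For 2 gene sets the NR effect in the double mutant differed from that in N2 by a set test over correlated genes. The set for the response to reactive oxygen species (42 genes) had a PAGE Z-score of −6.10 for this interaction and the heat shock set (20 genes) −5.77 (fry adjusted p, from limma, 0.0034 for each). For both, 1 of 100 drawn splits, the real one, gave a score as far from 0, which excludes chance at the level of 1 in 20 for each taken alone. The 2 sets were picked by their scores in these same arrays, which that level does not allow for. No single array carried them, since with any 1 array left out the scores stayed at or below −5.20 and −4.96. Of 1000 equally bright random sets 0 were as low as the first set and 0 as the second, which argues against a trend with signal brightness. After scaling to the 75th percentile, quantile normalization and normexp correction the scores were −7.03, −6.13 and −5.73 for the first and −6.62, −5.87 and −2.92 for the second. The 2 sets share 10 genes, the small heat shock proteins. Without them the reactive oxygen species set was at −2.45, and between −2.67 and −1.97 with 1 array left out, so that whether these genes carry it alone cannot be told, while the heat shock set was at −0.03. The array mean of the reactive oxygen species set went from 0.930 ± 0.026 (SD, n = 4) on vehicle to 0.964 ± 0.018 on NR in N2 (exact permutation test, p = 0.057) and from 0.925 ± 0.024 to 0.821 ± 0.016 in the double mutant (exact permutation test, p = 0.029), and that of the heat shock set from 1.327 ± 0.028 to 1.363 ± 0.026 (exact permutation test, p = 0.086) and from 1.381 ± 0.032 to 1.228 ± 0.028 (exact permutation test, p = 0.029), so that the larger part of both interactions was a fall in the double mutant. Between NR and vehicle the double mutant scored −5.07 and −5.12 (fry adjusted p 0.00014 for each), and below 0 under each normalization (−3.09, −5.21 and −4.69 for the first set and −3.09, −4.74 and −1.91 for the second). Against N2 vehicle, the reactive oxygen species set scored −3.93 in the double mutant on NR (fry adjusted p 0.00022), and −0.49 after scaling to the 75th percentile. In N2 the scores were 1.67 and 1.24, and the mean and median log2 changes of the genes had opposite signs (0.12 and −0.10, and 0.13 and −0.17). hsp-16.21, which rose in N2, had a Z-score of −0.27 ± 0.20 (SD, n = 4) in N2 on vehicle and 0.45 ± 0.05 on NR, and of −0.04 ± 0.09 and −0.15 ± 0.05 in the double mutant. Its interaction was −3.10 in log2 (standard error 0.39, limma adjusted p = 0.00042) in the double mutant, −2.27 (adjusted p 0.015) in csa-1, where it was −2.21 (adjusted p 0.03) without the array labelled csa-1 NR replicate 4, and −2.13 (adjusted p 0.026) in csb-1. hsp-12.6 went from −0.31 ± 0.36 to 0.44 ± 0.04 in N2 and from −0.20 ± 0.07 to −0.30 ± 0.04 in the double mutant. Both genes were picked after their values had been seen. A difference between the slides stays open, as do a fall of these genes with NR in the double mutant and a rise of some small heat shock genes in N2.

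In sets that stand for no term of the paper, 3 scores on NR against N2 vehicle were past the threshold of PAGE and also had an adjusted p of at most 0.05 from the fry test of limma. The vitellogenins (5 genes), yolk proteins, scored −4.50 in csb-1 and −3.08 in the double mutant, and the heat shock set −2.43 in the double mutant. By PAGE alone the vitellogenins were also past the threshold in N2 NR (−2.88), csa-1 NR (−3.46, and −2.72 without the array labelled csa-1 NR replicate 4) and csb-1 vehicle (−2.36), with fry adjusted p of 0.27, 0.13 and 0.52, so their lower score is not particular to csb-1 or the double mutant. The NR effect on them did not differ from that in N2, with interaction scores of −1.41 (−0.78 without that array), −0.94 and 0.41 in csa-1, csb-1 and the double mutant. Among 35 splits of the 8 arrays 1, 3 and 3 gave scores as far from 0, where 1 is the fewest possible. Taken alone, this excludes chance at the level of 1 in 20 for the vitellogenins in csb-1 and not for the other 2. The 3 scores were picked by their size in these same arrays, which that level does not allow for. For the heat shock set 82 of 1000 equally bright sets were as low, so a trend with signal brightness is enough to give it, and its score was 0.83 after scaling to the 75th percentile. For the vitellogenins 0 and 5 of 1000 equally bright sets were as low, but only 2 of 1000 drawn sets reached their brightness, which leaves that comparison void and the explanation open. Their score in csb-1 was −1.90, −2.58 and −5.53 after scaling to the 75th percentile, quantile normalization and normexp correction, and in the double mutant 0.06, −0.50 and 3.21. With 1 array left out the csb-1 score stayed between −4.54 and −4.07. A slide effect cannot be told apart from a lower level of yolk transcripts on NR.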

How the results depend on the processing

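Of the tests below, only the methods' t-test with an unadjusted p was chosen after the result was seen; quantities derived from the other alternatives, such as tallies of set scores, were added then too. Where a result changed below, the cause was not tested, apart from those settings whose construction gives it, as said there. A slide block was not run, since each slide holds 1 group.

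Under every alternative that rescales or filters the values, the mitochondrion set stayed at or below −4.13 in csa-1, and the lysosome set stayed past the threshold with its sign in csa-1 (3.00 to 5.48) and in csb-1 (−2.03 or lower). The 75th percentile and the normexp correction moved most of the other set scores, and single arrays, inside and outside the groups compared, moved the counts.

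Scaling to the 75th percentile, which takes out the level but not the spread of an array, called 357 genes in csa-1 against N2, 270 in csb-1 and 86 in the double mutant, and 212 in csa-1 NR against N2 NR, with 15 genes for the interaction of csa-1 and csb-1 and 58 for that of NR in csb-1 and 58 in the double mutant. The mitochondrion set was at 9.28 in csb-1 and, with the sign changed, at 3.93 in the double mutant, 8.92 in N2 NR, 5.88 in csa-1 NR, 4.55 in csb-1 NR and 7.60 in double mutant NR. The inner membrane set was at 6.27 in csb-1 and, with the sign changed, at 2.17 in the double mutant and 5.71, 3.97 (3.61 without the array labelled csa-1 NR replicate 4), 3.84 and 4.89 in the NR groups in the same order. The ribosome set was reversed in csb-1, at 2.53, and within the threshold in the double mutant, at −0.36. The lysosome set was at 2.85 in the double mutant, and the reactive oxygen species set at 2.48 in csb-1 and 2.16 in the double mutant, the last with the sign changed as for the lysosome.

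Quantile normalization called 384 genes in csa-1 against N2, 244 in csa-1 NR and 513 in double mutant NR against N2 NR, and 23 for the interaction of csa-1 and csb-1 and 42, 56 and 71 for those of NR in csa-1, csb-1 and the double mutant. The inner membrane set in the double mutant was at −1.54. The ribosome set was within the threshold in csa-1 (−1.78) and the double mutant (−0.33) and reversed in csb-1 (0.14), and the mitochondrion set was within it in csa-1 NR (−0.83) and double mutant NR (−1.15). The inner membrane set was within it in csa-1 NR (−0.07, and −0.19 without the array labelled csa-1 NR replicate 4), csb-1 NR (−0.37) and double mutant NR (−0.13).

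Normexp correction, which raises low values by its offset and so shrinks changes of dim genes, called 0 genes in csa-1 against N2 (7085 at an unadjusted p of 0.05 with limma in the main setting), 57 in csb-1 and 2 in the double mutant. Against the own vehicle groups it called 14 in N2 NR, 171 in csa-1, 91 in csb-1 and 157 in the double mutant, and against N2 NR 2, 42 and 84 in csa-1, csb-1 and double mutant NR. For the interactions it called 0 of csa-1 and csb-1 (2970 at an unadjusted p of 0.05 in the main setting) and 3, 1 and 3 of NR. The inner membrane set was at 5.24 in csb-1. The ribosome set was reversed in csa-1 (25.14) and csb-1 (28.63). The mitochondrion set was reversed in N2 NR (3.76) and within the threshold in csa-1 NR (−0.66, and 0.53 without the array labelled csa-1 NR replicate 4), and the inner membrane set was reversed in N2 NR (2.15), csa-1 NR (3.32, and 5.05 without the array labelled csa-1 NR replicate 4) and double mutant NR (1.94) and within the threshold in csb-1 NR (−0.98). The correlation of changes was 0.18 for csa-1 with the double mutant and −0.10, reversed, for csb-1 with the double mutant, and the distance that NR added in csb-1 was 0.01.

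The split of called genes into higher and lower moved by over 10 percentage points in some settings and with some arrays left out. In csa-1 against N2 24% of the calls were higher, and 34.1% (131 and 253) after quantile normalization. It was 48.8% (511 and 537) without N2 vehicle replicate 3 and 48.6% (240 and 254) without N2 vehicle replicate 4. Without N2 NR replicate 1, outside the comparison, it was 0% (0 and 6). In csb-1 25.3% were higher, and 7.02% (4 and 53) after normexp correction and 50% (48 and 48) without N2 vehicle replicate 4. In the double mutant 72.8% were higher, and 53.5% (46 and 40) with the 75th percentile, 61.9% (96 and 59) with quantile normalization and 50% (1 and 1) after normexp correction. In N2 NR against N2 59.3% were higher, and 32.7% (51 and 105), 41.8% (82 and 114) and 14.3% (2 and 12) in the same settings. After normexp correction it was 81.3% (74 and 17) for NR in csb-1 and 15.9% (25 and 132) for NR in the double mutant. Against N2 NR it was 0% (0 and 2) in csa-1 NR, 35.7% (15 and 27) in csb-1 NR and 26.2% (22 and 62) in double mutant NR after normexp correction, and 27.9% (129 and 334) in double mutant NR with the 75th percentile.

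With the deposited scores, the mitochondrion set in N2 NR was at −2.12 and the inner membrane set at −2.31, past the threshold. The filter on dim genes, which tests fewer genes and centres the set scores on brighter ones, called 700 genes in csa-1 and 302 in the double mutant against N2, 337 in N2 NR and 174 in csa-1 NR against N2 NR, and 29 for the interaction of csa-1 and csb-1, and 30 and 67 for those of NR in csa-1 and the double mutant. It put the lysosome set in the double mutant at −2.92, and in N2 NR the mitochondrion set at −6.49 and the inner membrane set at −5.16. The mean of a gene's probes put the mitochondrion set in csb-1 at 2.20.

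Other criteria and tests changed the counts by their construction. At a fold change of 1.5 and an unadjusted p, 5025, 1773 and 3672 genes were called in csa-1, csb-1 and the double mutant against N2, 2488, 3780, 3362 and 2926 with NR in N2, csa-1, csb-1 and the double mutant, and 2124, 2932 and 2504 in csa-1, csb-1 and double mutant NR against N2 NR. With the adjusted p alone it was 288 in csa-1, 435 in the double mutant, 534, 1355, 1189 and 1253 with NR, and 150, 1341 and 504 against N2 NR. A fit of the compared groups alone, with less information on the spread, called 0, 2 and 1 against N2, 0 with NR in N2, 62 with NR in csa-1, 29 in csa-1 NR and 779 in double mutant NR against N2 NR. The methods' t-test called 0, 2 and 4 against N2, 1 with NR in N2, 34 with NR in csa-1, 45 in csa-1 NR and 683 in double mutant NR against N2 NR, after Benjamini-Hochberg adjustment. With its p unadjusted, it called 240 in csa-1 and 382 in csb-1 against N2, 346 with NR in N2, 635 with NR in csb-1, and 606 and 832 in csa-1 and double mutant NR against N2 NR.

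With changes taken against separate N2 arrays, the correlation was −0.09 for csa-1 with csb-1 and −0.06 for csb-1 with the double mutant, both reversed, and 0.10 for csa-1 with the double mutant, as removing the shared arrays would have it.

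Set tests that allow for correlated genes are given as normal quantiles of their unadjusted p, signed by direction, so that 1.96 stands for a p of 0.05. With camera and an estimated correlation, csa-1 was at −1.47 for the mitochondrion, −1.28 for the inner membrane, −0.90 for the ribosome and 1.47 for the lysosome set. In csb-1 the ribosome set was at −0.73 and the lysosome set at −1.89, and in the double mutant the mitochondrion, inner membrane and ribosome sets were at −1.36, −1.42 and −1.21. With NR the mitochondrion and inner membrane sets were at −1.07 and −1.07 in csa-1, −1.24 and −1.01 in csb-1, and −0.99 and −1.03 in the double mutant. With fry the ribosome set was at −1.37, −0.84 and −1.71 in csa-1, csb-1 and the double mutant, the mitochondrion set at −1.96 in the double mutant, and with NR the 2 mitochondrial sets were at −1.42 and −1.46 in csa-1 and −1.73 and −1.83 in the double mutant, and the inner membrane set at −1.68 in csb-1. Camera with a preset correlation put the 2 sets in N2 NR at −2.05 and −2.69, past the threshold.

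The groups share replicate numbers, but same-numbered arrays do not pair. Over 28 pairs of groups and 18440 genes, the deviations of same-numbered arrays from their group means correlated at a mean r of 0.021 (−0.49 to 0.58), against −0.0051 for differently numbered ones, and 38 of 112 pairs were over 0.1. With the replicate block, 351 genes (117 higher and 234 lower) were called in csa-1 against N2, and the other gene counts stayed within 1.5 times. For the interactions the block gave 4, 8, 21 and 22 genes. Fry with the replicate block put the ribosome set at −1.31, −0.81 and −1.64 in csa-1, csb-1 and the double mutant, the mitochondrion and inner membrane sets with NR at −1.50 and −1.50 in csa-1 and −1.82 and −1.89 in the double mutant, and the inner membrane set at −1.72 in csb-1 NR.

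With 1 array left out at a time, which also lowers the number of arrays, the count in csa-1 against N2 ran from 0 (without N2 vehicle replicate 1 or 2 or csa-1 vehicle replicate 1, 3 or 4) to 1048 (without N2 vehicle replicate 3), in csb-1 from 64 (csb-1 vehicle replicate 3) to 614 (N2 vehicle replicate 3) and in the double mutant from 55 (N2 vehicle replicate 2) to 491 (N2 vehicle replicate 3). The 0 in csa-1 stands beside 171 with limma over all arrays. This count moved by over 1.5 times in 23 of 32 fits, 15 of them without an array outside the comparison, of which 12 gave 6 genes. With NR against the own vehicle group the ranges were 101 (N2 NR replicate 1) to 276 (csa-1 vehicle replicate 2) in N2, 351 (csa-1 vehicle replicate 4) to 682 in csa-1, 244 (csb-1 NR replicate 2) to 486 in csb-1 and 354 (double mutant NR replicate 1) to 683 in the double mutant, where the last 3 maxima were without N2 vehicle replicate 3. Without that same array the highest counts against N2 NR were found, with 23 (N2 NR replicate 1) to 269 in csa-1 NR, 429 (csb-1 NR replicate 2) to 913 in csb-1 NR and 173 (double mutant NR replicate 2) to 423 in double mutant NR. The interaction of csa-1 and csb-1 ran from 1 (N2 vehicle replicate 2, csa-1 vehicle replicate 1 or double mutant vehicle replicate 2) to 1124 (N2 vehicle replicate 3), with 57 without csa-1 NR replicate 4, and those of NR from 4 (N2 vehicle replicate 2) to 338 (N2 vehicle replicate 3) in csa-1, 4 (csb-1 NR replicate 3) to 39 (N2 vehicle replicate 3) in csb-1 and 13 (double mutant vehicle replicate 1 or 2) to 182 (N2 vehicle replicate 4) in the double mutant.

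Set scores that changed with 1 array left out did so through the N2 vehicle arrays, apart from the mitochondrion and inner membrane sets in csb-1, which were also past the threshold without csb-1 vehicle replicate 2 (3.92 and 2.62), and in N2 NR, which were so without N2 NR replicate 1 (−2.55 and −2.56). That set ran from −2.24 (N2 vehicle replicate 3, reversed) to 5.91 (N2 vehicle replicate 1) in csb-1, the inner membrane set there from −1.82 to 4.03 (N2 vehicle replicate 1), and the ribosome set from −11.42 to −0.32 (N2 vehicle replicate 1). With NR the mitochondrion set ran from −4.20 (N2 vehicle replicate 3) to 3.25 (N2 vehicle replicate 1, reversed) in N2, −6.09 to −0.81 in csa-1 and −6.15 to −1.66 in the double mutant, and the inner membrane set from −3.48 to 1.65 in N2, −4.55 to −0.79 in csa-1, −4.54 to −1.07 in csb-1 and −4.95 to −1.82 in the double mutant, the highest value each time without N2 vehicle replicate 1. The mitochondrion set stayed at −8.66 to −5.15 in csa-1, −7.29 to −2.45 in the double mutant and −6.94 to −2.56 in csb-1 NR, and the lysosome set at 3.34 to 4.86 in csa-1 and −5.66 to −2.84 in csb-1. The correlations of changes ran from 0.20 to 0.62, 0.39 to 0.73 and 0.27 to 0.66 for csa-1 with csb-1, csa-1 with the double mutant and csb-1 with the double mutant.

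The named genes were followed with 1 array left out and under some of the other alternatives, and each kept its direction there. Under those alternatives the call was kept in 97 cases and lost in 15. With 1 array left out it was kept in 806 and lost in 90. The fit of the compared groups alone and the methods' t-test were not among those alternatives. With adjustment, both called no gene in csa-1 against N2, so the genes named there were not called under either. After scaling to the 75th percentile sma-9 in csa-1 (0.84) and cnc-6 in the double mutant (−2.03) were no longer past the adjusted threshold, and after quantile normalization cnc-6 there (−1.99). After normexp correction these were uggt-1 (0.65), sma-9 (0.43), C01G10.17 (−1.63) and Y74C9A.6 (−1.97) in csa-1, fbxa-192 (1.11) in csb-1, scl-24 (1.70) and cnc-6 (−1.60) in the double mutant, col-42 (−2.07) in N2 NR, sshk-1 (1.49) in csa-1 NR, and argk-1 (0.83), C45G9.4 (0.73) and ilys-3 (−2.20) in double mutant NR. Of 32 fits with 1 array left out, the call was lost in 20 for uggt-1, 19 for sma-9, 5 for C01G10.17, 19 for Y74C9A.6, 5 for cnc-6 in csb-1 and 22 for cnc-6 in the double mutant. The probes of the mutated genes were also followed under only some of the alternatives other than arrays left out. There 105 values moved by less than 1 SD between replicates and 39 by more.

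Signal over background limits the dim probes. The csb-1 probe that fell in the csb-1 mutants was well above background on 3 of the 4 N2 vehicle arrays, and its change of −2.63 was −0.76 after normexp correction; the cause was not tested.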

Differences from the paper's values

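The tables behind the counts were compared with the bars of Fig. 2a as pictured. Of the tests below, only the methods' t-test with an unadjusted p, the comparison of set scores between groups and the random sets of equal brightness were chosen after the result was seen. The 11 alternatives counted below are those other than leaving out 1 array, which was also set beforehand, and arrays whose absence brought a count within range are named. A count is taken to differ where one value is more than 1.5 times the other. Of the 10 numbers of higher genes 7 differed and of the 10 of lower genes 8, and those that differed follow. The legend of Fig. 2a gives other criteria than the methods, a fold change of 1.5 and a p-value of 0.05 without mention of adjustment, and which of the 2 gave its bars is not known. With the legend's criteria all 10 numbers of higher and all 10 of lower genes differed.

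130 genes were lower in csa-1 than in N2, where the paper has about 66 in Fig. 2a, read by eye. Under none of the 11 alternatives set before the data were examined was it within 1.5 times of the paper's. Leaving out either N2 NR replicate 4 or csb-1 vehicle replicate 1 brought it within that range. For genes lower in csb-1 than in N2 the count was 124, and the paper's is about 350 in Fig. 2a, read by eye. None of the 11 alternatives set before the data were examined brought it within 1.5 times of that. It came within that range without N2 vehicle replicate 3. With an unadjusted p in the methods' t-test, a setting chosen after seeing the values, it was 297, also within that range. Between the double mutant and N2, 126 genes were higher in the former, against the paper's about 240 in Fig. 2a, read by eye. Under the filter on dim genes (235) and the adjusted p alone (339) it was within 1.5 times of the paper's, and under the other alternatives set before the data were examined it was not. Leaving out N2 vehicle replicate 4 brought it within that range. Also within it was the 175 of the methods' t-test with an unadjusted p, chosen after seeing the values. 47 genes were lower in the double mutant than in N2, where the paper has about 170 in Fig. 2a, read by eye. Under none of the 11 alternatives set before the data were examined was it within 1.5 times of the paper's. It came within that range without N2 vehicle replicate 3.

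For genes higher in N2 NR than in N2 the count was 131, and the paper's is about 200 in Fig. 2a, read by eye. Within 1.5 times of the paper's value were the counts under the filter on dim genes (208) and the mean of a gene's probes (138), and none of the other alternatives set before the data were examined came as close. Leaving out any 1 of N2 vehicle replicate 2, N2 vehicle replicate 4, csa-1 vehicle replicate 2, csa-1 vehicle replicate 3, csa-1 NR replicate 4 and csb-1 vehicle replicate 4 brought it within that range. With an unadjusted p in the methods' t-test, a setting chosen after seeing the values, it was 203, also within that range. Between N2 NR and N2, 90 genes were lower in the former, against the paper's about 230 in Fig. 2a, read by eye. It stayed outside 1.5 times of that under all 11 alternatives set before the data were examined.

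163 genes were lower in csa-1 NR than in csa-1, where the paper has about 300 in Fig. 2a, read by eye. The count came within 1.5 times the paper's under quantile normalization (226) and the adjusted p alone (397), and under the other alternatives set before the data were examined it was not. Leaving out csa-1 NR replicate 3 brought it within that range.

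For genes higher in csb-1 NR than in csb-1 the count was 255, and the paper's is about 920 in Fig. 2a, read by eye. Within 1.5 times of the paper's value were the counts under the adjusted p alone (871), and none of the other alternatives set before the data were examined came as close. Between csb-1 NR and csb-1, 126 genes were lower in the former, against the paper's about 190 in Fig. 2a, read by eye. Under scaling to the 75th percentile (154), quantile normalization (162), the filter on dim genes (154), the mean of a gene's probes (127) and the replicate block (128) it was within 1.5 times of the paper's, and under the other alternatives set before the data were examined it was not. Leaving out any 1 of N2 vehicle replicate 1, N2 vehicle replicate 2, N2 vehicle replicate 3, N2 vehicle replicate 4, csa-1 vehicle replicate 2, csa-1 vehicle replicate 4, csa-1 NR replicate 3, csa-1 NR replicate 4 and double mutant vehicle replicate 1 brought it within that range. Also within it was the 213 of the methods' t-test with an unadjusted p, chosen after seeing the values.

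227 genes were higher in the double mutant NR than in the double mutant, where the paper has about 370 in Fig. 2a, read by eye. The count came within 1.5 times the paper's under quantile normalization (255), the filter on dim genes (259), the fit of the compared groups alone (285) and the methods' t-test (268), and under the other alternatives set before the data were examined it was not. It came within that range without N2 vehicle replicate 1 or N2 vehicle replicate 3. The methods' t-test with an unadjusted p, chosen after seeing the values, gave 312, which is within it too. For genes lower in the double mutant NR than in the double mutant the count was 355, and the paper's is about 560 in Fig. 2a, read by eye. Within 1.5 times of the paper's value were the counts under scaling to the 75th percentile (494), quantile normalization (525), the filter on dim genes (421), the adjusted p alone (687), the fit of the compared groups alone (469) and the methods' t-test (400), and none of the other alternatives set before the data were examined came as close. Leaving out any 1 of N2 vehicle replicate 1, N2 vehicle replicate 3 and csa-1 NR replicate 3 brought it within that range. With an unadjusted p in the methods' t-test, a setting chosen after seeing the values, it was 529, also within that range.

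Between csa-1 NR and N2 NR, 81 genes were higher in the former, against the paper's about 720 in Fig. 2a, read by eye. It stayed outside 1.5 times of that under all 11 alternatives set before the data were examined. 10 genes were lower in csa-1 NR than in N2 NR, where the paper has about 93 in Fig. 2a, read by eye. Under none of the 11 alternatives set before the data were examined was it within 1.5 times of the paper's. For genes higher in the double mutant NR than in N2 NR the count was 126, and the paper's is about 560 in Fig. 2a, read by eye. None of the 11 alternatives set before the data were examined brought it within 1.5 times of that. Between csb-1 NR and N2 NR, 525 genes were higher in the former, against the paper's about 860 in Fig. 2a, read by eye. Under quantile normalization (612), the filter on dim genes (624), the adjusted p alone (948), the fit of the compared groups alone (703) and the methods' t-test (675) it was within 1.5 times of the paper's, and under the other alternatives set before the data were examined it was not. Leaving out either N2 vehicle replicate 1 or N2 vehicle replicate 3 brought it within that range. Also within it was the 723 of the methods' t-test with an unadjusted p, chosen after seeing the values.

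The paper's statements of direction were compared next, with scores of gene lists that stand in for its GO terms. The paper's text has mitochondrial and ribosomal pathways higher in csa-1 and the double mutant and lower in csb-1, while its Fig. 1d is coloured the other way for both, and so is its Fig. 2c for the mitochondrial terms. Here the mitochondrion set scored −8.12 in csa-1, −6.17 in the double mutant and 1.00 in csb-1, and the cytosolic ribosome set −9.18, −11.74 and −7.01. The settings that gave the direction in the text were the 75th percentile in the double mutant for the mitochondrion set (3.93) and the inner membrane set (2.17), and the normexp correction for the ribosome set in csa-1 (25.14). For the mitochondrion set in csb-1, leaving out N2 vehicle replicate 3 did (−2.24). Of these scores, that of the ribosome set in csb-1 also goes against the colour of Fig. 1d, and it was 2.53, 0.14 and 28.63 after scaling to the 75th percentile, quantile normalization and normexp correction. Against that figure's colours were further the translation factors in csb-1, at −0.42 where the figure has translation higher (4.00 after scaling to the 75th percentile, 0.54 after quantile normalization and 3.56 after normexp correction), and the potassium channels in csb-1, at 0.44 where it has them lower (−0.92 after scaling to the 75th percentile and −1.62 after normexp correction). The sperm-enriched proteins, which stood in for protein phosphorylation, were at −3.03 in csa-1 and lower under each normalization, where the figure has that term higher. A list of sperm genes does not measure protein phosphorylation, so this score cannot speak for or against the figure there.

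For the lysosome and for hydrolase activity the paper places the double mutant with csb-1, and has the lysosome lower in both. Here the lysosome set scored −4.51 in csb-1 and −0.09 in the double mutant, and the cathepsin-type proteases −3.39 and −0.76. The filter on dim genes gave −2.92 for the lysosome set in the double mutant.

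The paper has the response to reactive oxygen species and galactosyltransferase activity changed in the double mutant alone. Here the scores in the double mutant were −0.27 and 1.31, within the threshold. With scaling to the 75th percentile the first was 2.16, past the threshold, but so was that in csb-1, at 2.48.

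The paper has NR bringing the mutants closer to N2. Here the distance to N2 vehicle was larger with NR in the 3 mutants, by 0.03 in csa-1, 0.47 in csb-1 and 0.21 in the double mutant, where the vehicle distance of csb-1 is a floor of 0. Without double mutant vehicle replicate 1 the last was 0.03. That for csa-1 lay between −0.05 and −0.01 without csa-1 vehicle replicate 2 or 4, csa-1 NR replicate 2 or N2 vehicle replicate 3. The paper's Fig. 2b, though, clusters scores of GO terms, and in the scores of the 29 sets, compared after the data were examined, the mean size against N2 on the same treatment was 3.78 on vehicle and 2.94 on NR in csa-1 (3.09 without the array labelled csa-1 NR replicate 4), 2.41 and 2.72 in csb-1, and 3.60 and 3.39 in the double mutant. In the main setting, with 1 array left out at a time, the vehicle and NR values overlapped in each of them. NR went with a smaller distance in csa-1 also after scaling to the 75th percentile (2.97 to 2.49), quantile normalization (2.65 to 2.09) and normexp correction (5.22 to 3.87), and in csb-1 after scaling to the 75th percentile (3.49 to 1.99) and normexp correction (5.33 to 3.46). That of the double mutant was larger with NR under these 3 (2.47 to 2.99, 1.84 to 2.36 and 3.65 to 4.49). With 1 array left out, vehicle and NR values of csb-1 did not overlap after scaling to the 75th percentile (2.74 to 4.46 and 1.82 to 2.07). Nor did they after normexp correction (4.77 to 5.81 and 2.84 to 3.78). Those of the double mutant, larger with NR, did not overlap after quantile normalization (1.24 to 2.14 and 2.18 to 2.46). With NR, the mean size of the scores against N2 vehicle went from 3.78 to 3.46 in csa-1, from 2.41 to 3.74 in csb-1 and from 3.60 to 3.83 in the double mutant. In csb-1 it was lower with NR after scaling to the 75th percentile (3.49 to 2.73) and normexp correction (5.33 to 3.84). The mean distance of the scores to those of N2 on NR was smaller with NR in each mutant under every normalization. In the main setting it went from 4.11 to 2.27 in csa-1, 3.26 to 1.83 in csb-1 and 3.43 to 2.26 in the double mutant. This distance cannot tell a return to N2 from an NR effect common to all strains, since the vehicle worms are set against worms on NR. The number of sets past the threshold went from 20 to 17 in csa-1 (20 without the array labelled csa-1 NR replicate 4), from 11 to 21 in csb-1 and from 18 to 20 in the double mutant. By the fry test of limma at an adjusted p of 0.05, it was 0 in each mutant on vehicle. On NR it was 0 in csa-1, 9 in csb-1, 8 in the double mutant and 1 in N2. The paper also has the mitochondrion and mitochondrial inner membrane terms normalized with NR. Here they scored −5.76 and −3.55 in csb-1 and −4.80 and −4.12 in the double mutant with NR, against 1.00 and 0.33 in csb-1 and −6.17 and −5.13 in the double mutant on vehicle. In csa-1 they went from −8.12 and −5.57 to −4.57 and −3.58, still past the threshold, and were at −4.88 and −3.70 without the array labelled csa-1 NR replicate 4. Random sets of equal brightness had medians of −3.71, −3.69 and −4.09 for the mitochondrion set with NR in csa-1, csb-1 and the double mutant, and of −3.57, −3.61 and −4.20 for the inner membrane set. With quantile normalization the mitochondrion set with NR was within the threshold in csa-1, at −0.83, and in the double mutant, at −1.15, and the inner membrane set in csa-1, csb-1 and the double mutant, at −0.07, −0.37 and −0.13. With the normexp correction it was within the threshold for the mitochondrion set in csa-1, at −0.66 (0.53 without the array labelled csa-1 NR replicate 4), and for the inner membrane set in csb-1, at −0.98, and in the double mutant, at 1.94. Without N2 vehicle replicate 1 the mitochondrion set was at −0.81 in csa-1 and −1.66 in the double mutant, and the inner membrane set at −0.79, −1.07 and −1.82 in csa-1, csb-1 and the double mutant. By camera with an estimated correlation neither set was past an unadjusted p of 0.05 in any mutant with NR, and by fry neither was in csa-1 or the double mutant; by camera this also holds on vehicle.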

Other observations

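The comparisons with equally bright sets, the test of the spread of the ribosome signal and the splits after quantile normalization were chosen only after the result was seen, and the gene sets followed here were picked after their scores had been seen among 29 sets in 17 comparisons.

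Numbers of called genes were compared with those from other splits of the same arrays. Between a mutant and N2 on vehicle, 8 of 35 splits in csa-1, 5 in csb-1 and 6 in the double mutant called as many genes as the real one, so that chance cannot be excluded for these 3 counts, and the largest other splits called 906, 457 and 613. In each of the 4 comparisons of NR with its own vehicle group and the 3 of a mutant with N2 on NR, the real split was the 1 of 35 with the most, which excludes chance at the level of 1 in 20. The array labelled csa-1 NR replicate 4 is part of 2 of these comparisons, and without it they gave 403 and 50 genes. Slide and group cannot be told apart in any of them.

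The lower score of the mitochondrion set in csa-1 and in the double mutant was weighed against a trend with signal brightness, since its genes are brighter than most. Relative to the median score of equally bright random sets it was at −3.49 in csa-1 and −1.85 in the double mutant, and the highest number of 1000 random sets that were as low, over 4 normalizations, was 0 in csa-1 and 1 in the double mutant. This argues against brightness as the whole cause. Chance was not excluded by splits of the arrays. For the mitochondrion set 9 of 35 splits in csa-1 and 15 in the double mutant gave a score as far from 0, and 9 and 14 after quantile normalization. With NR 19, 16 and 16 did in csa-1, csb-1 and the double mutant. With NR the highest number of 1000 equally bright sets that were as low, over 4 normalizations, was 131 in csa-1, 4 in csb-1 and 193 in the double mutant for the mitochondrion set, and 677, 594 and 668 for the inner membrane set. A trend with brightness is therefore enough to give these scores with NR, apart from that of the mitochondrion set in csb-1, where the values argue against it as the whole cause. For the inner membrane set the splits were 10 and 12 on vehicle, and 20, 19 and 15 with NR. Between the single mutants, where csa-1 scored −8.85 against csb-1, 4 splits were as far from 0, and 3 after quantile normalization. With 1 array left out that score stayed between −9.81 and −7.43, and it was −11.30, −5.91 and −14.15 after scaling to the 75th percentile, quantile normalization and normexp correction. A biological difference between csa-1 and csb-1 in mitochondrial transcripts may lie behind it, but slide and strain cannot be told apart.

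In the main setting, the cytosolic ribosome set scored below N2 vehicle in the 7 other groups, from −7.01 in csb-1 to −15.63 in the double mutant on NR. N2 vehicle replicate 1, the array with the highest floor, does not carry this alone, since without it the score was still at or below −2 in 6 of the 7 groups; csb-1 was at −0.32. Ribosomal protein genes are among the brightest, and 0 of 1000 random sets reached their brightness, so a trend with brightness could not be tested with them. After quantile normalization the lowest of the 7 scores was −1.78. That normalization gives the brightest ranks of every array the same values and so holds these genes near no change whatever the cause, which leaves a difference between arrays in the spread of the signal open as well. Splits of the arrays gave scores as far from 0 in 13 of 35 for csa-1, 24 for csb-1 and 11 for the double mutant, so chance is not excluded on vehicle. The direction also changed with the normalization. After normexp correction the set was above N2 vehicle in csa-1 (25.14), csb-1 (28.63), csa-1 NR (17.14) and double mutant NR (20.14). It was below in the double mutant (−14.79), csb-1 NR (−12.83) and N2 NR (−2.25). After scaling to the 75th percentile it was above in csb-1 (2.53) and N2 NR (3.58), and below in the other groups. Whether translation genes differ between the strains stays open.

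The lysosome set went in opposite directions in the single mutants, and in both under each normalization. Relative to the median of equally bright sets it was at 4.79 in csa-1 and −4.34 in csb-1. Of 35 splits 2 were as far from 0 in csa-1 and 5 in csb-1 (4 and 7 after quantile normalization), so that against N2 chance cannot be excluded. In the direct comparison of csa-1 with csb-1 the score was 7.65, and it stayed between 6.60 and 8.51 with 1 array left out. The array mean of the set was higher in csa-1 by 0.119 (exact permutation test, p = 0.029), and the fry test of limma gave an adjusted p of 0.00029. By the PAGE score 2 of 35 splits were as far from 0, and after quantile normalization 1. Chance is thus excluded at the level of 1 in 20 by the array mean and by the score after quantile normalization, and not by the score without it. A difference between the strains in lysosomal transcripts is a hypothesis from these data, and a difference between their slides is not ruled out.

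The changes of the 3 mutants against N2 correlated across genes no more than the shared N2 arrays alone give. Correlations as high as the observed ones came in 772 of 1000 simulations for csa-1 with csb-1, 627 for csa-1 with the double mutant and 747 for csb-1 with the double mutant. Genes are not independent replicates. The sharing of N2 arrays is enough to give these values, and a common effect of the mutations is neither shown nor excluded.

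NR went with higher sperm and lower collagen transcripts in every strain, N2 included. Against its own vehicle group, the sperm-enriched set (71 genes) scored 12.16 in N2, 7.89 in csa-1, 14.32 in csb-1 and 13.33 in the double mutant (fry adjusted p, from limma, 0.0069, 0.025, 0.00022 and 0.00073), and 7.14 in csa-1 without the array labelled csa-1 NR replicate 4. Major sperm proteins (27 genes) scored 7.34, 7.88, 13.37 and 11.94 in these strains, and the second was 7.34 as well without that array. Cuticle collagens (183 genes) scored −9.90 in N2, −15.62 in csa-1, −8.75 in csb-1 and −11.59 in the double mutant (fry adjusted p 0.088, 0.0012, 0.072 and 0.009), and −13.03 in csa-1 without that array. Of 35 splits, 1 gave a score as far from 0 for the sperm-enriched set in csb-1 and 1 in the double mutant, and for the collagens 1 in csa-1 and 3 in the double mutant, so chance is excluded at the level of 1 in 20 in the first 3 and not in the last. The scores of the sperm-enriched set and of the collagens kept their sign under each normalization in all 4 strains. The design names NR as the only condition that differs within a strain, but each group also had a slide of its own, so an effect of NR and a difference between slides cannot be told apart.

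Genes of NAD metabolism (22 genes), which NR feeds, did not pass the threshold in any mutant on vehicle, with scores of 0.84 in csa-1, −0.64 in csb-1 and 0.26 in the double mutant against N2, although after normexp correction they were at −2.45 and −4.20 in csa-1 and csb-1.

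The survival percentages in the paper's Data S1, which are the paper's values, hold 3 trials. Taken as steps, mean lifespan in trial 1 was 18.3 days in N2, 15.3 in csa-1, 15.8 in csb-1 and 14.3 in the double mutant, equal to the means in the paper's text, which is why this trial is set beside them. In trial 2 it was 21.2 days in N2, 23.7 in csa-1 and 18 in the double mutant, with csb-1 the shortest-lived of the 4 strains, and trial 3, with N2 and csa-1 alone, gave 20.5 and 19.1. On vehicle, csa-1 thus lived longer than N2 in trial 2 and shorter in trials 1 and 3, while csb-1 and the double mutant lived shorter in both trials that held them. With NR the means were 19.7, 16.3, 17.4 and 16.3 days in trial 1, 23.6, 25.2, 22.4 and 21 in trial 2, and 23.9 and 23.1 in trial 3, each above its vehicle group.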
